# FOXG1 drives transcriptomic networks to specify principal neuron subtypes during the development of the medial pallium

**DOI:** 10.1126/sciadv.ade2441

**Published:** 2023-02-15

**Authors:** Ru Ba, Lin Yang, Baoshen Zhang, Pengfei Jiang, Zhipeng Ding, Xue Zhou, Zhengang Yang, Chunjie Zhao

## Abstract

The medial pallium (MP) is the major forebrain region underlying learning and memory, spatial navigation, and emotion; however, the mechanisms underlying the specification of its principal neuron subtypes remain largely unexplored. Here, by postmitotic deletion of FOXG1 (a transcription factor linked to autism spectrum disorders and *FOXG1* syndrome) and single-cell RNA sequencing of E17.5 MP in mice, we found that FOXG1 controls the specification of upper-layer retrosplenial cortical pyramidal neurons [RSC-PyNs (UL)], subiculum PyNs (SubC-PyNs), CA1-PyNs, CA3-PyNs, and dentate gyrus granule cells (DG-GCs) in the MP. We uncovered subtype-specific and subtype-shared FOXG1-regulated transcriptomic networks orchestrating MP neuron specification. We further demonstrated that FOXG1 transcriptionally represses *Zbtb20*, *Prox1*, and *Epha4* to prevent CA3-PyN and DG-GC identities during the specification of RSC-PyNs (UL) and SubC-PyNs; FOXG1 directly activates *Nr4a2* to promote SubC-PyN identity. We showed that TBR1, controlled by FOXG1 during CA1-PyN specification, was down-regulated. Thus, our study illuminates MP principal neuron subtype specification and related neuropathogenesis.

## INTRODUCTION

In mammals, the medial pallium (MP) of the telencephalon comprises the archicortex, which consists of the hippocampal CA1-CA3, the dentate gyrus (DG) and the subiculum (SubC), and the “intermediate” retrosplenial cortex (RSC), which is located between the archicortex and neocortex. These components of the MP are anatomically and functionally interconnected, underpinning a range of cognitive functions, including episodic and spatial memory, navigation, and imagination. DG granule cells (DG-GCs) receive a vast amount of highly processed multimodal sensory information from the entorhinal cortex and are conveyed to CA3 pyramidal neurons (CA3-PyNs); the latter connect to CA1-PyNs by Schaffer collaterals, thus forming the so-called DG-CA3-CA1 trisynaptic circuitry. The SubC is a patchwork of the hippocampus positioned in the dorsal part of the CA1. SubC-PyNs act as a primary output, receiving inputs from CA1-PyNs and conveying hippocampal signals to various cortical and subcortical areas (*1*). The RSC is notably connected with the SubC, the laterodorsal thalamic nuclei and the entorhinal cortex (*2*). Connections between RSC-PyNs and these structures are reciprocal, suggesting that RSC-PyNs may serve as a site of information storage (*3*). It is now evident that the MP is consistently compromised in many neurological and psychiatric diseases. Understanding how principal neuron subtypes are specified will certainly expand our knowledge of MP development and help resolve the etiopathology of numerous neurological disorders.

MP principal neurons emerge from the ventricular zone in partially overlapping generation waves. The generation peak time of CA1-PyNs, CA3-PyNs, and SubC-PyNs is around embryonic day 14 (E14) to E15, and the majority of RSC-PyNs are born during E12 to E15 (*4*). After exiting the cell cycle, newborn neurons proceed with postmitotic specification to acquire their final characteristics. This acquisition is coordinated by the sequential activation/repression of gene expression programs that are mediated by transcription factor (TF) networks. Great progress has been made in characterizing the specification of neocortical neurons. However, less attention has been given to principal neuron specification of the archicortex and the intermediate cortex (i.e., MP), especially RSC-PyNs, SubC-PyNs, and CA3-PyNs, despite their key function in cognition. Recently, studies have shown that the TF prospero homeobox 1 (PROX1) specifies a DG-GC fate over a CA3-PyN fate (*5*). Loss of *Zbtb20* causes a progressive ventral displacement and molecular misspecification of all MP domains—RSC into SubC, SubC into CA1, CA1 into CA2, and CA2 into CA3, accompanied with reduced size of CA1, CA3, and DG (*6*). Conversely, ectopic expression of *Zbtb20* forces SubC-PyNs and RSC-PyNs [upper layer (UL)] into a hippocampus-like identity (*7*). The TF special AT-rich sequence binding protein 2 (SATB2) was established to shape RSC-PyNs (UL) (*8*). Although there have been true breakthrough advances in our understanding, much remains unknown about the transcriptomic networks that regulate the postmitotic specification of principal neuron subtypes in the developing MP.

The Forkhead-box TF FOXG1 has been demonstrated to control a variety of developmental processes ranging from dorsal-ventral pattern formation of the telencephalon and cell fate determination to cortical circuit specialization by exerting both repressive and activating functions (*9*, *10*). However, no study has examined the contribution of FOXG1 to postmitotic cell type specificity in the MP or the downstream targets of FOXG1 at single-cell resolution. In the present study, we generated mice with deletion of *Foxg1* in postmitotic neurons by crossing a *Nex-Cre* line with *Foxg1^fl/fl^* mice (*11*). We show that loss of *Foxg1* leads to impaired specification of MP principal neuron subtypes. By single-cell RNA sequencing (scRNA-seq) using E17.5 MP, we characterized the molecular profiles of principal neuron subtypes in the developing MP in control and *Foxg1* conditional knockout (cKO) mice. We identified subtype-specific and subtype-shared FOXG1-driven gene networks. In support of the pleiotropic function of FOXG1, using chromatin immunoprecipitation–quantitative polymerase chain reaction (ChIP-qPCR) and luciferase assays combined with in utero electroporation (IUE) methods, we demonstrated the transcriptional repression of FOXG1 on *Zbtb20*, *Prox1*, and *Epha4* to prohibit the identities of CA3-PyNs and DG-GCs and the activation of *Nr4a2* to promote SubC-PyN identity. Our study supports the notion that FOXG1 orchestrates the postmitotic specification of MP principal neuron subtypes via both subtype-specific and subtype-shared transcriptional programs.

## RESULTS

### Disrupted identities of MP principal neuron subtypes after postmitotic deletion of *Foxg1*

To explore the contribution of FOXG1 to MP development, we knocked out *Foxg1* by crossing *Foxg1^fl/fl^* mice with *Nex-Cre* mice in which CRE-mediated recombination occurs in postmitotic neurons from E11.5 onward (*Nex-Cre*; *Foxg1^fl/fl^* cKO, hereafter designated as “*Foxg1* cKO”). Supporting efficient deletion, immunostaining of anti-FOXG1 at E14.5 and postnatal day 0 (P0) showed that FOXG1 was highly expressed in the MP postmitotic neurons of control mice (*Foxg1^fl/fl^*, hereafter designated as “control mice”) but was undetectable in postmitotic MP neurons of the *Foxg1* cKO mice (Fig. 1A). Immunoblotting of *Foxg1* cKO P0 MP extracts revealed a substantially reduced FOXG1 level, confirming efficient disruption in the MP (Fig. 1B).

**Fig. 1.**
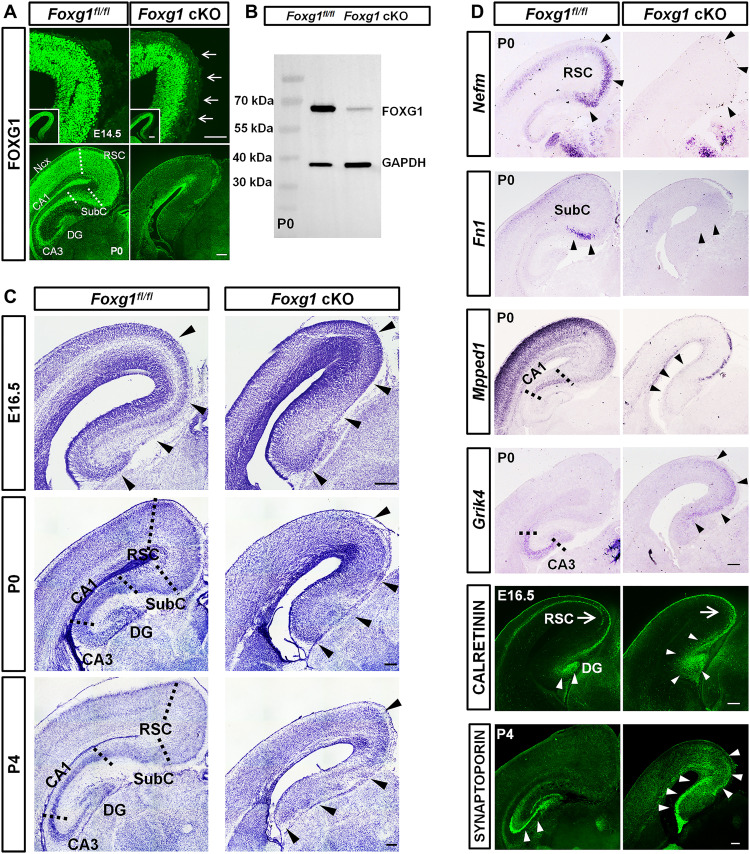
Postmitotic deletion of *Foxg1* disrupts MP morphogenesis and subtype identity. (**A**) Immunostaining of anti-FOXG1 at E14.5 and P0 showing that FOXG1 was efficiently disrupted in postmitotic neurons in the *Foxg1* cKO MP. (**B**) Western blotting of P0 MP extracts showing that FOXG1 was efficiently disrupted in *Foxg1* cKO mice. (**C**) Nissl staining of coronal sections of E16.5, P0, and P4 brains showing that the typical features of the RSC, SubC, CA1-CA3, and DG disappeared in *Foxg1* cKO mice. (**D**) In situ hybridization of *Nefm*, *Fn1*, *Epha4*, *Mpped1*, and *Grik4* at P0 and immunostaining against CALRETININ and SYNAPTOPORIN at E16.5 and P4, respectively, showing the loss of the RSC UL and SubC and the notable expansion of CA3 and the DG in *Foxg1* cKO mice. Nex, neocortex; RSC, retrospenial cortex; SubC, subiculum; Hipp, hippocampus; DG, dentate gyrus; GAPDH, glyceraldehyde-3-phosphate dehydrogenase. Scale bars, 200 μm (A, C, and D) and 50 μm (the magnification of A).

We conducted Nissl staining to examine MP morphogenesis at E16.5, a time point at which MP formation becomes evident: In the control MP, densely packed neurons appeared in the RSC and the incipient hippocampal CA regions, whereas no packed neurons were observed in the *Foxg1* cKO MP (Fig. 1C). At P0, neurons dispersed throughout the entire *Foxg1* cKO MP, and there were no obvious borders between the RSC and the SubC or between the SubC and the CA1 compared to the evident borders in the control MP (Fig. 1C and fig. S1). For P4 *Foxg1* cKO mice, the morphological abnormalities were more severe than at P0, and there was not a typical compact neuron layer in the CA1-CA3, a less dense neuron layer in the SubC, or a typical V-like packing of neurons in the DG, whereas each distinct region exhibited its expected characteristic features in the control MP (Fig. 1C). These results demonstrate that loss of *Foxg1* results in severe morphological abnormalities in the MP.

To assess the identities of neurons dispersed in the MP after postmitotic deletion of *Foxg1*, we next used in situ hybridization of P0 brain sections to examine the levels of a set of genes known to be specifically expressed in distinct subtypes of MP principal neurons. In the control MP, *Nefm* was intensely expressed in the RSC-PyNs (UL), and *Fibronectin 1* (*Fn1*) was strongly expressed in the SubC-PyNs; no *Nefm* or *Fn1* was detected in the *Foxg1* cKO MP (Fig. 1D). We then assessed *Mpped1*, a commonly used marker gene for CA1-PyNs (*12*). A signal for *Mpped1* was detected in the control CA1 region, whereas no *Mpped1*^+^ CA1-PyNs were detected in the *Foxg1* cKO mice (Fig. 1D). CA3-PyNs of control mice had a clear *Grik4* signal, whereas the *Grik4* signal was obviously dorsally expanded toward the CA1, SubC, and RSC in the *Foxg1* cKO mice (Fig. 1D). We also conducted immunostaining against CALRETNIN, a calcium-binding protein that marks immature DG-GCs (*13*), and found that in control mice, CALRETNIN^+^ neurons were limited to the primary DG at E16.5, whereas these were spread extensively throughout the *Foxg1* cKO MP (Fig. 1D). Together, these altered expression patterns of marker genes suggest dysregulation of the identities of principal neuron subtypes in the *Foxg1* cKO MP.

The observed impairment of neuron identities resulting from cKO of *Foxg1* would be expected to manifest in projection phenotypes. Immunostaining against CALRETNIN also displayed a complete loss of corticofugal tracts projected from the RSC-PyNs in the *Foxg1* cKO mice (Fig. 1D). Consistent with the expansion of the DG-GCs, anti-SYNAPTOPORIN staining at P4 revealed that the *Foxg1* cKO mice had thicker mossy fibers than the controls, and these fibers aberrantly invaded the SubC and RSC regions (Fig. 1D). These findings collectively demonstrate that FOXG1 controls the specification of principal neuron subtypes of the MP.

### *Foxg1* KO dysregulates genes involved in regionalization, cell fate commitment, and neuronal differentiation

To explore how FOXG1 influences the transcriptome to specify neuron subtypes, we conducted scRNA-seq of 27,198 cells sampled from the control and *Foxg1* cKO MPs at E17.5, a time point at which the majority of MP principal neurons have already been born and undergone postmitotic specification (*14*). 

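The medial pallium (MP), the part of the embryonic telencephalon that gives rise to the retrosplenial cortex, the subicular complex and the hippocampus, was dissociated at E17.5 and profiled by droplet scRNA-seq. In *Foxg1* cKO mice, Cre is expressed from the *Nex* (*Neurod6*) locus, so that *Foxg1* is deleted in postmitotic pyramidal and granule neurons, while control mice carry the floxed alleles without Cre. Each genotype was represented by 1 library, and the paper's text does not state how many embryos each library held. The control library held 14274 barcodes with 60516656 unique molecular identifiers (UMIs), and the *Foxg1* cKO library held 13759 barcodes with 68135105 UMIs. The shallowest barcode had 1814 UMIs in the control and 2769 UMIs in *Foxg1* cKO mice, so that cells between these counts were present in the control library only. They made up 4423 (32.3%) of the control cells kept here, with 77.1% of the erythrocyte-like cells, 63.7% of the interneuron-like cells and 9.46% of the RSC-PyN (UL)–like cells.
The authors counted UMIs per gene and barcode with Cell Ranger on the mouse genome build mm10 and deposited these raw counts. From the counts, cells with 750 to 5000 genes and under 10% mitochondrial UMIs were kept, as in the paper's methods. The libraries were log-normalized, integrated and clustered in Seurat with 2000 variable genes, 30 components and a resolution of 0.8. Counts were then summed over the cells of a class in each library and given as CPM, the count of a gene scaled to the summed UMIs, and log2 ratios of *Foxg1* cKO over control were taken after adding 1 CPM. The 7 classes of principal neurons together held 8178 control cells with 33191280 UMIs and 9205 *Foxg1* cKO cells with 41294907 UMIs. With 1 library per genotype no difference could be tested against the variation between animals. All 95% intervals are exact Poisson or Clopper-Pearson intervals and cover counting error only.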

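*Foxg1* itself (ENSMUSG00000020950, chromosome 12 from 49382660 to 49386861 on the plus strand of mm10) stood at 327 CPM in the control and 206 CPM in *Foxg1* cKO mice in the summed principal neurons (1.58-fold lower, 95% interval 1.54 to 1.63-fold). By class, its log2 ratio was -1.41 in RSC-PyNs (UL), -0.60 in CA1-PyNs, -0.59 in CA3-PyNs and 0.22 in DG-GCs. In 4 classes outside the Nex-Cre lineage, namely interneurons, neural stem cells, endothelial cells and microglia, it was -0.26. After thinning every cell to 1500 UMIs, a *Foxg1* UMI was found in 34% (95% interval 33.2 to 34.8%) of control cells and 24.4% (23.6 to 25.1%) of *Foxg1* cKO cells, against 20.7% and 6.88% of endothelial-like and microglia-like cells of the control and the *Foxg1* cKO library. The paper's text does not say which part of *Foxg1* the floxed allele removes, and the droplet assay reads the 3′ end of transcripts, so that these counts may include transcripts of the recombined allele.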

We detected an average of 4053 unique molecular identifiers and 1873 genes (median = 1580) per cell. 

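Over all cells, *Foxg1* cKO cells held more UMIs than control cells, while RSC-PyNs (UL), the SubC-PyN–like cluster and CA3-PyNs held more in the control, with medians of 4394, 5401 and 4959 UMIs against 3644, 4385 and 4676. After the filter on genes and mitochondrial UMIs, 13710 control cells and 13529 *Foxg1* cKO cells remained, 27239 in all. Control cells had a mean of 4096 UMIs (median 3424) and 1768 genes (median 1629), and *Foxg1* cKO cells had a mean of 4819 UMIs (median 4164) and 2027 genes (median 1896). Over both libraries the mean was 4455 UMIs and 1897 genes (median 1785) per cell. Before the filter, 509 control and 179 *Foxg1* cKO barcodes had fewer than 750 genes, and 44 and 51 had more than 5000. The median share of mitochondrial UMIs was 2.914% in the control and 3.455% in *Foxg1* cKO mice.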

Uniform manifold approximation and projection (UMAP) was then performed in these cells using Seurat v4.04 (*15*), which resulted in 14 distinct clusters (Fig. 2A), which were annotated as known cell types based on previously reported marker genes (Fig. 2B). 

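Principal neurons, progenitors, interneurons and vascular, blood and immune cells were separated by genes known to mark them. In control cells, RSC-PyNs (UL) were led by the chromatin regulator *Satb2* and the neurofilament genes *Nefl* and *Nefm*, and CA1-PyNs by *Cck*, *Hcn1*, *Bcl11b* and *Lmo7*. CA3-PyNs were led by *Grp*, *S100a10* and *Crym*, and DG-GCs by the granule cell determinant *Prox1* with *Gal* and *Calb2*. Middle-layer RSC-PyNs were led by *Pdzrn3*, *Pou3f2* and *Meis2* and deep-layer RSC-PyNs by *Tac2*, *Ulk4* and *Unc5d*. Cajal-Retzius (CR) cells were led by *Ndnf* and *Reln*, intermediate progenitors by *Eomes* and *Neurog2*, and interneurons by *Dlx1*, *Dlx2* and *Sst*. The integrated clustering gave 20 clusters, of which 3 stayed unnamed, since they had too few of the markers fixed for any type. These were led by *Olig2* and *Olig1* with cell cycle genes, by *Calb2*, and by the choroid plexus gene *Ttr* with *Rspo1*. The cluster that took the name SubC-PyNs, number 4, was led in control cells by *Nts*, *Rprml*, *Nrgn* and *Nr4a2*, with 6 SubC-PyN markers among its top 10 genes. Among its *Foxg1* cKO cells, led by *Fam19a1*, *Nap1l5* and *Fibin*, none of those markers was in the top 10, and it is therefore called cluster 4 wherever the genotypes are compared.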

We performed Wilcoxon rank sum tests within each cluster pair to identify the top 50 genes with enriched expression in MP principal neuron subtypes (adjusted *P* value < 0.05, |log_2_ fold change (log_2_FC)| > 0.25), and the control MP subtypes all exhibited unique gene profiles that were different from each other (Fig. 2C and table S1). It should be mentioned that although each MP subtype exhibited its own unique gene profile reflected by its top 50 enriched genes, some genes with enriched expression in one subtype were coexpressed in two or more other subtypes; for example, genes with enriched expression in RSC-PyNs (UL), CA1-PyNs, and CA3-PyNs were coexpressed in Subc-PyNs. CA1-PyNs and CA3-PyNs also shared some gene expression properties (Fig. 2C and table S1).

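In control cells, the top 50 genes of each subtype in Table S1 stood highest in that subtype, and the subicular cells of cluster 4 held several of the other sets at high levels. The set of RSC-PyNs (UL) had a median of 288.3 CPM in RSC-PyNs (UL), 147.8 CPM in cluster 4, 155.3 CPM in CA1-PyNs, 75.7 CPM in CA3-PyNs and 72.05 CPM in DG-GCs. For the CA1-PyN set, the median was 269.1 CPM in CA1-PyNs, 259.6 CPM in CA3-PyNs, 251.9 CPM in cluster 4 and 122.8 CPM in DG-GCs. The CA3-PyN set stood at 400.5 CPM in CA3-PyNs, 290.6 CPM in cluster 4, 219.2 CPM in DG-GCs, 210 CPM in CA1-PyNs and 140 CPM in RSC-PyNs (UL). The SubC-PyN set had 172.9 CPM in cluster 4 against at most 47.14 CPM in the other 4 subtypes, and the DG-GC set had 191.1 CPM in DG-GCs against at most 70.9 CPM elsewhere. The paper chose these sets on the same control library, so that their levels are not independent evidence of enrichment.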

**Fig. 2.**
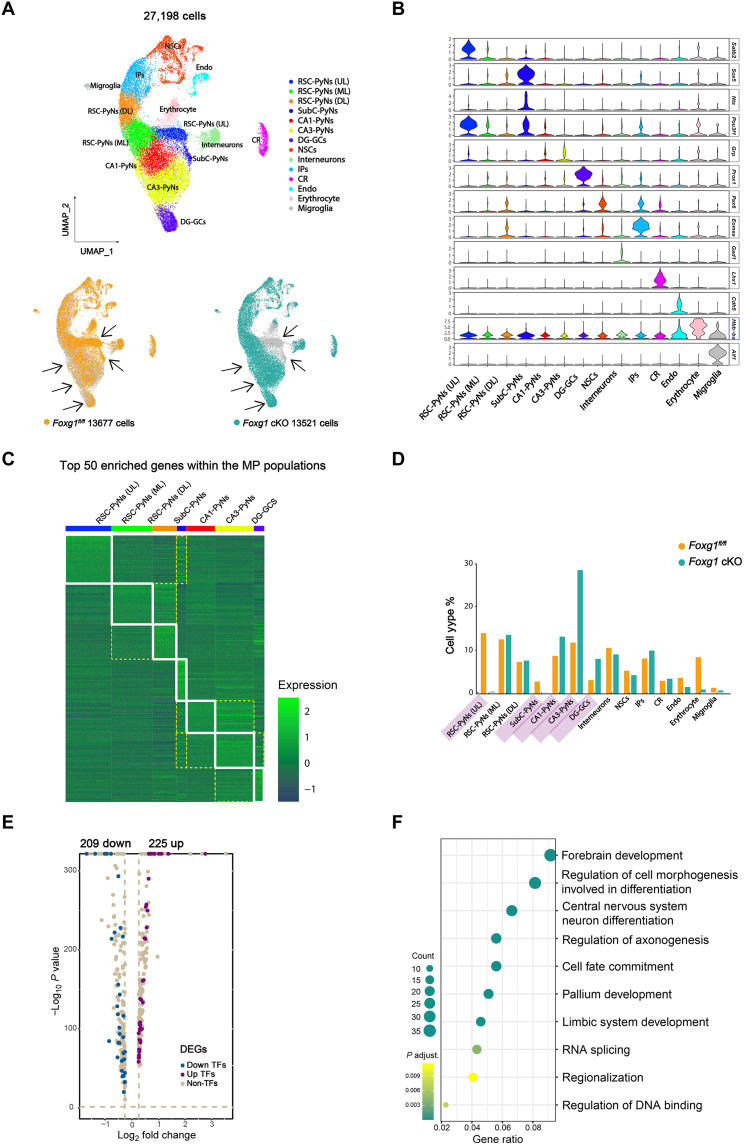
Postmitotic deletion of *Foxg1* dysregulated genes involved in regionalization, cell fate commitment, and neuronal differentiation. (**A**) UMAP plot showing 27,198 cells from the MP of *Foxg1*-deficient and control mice at E17.5, colored by cluster annotation. Cell type annotation is overlaid to identify the major cell type represented by each cluster (14 total clusters). UMAP plots of cells from the left color coded to identify each cell by genotype. Arrows indicate populations of RSC-PyNs (UL), SubC-PyNs, CA1-PyNs, CA3-PyNs, and DG-GCs. (**B**) Identification of cell subtypes based on known marker genes. (**C**) Heatmap depicting the expression of the top 50 enriched genes in each MP principal neuron cluster. Each column represents a cell, and each row represents a gene. Genes are grouped on the basis of specific cluster expression, and cells are ordered on the basis of clustering. The expression is normalized by gene. For all significantly enriched genes per cell type, see table S1. (**D**) Bar plots showing the percentages of subtype neurons among the total analyzed cells between the two genotypes. (**E**) Volcano plots showing MP-DEGs between *Foxg1* cKO and control mice. (**F**) Bubble chart showing GO terms enriched for MP-DEGs between *Foxg1* cKO and control mice. PyNs, pyramidal neurons; GC, granule neurons; UL, upper layer; ML, middle layer; DL, deep layer; NSCs, neural stem cells; IPs, intermediate progenitor cells; CR, Cajal-Retzius; Endo, endothelial cells.

We next compared the proportions of MP principal neuron subtypes between *Foxg1* cKO and control mice. As expected, the proportion of RSC-PyNs (UL) among total MP cells was sharply decreased in *Foxg1* cKO mice (~0.1% versus ~13.8% in control mice); there was also an obvious reduction in *Foxg1* cKO SubC-PyNs (~0.03% compared ~2.8% in controls) (Fig. 2, A and D). In contrast, the *Foxg1* cKO MPs showed significantly increased proportions of CA3-PyNs (28.3% versus 11.7% in controls) and DG-GCs (8% versus 3.15% in controls) (Fig. 2, A and D). 

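Cells with the upper-layer marker *Satb2* were fewer in the *Foxg1* cKO library, and UMIs of the subicular marker *Nts* were nearly absent from it. After thinning to 1500 UMIs per cell, *Satb2*, which specifies callosal projection neurons, was detected in 10% (95% interval 9.54 to 10.6%) of control cells and 0.673% (0.542 to 0.825%) of *Foxg1* cKO cells. *Nts*, which encodes the neuropeptide neurotensin, was detected in 6.12% (95% interval 5.72 to 6.53%) of control cells and 0.0148% (0.00179 to 0.0534%) of *Foxg1* cKO cells. *Sox5* was detected in 7.65% (95% interval 7.21 to 8.11%) of control cells and 3.16% (2.87 to 3.46%) of *Foxg1* cKO cells. *Nr4a2*, a nuclear receptor required for subicular neurons, was detected in 2.98% (95% interval 2.7 to 3.28%) of control cells and 2.87% (2.59 to 3.16%) of *Foxg1* cKO cells. In endothelial-like and microglia-like cells, which should lack these genes (median 2522 UMIs in the control and 5242 in *Foxg1* cKO mice), the shares were 5.9% and 0% for *Satb2*, 8.49% and 0% for *Nts*, 6.27% and 0.625% for *Sox5* and 4.06% and 0.625% for *Nr4a2*, so that the *Nts* share of all control cells lay below the background of free RNA. The *Sox5* and *Nr4a2* shares lay within the 95% interval of theirs (4.38 to 8.66% and 2.56 to 6.08%). Before thinning, 19.7% of control cells and 1.97% of *Foxg1* cKO cells had a *Satb2* UMI and 11.2% of control cells and 0.0961% of *Foxg1* cKO cells an *Nts* UMI. For *Nr4a2* the order turned before thinning, with a UMI in 6.47% of control cells and 8.11% of *Foxg1* cKO cells.
When cells were clustered without the genes of Table S2, the cluster named RSC-PyNs (UL) from its control cells held 12.8% (12.3 to 13.4%) of control cells and 11.1% (10.6 to 11.7%) of *Foxg1* cKO cells. Its control cells had 5 markers of the subtype among their top 10 genes, and its *Foxg1* cKO cells, led by *Itpr1*, *Ebf3*, *Cemip* and *Lin7a*, had 1, with 1 of another class. The genes of Table S2 differ between the genotypes and include markers of this subtype, such as *Satb2* and *Mef2c*. Leaving them out can draw the genotypes together by construction, so that these near-equal shares do not show that such neurons were kept. With all variable genes, RSC-PyNs (UL) made up 8.71% (8.24 to 9.19%) of control cells and 0.466% (0.358 to 0.595%) of *Foxg1* cKO cells. The cluster led by subicular markers in control cells held 4.89% (4.54 to 5.27%) of control cells and 5.99% (5.6 to 6.41%) of *Foxg1* cKO cells without the genes of Table S2, and its *Foxg1* cKO cells, led by *Hs3st4*, *C1ql3* and *Kitl*, had none of those markers in the top 10. With all variable genes, cluster 4 held 4.24% (3.91 to 4.59%) of control cells and 11.3% (10.7 to 11.8%) of *Foxg1* cKO cells, with *Nts* at 1053.7 CPM in the control and 0.278 CPM in *Foxg1* cKO mice. The share of the cells so named was instead lower in *Foxg1* cKO mice when these took the class of the nearest control cells, with a difference of -3.36 percentage points (95% interval -3.74 to -2.99). It was also lower without integration, with a difference of -2.78 percentage points (95% interval -3.07 to -2.51), and without a filter, with -0.705 percentage points (95% interval -1.12 to -0.292). At resolution 1.2 the difference of -0.165 percentage points (95% interval -0.614 to 0.285) lay within counting error.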

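Cells with *Prox1*, the determinant of granule cell identity, and with *Calb2*, which encodes calretinin, were more frequent in the *Foxg1* cKO library, and the CA3 marker *Crym* was found in like shares over unequal backgrounds. After thinning, *Prox1* was detected in 4.95% (95% interval 4.6 to 5.33%) of control cells and 13.7% (13.2 to 14.3%) of *Foxg1* cKO cells. *Calb2* was detected in 7.53% (95% interval 7.1 to 7.99%) of control cells and 17.4% (16.8 to 18%) of *Foxg1* cKO cells. *Crym* was detected in 20.3% (95% interval 19.7 to 21%) of control cells and 20.2% (19.5 to 20.9%) of *Foxg1* cKO cells. The shares in endothelial-like and microglia-like cells of the control and the *Foxg1* cKO library were 4.43% and 6.25% for *Prox1*, 6.83% and 5% for *Calb2* and 16.4% and 6.88% for *Crym*, so that *Prox1* and *Calb2* in all control cells were close to background, and the shares of *Crym* do not give the frequency of *Crym* cells. Without thinning, the order of *Crym* turned, with 33.2% of control cells and 37.3% of *Foxg1* cKO cells. In the clustering without the genes of Table S2, DG-GCs made up 2.71% (2.44 to 2.99%) of control cells and 5.86% (5.47 to 6.27%) of *Foxg1* cKO cells. CA3-PyNs then made up 15.8% (15.2 to 16.5%) of control cells and 20.6% (19.9 to 21.3%) of *Foxg1* cKO cells. With all variable genes, DG-GCs made up 2.79% (2.52 to 3.08%) of control cells and 7.47% (7.04 to 7.93%) of *Foxg1* cKO cells. CA3-PyNs then made up 9.87% (9.37 to 10.4%) of control cells and 15.2% (14.6 to 15.8%) of *Foxg1* cKO cells. When only cells with at least 2769 UMIs, the lowest count of the *Foxg1* cKO library, were counted, CA3-PyNs made up 13.4% (12.7 to 14.1%) of control cells and 15.2% (14.6 to 15.8%) of *Foxg1* cKO cells. DG-GCs then made up 3.45% (3.08 to 3.84%) of control cells and 7.47% (7.04 to 7.93%) of *Foxg1* cKO cells.

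**Figure D1:**
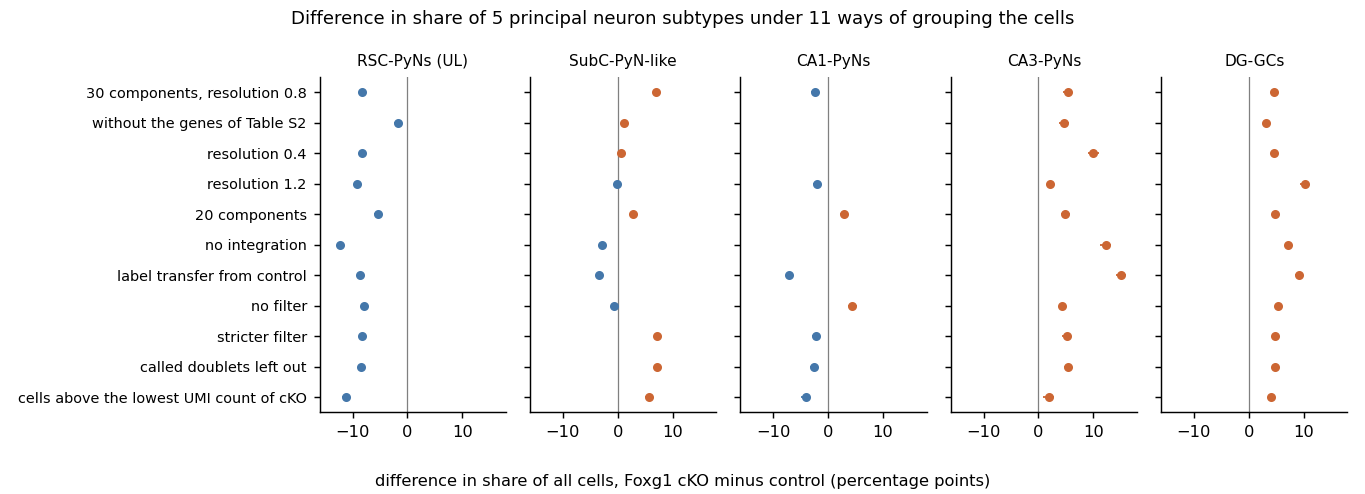
Difference in the share of all cells, *Foxg1* cKO minus control, in percentage points (x axis), for 5 principal neuron subtypes (panels) under 11 ways of grouping or choosing the cells (y axis). Points are differences of shares between the libraries and lines their 95% counting intervals, and an empty place means that the grouping gave no such class. Classes are named from control cells, and among *Foxg1* cKO cells the SubC-PyN–like cluster of the clustering with all variable genes and of that without the genes of Table S2, RSC-PyNs (UL) with 20 components, a DG-GC cluster at resolution 1.2 and CA1-PyNs without a filter had more markers of other classes than their own. CA3-PyNs lie above 0 in every grouping shown, as do the clusters named DG-GCs, those named RSC-PyNs (UL) lie below 0, and SubC-PyN–like and CA1-PyN–like cells lie on both sides of 0.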

Unexpectedly, although we did not detect *Mpped1* signal in the *Foxg1* cKO CA1 by in situ hybridization (Fig. 1D), the proportion of *Foxg1* cKO CA1-PyNs was increased to ~13.1% among total MP cells, a 1.5-fold increase over the control ~8.68% (Fig. 2D). 

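Levels of the CA1 markers *Cck*, *Mpped1* and *Pou3f1* were lower in *Foxg1* cKO CA1-PyNs, the level of *Zbtb20* was higher, and the level of *Nrp2* was lower. *Cck*, which encodes cholecystokinin (chromosome 9 from 121489824 to 121495694 on the minus strand), stood at 349 CPM in the control and 8.7 CPM in *Foxg1* cKO mice (40.1-fold lower, 95% interval 29.8 to 55.1-fold). *Pou3f1*, a POU-domain transcription factor (chromosome 4 from 124656807 to 124660655 on the plus strand), stood at 278 CPM in the control and 3.87 CPM in *Foxg1* cKO mice (71.8-fold lower, 95% interval 46.4 to 118-fold). *Mpped1* (chromosome 15 from 83779467 to 83858494 on the plus strand) was at 160 CPM in the control and 24 CPM in *Foxg1* cKO mice (6.68-fold lower, 95% interval 5.53 to 8.12-fold). *Zbtb20*, a zinc finger repressor that specifies hippocampal fate (chromosome 16 from 42875881 to 43642602 on the plus strand), stood at 755 CPM in the control and 1404.9 CPM in *Foxg1* cKO mice (1.86-fold higher, 95% interval 1.79 to 1.93-fold). *Nrp2*, a semaphorin receptor (chromosome 1 from 62703285 to 62818695 on the plus strand), stood at 189 CPM in the control and 124 CPM in *Foxg1* cKO mice in CA1-PyNs (1.52-fold lower, 95% interval 1.38 to 1.68-fold), with a log2 ratio of -1.18 in CA3-PyNs and 1.25 in RSC-PyNs (UL).
Over all cells thinned to 1500 UMIs, *Cck* was detected in 11.4% (95% interval 10.9 to 12%) of control cells and 1.12% (0.946 to 1.31%) of *Foxg1* cKO cells. *Pou3f1* was detected in 20.1% (95% interval 19.4 to 20.7%) of control cells and 2.52% (2.26 to 2.8%) of *Foxg1* cKO cells. *Mpped1* was detected in 19.5% (95% interval 18.9 to 20.2%) of control cells and 8.49% (8.02 to 8.97%) of *Foxg1* cKO cells. *Zbtb20* was detected in 50.2% (95% interval 49.4 to 51%) of control cells and 69.5% (68.8 to 70.3%) of *Foxg1* cKO cells. *Nrp2* was detected in 13.7% (95% interval 13.1 to 14.3%) of control cells and 13% (12.5 to 13.6%) of *Foxg1* cKO cells. The background shares in endothelial-like and microglia-like cells were 8.49% and 1.25% for *Cck*, 10.7% and 1.88% for *Pou3f1*, 13.5% and 3.75% for *Mpped1*, 38.7% and 35% for *Zbtb20* and 12.5% and 9.38% for *Nrp2*. In *Foxg1* cKO CA1-PyNs the shares were 1.1% for *Cck*, 0.675% for *Pou3f1* and 3.63% for *Mpped1*, all at or below this background. Both *Nrp2* shares lay within the 95% interval of their background, and without thinning the order turned, with 26.9% of control cells and 32.3% of *Foxg1* cKO cells. Whether endothelial-like and microglia-like cells express *Nrp2* or *Zbtb20* themselves was not tested, so that their shares of these 2 genes may exceed the free RNA. CA1-PyNs made up 11.2% (10.6 to 11.7%) of control cells and 8.77% (8.3 to 9.26%) of *Foxg1* cKO cells, and no CA1-PyN–like class formed when the genes of Table S2 were left out of the clustering. The order turned with 20 components, where CA1-PyNs made up 7.38% (6.95 to 7.83%) of control cells and 10.2% (9.71 to 10.7%) of *Foxg1* cKO cells. It also turned without a filter on cells, where the class held 12.8% (12.2 to 13.3%) of control cells and 17.2% (16.6 to 17.8%) of *Foxg1* cKO cells, but there its *Foxg1* cKO cells had 2 markers of other classes and 1 of CA1-PyNs among their top 10 genes.

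**Figure D2:**
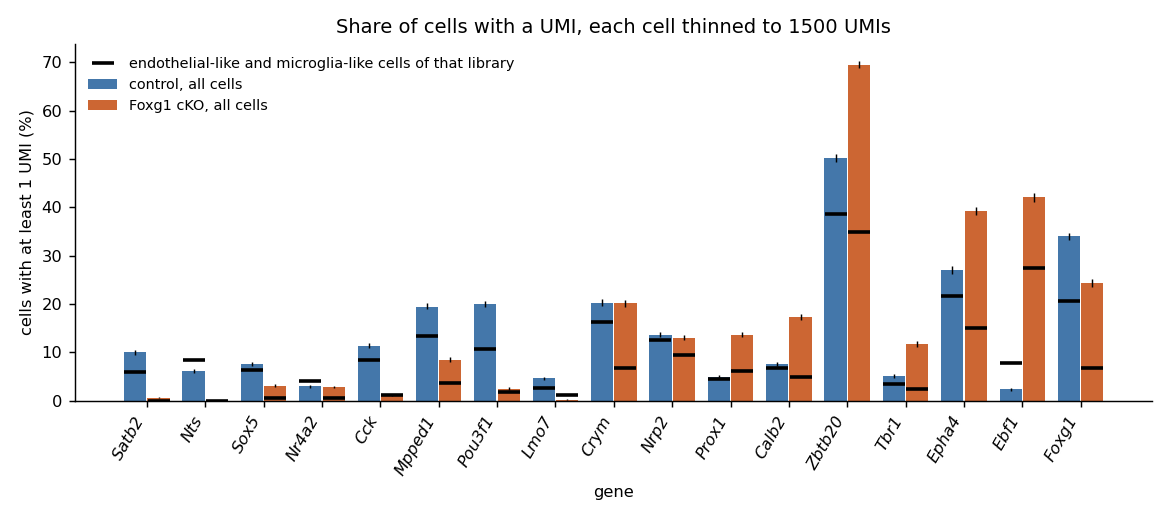
Share of cells with at least 1 UMI of each of 17 genes after thinning to 1500 UMIs (y axis, percent) in all control cells (blue) and all *Foxg1* cKO cells (orange). Error bars are 95% Clopper-Pearson intervals and black ticks mark the share in endothelial-like and microglia-like cells of the same library. *Cck* stands at 11.4% and 1.12%, the latter at its black tick, and *Zbtb20* stands at 50.2% and 69.5%.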

We then carefully analyzed the scRNA-seq data and found that the expression of typical markers for CA1-PyNs (e.g., *Mpped1*, *Pou3f1*, and *Cck*) was not detectable (Fig. 1D and fig. S2), coincident with the in situ hybridization analysis of P0 brain sections, but there was an obvious up-regulation of the expression of marker genes (e.g., *Zbtb20* and *Nrp2*) coexpressed with CA3-PyNs, a subtype known to share similar morphology, functions, and electrical properties with CA1-PyNs (fig. S2). Thus, the increased proportion of *Foxg1* cKO CA1-PyNs as indicated by the scRNA-seq data appears to be a consequence of the up-regulation of marker genes coexpressed between CA1-PyNs and CA3-PyNs. 

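Among cells other than principal neurons, neural stem cells held similar shares of the libraries. Erythrocytes, endothelial cells, microglia and interneurons held lower shares of the *Foxg1* cKO library and intermediate progenitors a higher one. Neural stem cells made up 7.66% (7.22 to 8.12%) of control cells and 7.98% (7.52 to 8.44%) of *Foxg1* cKO cells, a difference of 0.317 percentage points (95% interval -0.326 to 0.96). Interneurons made up 5.34% (4.97 to 5.73%) of control cells and 4.3% (3.97 to 4.66%) of *Foxg1* cKO cells. Microglia made up 0.97% (0.813 to 1.15%) of control cells and 0.414% (0.313 to 0.537%) of *Foxg1* cKO cells. Endothelial cells made up 2.98% (2.7 to 3.28%) of control cells and 0.769% (0.629 to 0.931%) of *Foxg1* cKO cells, and erythrocytes 8.03% (7.58 to 8.5%) of control cells and 0.695% (0.562 to 0.85%) of *Foxg1* cKO cells. Intermediate progenitors, the daughters of neural stem cells marked by *Eomes*, made up 6.1% (5.7 to 6.51%) of control cells and 8.16% (7.7 to 8.63%) of *Foxg1* cKO cells. CR cells made up 2.95% (2.67 to 3.24%) of control cells and 3.47% (3.16 to 3.79%) of *Foxg1* cKO cells and mural cells 0.832% (0.686 to 0.998%) of control cells and 0.798% (0.655 to 0.963%) of *Foxg1* cKO cells. Control erythrocytes, endothelial cells and interneurons were shallow, with medians of 2162, 2349 and 2414 UMIs. Among cells with at least 2769 UMIs, interneurons made up 2.86% (2.53 to 3.22%) of control cells and 4.3% (3.97 to 4.66%) of *Foxg1* cKO cells, the opposite order, neural stem cells 9.77% (9.17 to 10.4%) of control cells and 7.98% (7.52 to 8.44%) of *Foxg1* cKO cells and CR cells 3.63% (3.26 to 4.03%) of control cells and 3.47% (3.16 to 3.79%) of *Foxg1* cKO cells. Erythrocytes then made up 2.71% (2.39 to 3.06%) of control cells and 0.695% (0.562 to 0.85%) of *Foxg1* cKO cells. Endothelial cells then made up 1.6% (1.36 to 1.88%) of control cells and 0.769% (0.629 to 0.931%) of *Foxg1* cKO cells. Microglia then made up 0.937% (0.751 to 1.15%) of control cells and 0.414% (0.313 to 0.537%) of *Foxg1* cKO cells. The size of the erythrocyte class depended on the grouping. It held 4.01% of control and 1.53% of *Foxg1* cKO cells without a filter, and 6% and 0.894% without the genes of Table S2. Without integration it held 9.58% and 0.606%. The 8 classes that are not principal neurons, erythrocytes included, together held 34.9% of control and 26.6% of *Foxg1* cKO cells.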

The proportions of other cell subtypes in which *Foxg1* was not deleted, including interneurons, progenitors/neural stem cells, and microglial cells, did not differ between the two genotypes (Fig. 2, A and D). 

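Middle-layer RSC-PyNs made up 14.2% (13.6 to 14.8%) of control cells and 16.7% (16 to 17.3%) of *Foxg1* cKO cells, a difference of 2.5 percentage points (95% interval 1.63 to 3.36). For deep-layer RSC-PyNs the shares were 8.71% (8.24 to 9.19%) of control cells and 8.18% (7.72 to 8.65%) of *Foxg1* cKO cells, a difference of -0.534 percentage points (95% interval -1.2 to 0.132). When the genes of Table S2 were left out of the clustering, the middle-layer class held 20% (19.3 to 20.7%) of control cells and 20.9% (20.3 to 21.6%) of *Foxg1* cKO cells and the deep-layer class 6.89% (6.47 to 7.32%) of control cells and 7.55% (7.11 to 8.01%) of *Foxg1* cKO cells. Both classes are shallow, with a median of 2838 UMIs in control middle-layer cells and 2680 in control deep-layer cells, and 45.9% and 55.8% of these cells lay under the lowest UMI count of the *Foxg1* cKO library. With control cells below that count left out, the middle-layer share was 11.3% (10.7 to 12%) of control cells and 16.7% (16 to 17.3%) of *Foxg1* cKO cells and the deep-layer share 5.69% (5.22 to 6.18%) of control cells and 8.18% (7.72 to 8.65%) of *Foxg1* cKO cells. The order of the middle-layer shares turned when *Foxg1* cKO cells took the class of the nearest control cells, with 14.2% (13.6 to 14.8%) of control cells and 7.46% (7.02 to 7.91%) of *Foxg1* cKO cells, and without a filter on cells, with 14.1% (13.5 to 14.7%) of control cells and 8.55% (8.09 to 9.03%) of *Foxg1* cKO cells. With the class of the nearest control cells, the deep-layer share was 8.71% (8.24 to 9.19%) of control cells and 17.3% (16.7 to 18%) of *Foxg1* cKO cells. That is a difference of 8.64 percentage points (95% interval 7.84 to 9.44).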

No marked changes were detected in RSC-PyNs (middle layer) or RSC-PyNs (deep layer) (Fig. 2, A and D).

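The genes at the largest log2 ratios in principal neurons included neuropeptides, transcription factors and an X-linked RNA. Among genes with at least 20 CPM in 1 library and 1 direction in all 7 principal neuron classes, the 10 highest were the X-inactivation RNA *Xist* (9.92, and 9.28 outside the Nex-Cre lineage), the cortical hem factor *Olig3* (6.66), *Ebf1* (5.86), *Gm10260* (4.71), *Dach1* (4.16), *Rpl29* (4.11), *Cdh22* (3.99), *Fibin* (3.88), the noncoding RNA *Rmst* (3.56) and *Camk2d* (3.48). The 10 lowest were *Nts* (-6.98), *Tmsb15b1* (-5.41), *Pou3f1* (-5.29), *Lpl* (-4.60), *Cck* (-4.44), *Dync1i1* (-4.37), *Lmo7* (-4.23), *Satb2* (-4.04), *Ndrg1* (-3.96) and *Ldb2* (-3.77). *Olig3* (chromosome 10 from 19356533 to 19358604 on the plus strand) stood at 0.181 CPM in the control and 119 CPM in *Foxg1* cKO mice, and *Camk2d*, a calcium/calmodulin-dependent kinase (chromosome 3 from 126596302 to 126846326 on the plus strand), at 2.35 CPM in the control and 36.4 CPM in *Foxg1* cKO mice. *Lpl*, a lipoprotein lipase (chromosome 8 from 68880491 to 68907448 on the plus strand), stood at 36.2 CPM in the control and 0.533 CPM in *Foxg1* cKO mice, and *Ldb2*, a LIM domain cofactor (chromosome 5 from 44472132 to 44799680 on the minus strand), at 22.1 CPM in the control and 0.702 CPM in *Foxg1* cKO mice. *Rpl29*, *Gm10260* and *Tmsb15b1* have near-identical copies in the genome that may share reads, and their ratios are uncertain. These 3 genes had like ratios outside the Nex-Cre lineage (4.20, 4.94 and -4.95), so that their differences were not particular to principal neurons.
Of the 434 genes of Table S2, 433 were matched by symbol. All 224 that the paper lists as up-regulated had higher and all 209 listed as down-regulated had lower summed levels in *Foxg1* cKO principal neurons, with medians of 0.93 and -0.83. Of the former, 219 were above 0.3 and 103 above 1, and of the latter, 202 were below -0.3 and 79 below -1. In all 7 principal neuron classes, 191 listed as up-regulated were higher and 172 listed as down-regulated were lower. The list was chosen on the same 2 libraries, so that these counts are not independent evidence of direction. In cells that Nex-Cre does not recombine, their medians were 0.39 and -0.38 in 2324 control cells with 9619801 UMIs and 1821 *Foxg1* cKO cells with 9985523 UMIs.

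**Figure D3:**
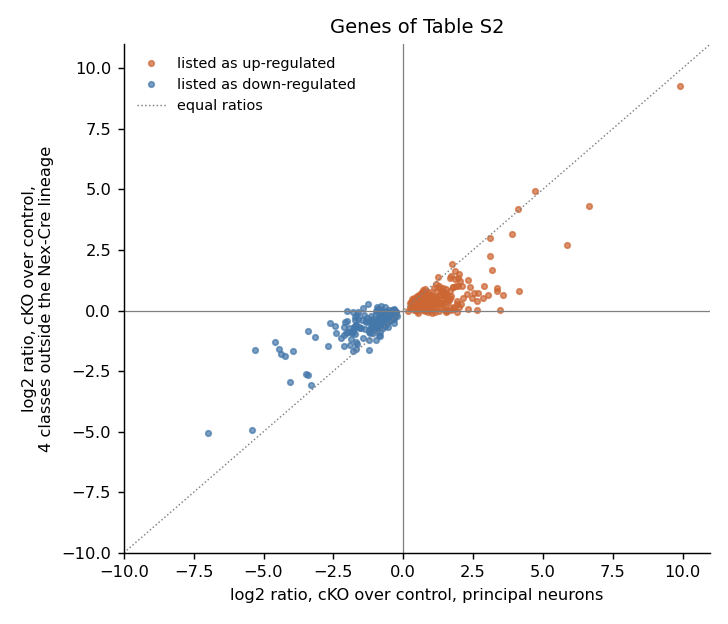
Log2 ratios of *Foxg1* cKO over control for the genes of Table S2 in summed principal neurons (x axis) and in summed interneurons, neural stem cells, endothelial cells and microglia (y axis), colored by the direction listed in Table S2. Most points lie between the horizontal line at 0 and the dotted line of equal ratios, with medians outside the lineage of 0.39 and -0.38, and *Xist*, at 9.92 on the x axis, is the point farthest to the upper right.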

We next performed a differential gene expression analysis among MP principal neurons between the two genotypes and identified a total of 434 differentially expressed genes (DEGs), with 225 up-regulated and 209 down-regulated genes after *Foxg1* deletion (Fig. 2E and table S2). Gene ontology (GO) analysis of the DEGs supported roles for FOXG1 associated with the terms “forebrain development,” “neuron morphogenesis and differentiation,” “cell fate commitment,” “regionalization,” “axonogenesis,” and “DNA binding and RNA splicing” (Fig. 2F). Collectively, these findings demonstrate that conditional *Foxg1* KO affects the expression of a gene network that is involved in postmitotic neuron differentiation during MP development.

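Upper-layer, cytoskeletal and cholesterol genes stood lower and hippocampal and protocadherin genes stood higher in *Foxg1* cKO principal neurons, while CR and hem genes differed by member. Several members of these lists are genes of Table S2, chosen on the same libraries, so that the percentiles are not independent evidence of direction. Summed levels also reflect the class mix, with 1194 control and 63 *Foxg1* cKO RSC-PyNs (UL) and 382 and 1011 DG-GCs. With the mean over classes, which weights each class alike, 21 list medians stayed within the spread of random lists and 2 moved. Of 11 measured upper-layer callosal genes, 10 were below -0.3 on the log2 scale and 1 above 0.3 (median -0.92, percentile 0 among 10000 random lists matched on expression). Of 10 deep-layer corticofugal genes, 6 were below -0.3 and 2, *Tbr1* and *Foxp2*, above 0.3 (median -0.49, percentile 0). This median was -0.24 with the mean over classes and -0.32 without cluster 4. Among 14 hippocampal transcription factors, which include *Prox1*, *Nfia*, *Nfib* and *Neurod1*, 10 were above 0.3 and 1 below -0.3 (median 0.47, percentile 100). *Nfia*, a nuclear factor I gene (chromosome 4 from 97772734 to 98118874 on the plus strand), stood at 450 CPM in the control and 1412.8 CPM in *Foxg1* cKO mice (3.14-fold higher, 95% interval 3.08 to 3.2-fold). Of 11 CR genes, the 5 with at least 5 CPM in 1 library were all above 0.3 (median 2.47, percentile 100), among them *Reln* (2.47), which encodes the extracellular guide reelin, and *Ebf3* (3.85), which reached that level in *Foxg1* cKO mice only. The other 6, *Trp73*, *Lhx1*, *Lhx5*, *Ebf2*, *Cacna2d2* and *Ndnf*, lay between -0.38 and 0.18, and the median of all 11 was 0.18. Of 6 cortical hem genes, 4 were above 0.3 and 2 below -0.3 (median 1.50, percentile 100, and -0.02 when all 13 members were taken without a minimum level), with *Id4* at 3.35, *Dmrta2* at 1.59, *Wnt7b* at -1.96 and *Rspo3* at -1.51.
Genes of neuronal contact and guidance differed by family. Of 8 delta protocadherins, homophilic adhesion molecules, 7 were above 0.3 (median 1.32, percentile 100), with *Pcdh7* at 1.77, *Pcdh18* at 1.47 and *Pcdh19* at 1.40. The 14 Eph receptors and ephrins had 2 above 0.3, 7 below -0.3 and 5 between (median -0.34, percentile 0), with *Efnb1* at -1.25 and *Epha5* at -0.98. The 10 teneurins, latrophilins and FLRTs had 3 above 0.3, 5 below -0.3 and 2 between (median -0.60, percentile 0), with *Adgrl3* at 1.10. For the 20 semaphorins, plexins and neuropilins the tally was 5 above 0.3, 5 below -0.3 and 10 between (median 0.13, percentile 93.7), with *Nrp1* at -0.71 and *Plxnd1* at 1.44. The 5 IgLON adhesion genes went both ways (median 0.29, percentile 98), with *Opcml* at -3.49 and *Negr1* at 1.16.
Of 18 neuronal cytoskeleton genes, 10 were below -0.3 and 2 above 0.3 (median -0.33, percentile 0), with *Nefl* at -2.13 and *Tubb3*, a neuronal tubulin, at -0.59. Of 15 cholesterol synthesis genes, 10 were below -0.3 and none above 0.3 (median -0.47, percentile 0), with *Hmgcr*, the rate-limiting enzyme, at -0.63 and *Idi1* at -0.69. Radial glia genes had a median of -0.25, percentile 0.32, with *Pax6* at 1.60 and *Vim* at -0.79, and all 10 cell cycle genes lay between -0.3 and 0.3 (median 0.08, percentile 59.8). Ionotropic glutamate receptors had 4 above 0.3, 3 below -0.3 and 4 between (median 0.05, percentile 56.5), with *Grin2a* at -2.66 and *Grik2* at 1.14. In cells outside the Nex-Cre lineage, the list medians were 1.36 for CR genes, 0.53 for delta protocadherins, 0.36 for hem genes, 0.12 for hippocampal factors, -0.22 for upper-layer genes, -0.27 for deep-layer genes, -0.01 for Eph receptors and ephrins, -0.16 for teneurins, latrophilins and FLRTs, -0.21 for cytoskeleton genes and -0.28 for cholesterol synthesis genes. From the differentially expressed genes and their GO terms, the paper concludes that conditional deletion of *Foxg1* affects a gene network of postmitotic neuron differentiation during MP development.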

### Identification of candidate FOXG1 targets genes in the developing MP

We next aimed to investigate the influence of FOXG1 on gene regulatory networks to specify MP neuron subtypes. We assessed the 434 DEGs by joint analysis with publicly available ChIP sequencing (ChIP-seq) data for FOXG1 from wild-type embryonic dorsal cortices [Gene Expression Omnibus (GEO) database, GSE96070] (*16*), which identified a total of 345 candidate FOXG1 target genes (Fig. 3A and table S3). Because the acquisition of a neuron subtype identity is presaged by its combinatorial activity of transcription programs, these 345 candidate FOXG1 target genes were then overlaid with a total of 250 genes that were the top 50 enriched genes from each MP subtype (a total of five subtypes) added together. Among 345 candidate FOXG1 targets, 117 overlapped genes were identified as subtype-enriched genes in the MP, and the other 228 represented genes were expressed at relatively low levels in the MP subtypes (Fig. 3B). 

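The top 50 genes of the 5 subtypes in Table S1 comprised 212 distinct genes, since some genes stand in more than 1 list. Of these, 98 were among the 345 candidate targets of Table S3. Among them, 78 stood in the list of 1 subtype and 20 in the lists of 2 or more, while 247 candidate targets were in none. Of the 345 candidates, 204 appeared anywhere in Table S1. By direction, the 32 candidates among the RSC-PyN (UL) genes had 27 below -0.3 and 3 above 0.3 in RSC-PyNs (UL), with a median log2 ratio of -2.05. The 23 candidates among the DG-GC genes had 21 above 0.3 in the summed principal neurons (median 1.29) and 8 above 0.3 in DG-GCs themselves (median 0.23). The ChIP-seq data behind Table S3 were not analysed here.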

Next, candidate FOXG1 targets were classified into three categories for further analysis: (i) 53 genes with enriched expression specific to a distinct subtype to which we used the term “subtype-specific genes” to refer, (ii) 64 genes with enriched expression in a distinct subtype but coexpressed in two or more subtypes to which we used the term “subtype-coexpressed genes,” and (iii) 228 genes expressed at lower levels relative to enriched genes in one or more subtypes to which we used the term “subtype-nonenriched genes” to refer (Fig. 3B).

**Fig. 3.**
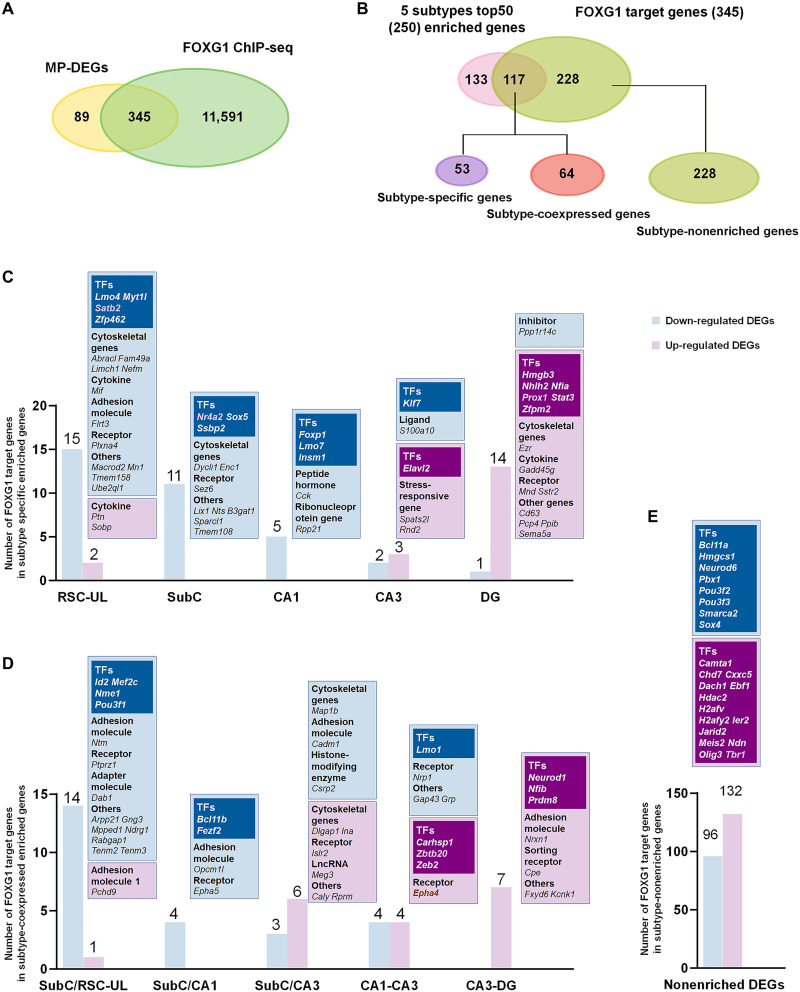
Identification of FOXG1-driven transcriptomic networks. (**A**) Pie plot showing overlapping genes between DEGs among MP principal neurons (MP-DEGs) and FOXG1 ChIP-seq. (**B**) Pie plot showing overlapping genes between 250 enriched genes in the MP neuron subtype and candidate FOXG1 target genes, which sorted into three categories: 53 subtype-specific genes, 64 subtype-coexpressed genes, and 228 subtype-nonenriched genes. (**C**) Identification of FOXG1-driven subtype-specific genes. (**D**) Identification of FOXG1-driven subtype-coexpressed genes. (**E**) Identification of FOXG1-driven subtype-nonenriched genes.

### Characterization of subtype-specific FOXG1-driven transcriptional networks

To investigate FOXG1-driven networks defining each distinct subtype, we first analyzed 53 subtype-specific candidate FOXG1 target genes. For *Foxg1* cKO RSC-PyNs (UL), we identified 15 severely down-regulated genes (Fig. 3C and fig. S3A). 

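*Satb2* (ENSMUSG00000038331, chromosome 1 from 56793981 to 56978650 on the minus strand) had the lowest log2 ratio of the transcription factors *Satb2*, *Zfp462*, *Lmo4* and *Myt1l* in RSC-PyNs (UL). In RSC-PyNs (UL), *Satb2* was at 329 CPM in the control and 39 CPM in *Foxg1* cKO mice (8.44-fold lower, 95% interval 4.58 to 17.6-fold). The zinc finger gene *Zfp462* (chromosome 4 from 54945048 to 55083563 on the plus strand) was at 240 CPM in the control and 58.6 CPM in *Foxg1* cKO mice (4.09-fold lower, 95% interval 2.47 to 7.33-fold). *Lmo4*, a LIM-only cofactor (chromosome 3 from 144188530 to 144205220 on the minus strand), was at 756 CPM in the control and 312 CPM in *Foxg1* cKO mice (2.42-fold lower, 95% interval 1.94 to 3.06-fold). *Myt1l*, a neuronal zinc finger factor (chromosome 12 from 29528384 to 29923213 on the plus strand), was at 429 CPM in the control and 133 CPM in *Foxg1* cKO mice (3.23-fold lower, 95% interval 2.31 to 4.68-fold). These values rest on 1194 control cells with 5590439 UMIs and 63 *Foxg1* cKO cells with 256109 UMIs. In the 4 classes outside the Nex-Cre lineage, the log2 ratios were -2.95 for *Satb2*, -0.61 for *Zfp462*, -0.55 for *Lmo4* and -0.36 for *Myt1l*.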

Among four TFs (*Satb2*, *Myt1l*, *Lmo4*, and *Zfp462*), *Satb2* is known to be required for RSC-PyN identity (*8*). *Myt1l* was reported to drive fibroblast-to-neuron conversion and to control the switch of neuronal proliferation/differentiation (*17*), indicating its involvement in MP neuron specification. Previous studies have shown that *Lmo4* regulates synaptic plasticity in the adult hippocampus (*18*) and that *Zfp462* is related to anxiety-like behaviors (*19*), suggesting its possible roles in subtype specification and functional maintenance in the MP. 

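Cytoskeletal, adhesion and receptor genes of RSC-PyNs (UL) also stood lower in *Foxg1* cKO mice. All 7 of *Abracl*, *Fam49a*, *Limch1*, *Nefm*, *Mif*, *Flrt3* and *Plxna4* were below -0.3 on the log2 scale in this subtype. *Plxna4*, a semaphorin coreceptor (chromosome 6 from 32144268 to 32588192 on the minus strand), was 6-fold lower (95% interval 3.03 to 13.9-fold), at 187 CPM in the control and 31.2 CPM in *Foxg1* cKO mice. *Nefm*, the medium neurofilament chain (chromosome 14 from 68082590 to 68124846 on the minus strand), was at 174 CPM in the control and 70.3 CPM in *Foxg1* cKO mice (2.47-fold lower, 95% interval 1.56 to 4.19-fold). *Flrt3*, a leucine-rich repeat adhesion molecule (chromosome 2 from 140650914 to 140671469 on the minus strand), was at 183 CPM in the control and 35.1 CPM in *Foxg1* cKO mice (5.22-fold lower, 95% interval 2.74 to 11.4-fold). For the others the log2 ratios were -3.79 (*Limch1*), -1.11 (*Abracl*), -1.64 (*Fam49a*) and -0.83 (*Mif*). *Plxna4* stood at 0.38 in cluster 4. Among cells outside the Nex-Cre lineage, *Plxna4* was at -0.90, *Nefm* at -1.67, *Flrt3* at -0.60, *Abracl* at 0.14 and *Mif* at 0.03.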

A set of genes—including cytoskeletal genes (e.g., *Abracl*, *Fam49a*, *Limch*, and *Nefm*), cytokines (e.g., *Mif*, linked to autism spectrum disorders and epilepsy), cell adhesion molecules (e.g., *Flrt3*), and receptors (e.g., *Plxna4*), which are involved in axon, dendritic development and synaptogenesis (*20*, *21*)—were also identified to be down-regulated after *Foxg1* deletion (Fig. 3C and fig. S3A). These genes may represent potential FOXG1 target genes that shape RSC-PyNs (UL).

We found that 11 SubC-PyN–specific candidate FOXG1 target genes were down-regulated after *Foxg1* deletion (Fig. 3C and fig. S3B). 

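In cluster 4, which holds the SubC-PyN–like cells, the transcription factors *Sox5*, *Ssbp2* and *Nr4a2* all stood lower in *Foxg1* cKO mice. *Sox5*, an SRY-box factor of corticofugal neurons (chromosome 6 from 143828425 to 144781977 on the minus strand), was at 280 CPM in the control and 5.97 CPM in *Foxg1* cKO mice (46.9-fold lower, 95% interval 34.5 to 65.2-fold). *Ssbp2* (chromosome 13 from 91460283 to 91703429 on the plus strand) was at 454 CPM in the control and 72.3 CPM in *Foxg1* cKO mice (6.29-fold lower, 95% interval 5.68 to 6.96-fold). *Nr4a2* (chromosome 2 from 57106830 to 57124003 on the minus strand) was at 148 CPM in the control and 28.2 CPM in *Foxg1* cKO mice (5.25-fold lower, 95% interval 4.45 to 6.22-fold). Outside cluster 4 the order of *Nr4a2* differed, with log2 ratios of 0.65 in RSC-PyNs (UL), 1.23 in RSC-PyNs (middle layer) and 0.73 in CA3-PyNs. Over all principal neurons *Nr4a2* stood at -0.33, and at 0.42 when cluster 4 was left out, an alternative chosen after seeing the data. The cluster held 581 control cells and 1525 *Foxg1* cKO cells, and its *Foxg1* cKO cells lacked subicular markers among their leading genes, so that a ratio in it also reflects which cells were grouped there. In cells outside the Nex-Cre lineage, the ratios were -0.96 for *Sox5*, -0.08 for *Ssbp2* and 0.03 for *Nr4a2*.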

Among three TFs (*Nr4a2*, *Sox5*, and *Ssbp2)*, *Nr4a2* was reported to be required for the specification of SubC-PyNs (*8*). *Sox5* was previously demonstrated to regulate the developmental trajectory of cortical corticofugal neurons (*22*). *Ssbp2* is shown to be associated with adult neurogenesis; SSBP2 interacts specifically with Chip/LIM domain-binding proteins (LDBs) and stabilizes LDBs by preventing their proteasomal degradation, which controls cell fate decisions (*23*). These data suggest that down-regulation of nuclear receptor subfamily 4, group A, member 2(NR4A2), SRY (sex determining region Y)-box 5 (SOX5), and single-stranded DNA binding protein 2 (SSBP2) may contribute to an aberrant transcriptional regulatory network, leading to the loss of SubC-PyN identity in *Foxg1* cKO MPs. 

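The same cluster 4 had lower levels of *Enc1*, *Dync1i1*, *Nts* and *Sez6* in *Foxg1* cKO mice. *Nts* (ENSMUSG00000019890, chromosome 10 from 102481756 to 102490486 on the minus strand) stood at 137 CPM in the control and 0.0969 CPM in *Foxg1* cKO mice over all principal neurons. Its log2 ratio there was the lowest among genes with at least 20 CPM in 1 library and 1 direction in all 7 principal neuron classes. *Dync1i1*, a chain of the dynein motor (chromosome 6 from 5725639 to 6028039 on the plus strand), was at 239 CPM in the control and 2.08 CPM in *Foxg1* cKO mice in cluster 4 (115-fold lower, 95% interval 69.1 to 206-fold). *Enc1*, an actin-binding protein (chromosome 13 from 97241105 to 97253034 on the plus strand), was at 338 CPM in the control and 180 CPM in *Foxg1* cKO mice (1.88-fold lower, 95% interval 1.73 to 2.04-fold). *Sez6* (chromosome 11 from 77930800 to 77979048 on the plus strand), a transmembrane protein of dendrites, was at 232 CPM in the control and 59.9 CPM in *Foxg1* cKO mice (3.88-fold lower, 95% interval 3.44 to 4.38-fold). Outside the Nex-Cre lineage their log2 ratios were -5.04 for *Nts*, -1.80 for *Dync1i1*, -0.32 for *Enc1* and -0.81 for *Sez6*.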

Similar to RSC-PyNs (UL), in *Foxg1* cKO SubC-PyNs, we identified down-regulated cytoskeletal genes (e.g., *Enc1* and *Dync1i1*), ligands (e.g., *Nts*), and receptors (e.g., *Sez6*) (Fig. 3C and fig. S3B) related to neuron morphogenesis (*24*–*27*), and these genes may also be essential for the morphogenesis of SubC-PyNs.

The down-regulated CA1-PyN–specific candidate FOXG1 that targets TFs after *Foxg1* deletion included *Lmo7*, *Insm1*, and *Foxp1* (Fig. 3C and fig. S4A). 

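*Lmo7* and *Foxp1* stood lower and *Insm1* stood higher in *Foxg1* cKO CA1-PyNs. *Lmo7*, a LIM domain protein (chromosome 14 from 101729957 to 101934710 on the plus strand), was at 84.8 CPM in the control and 1.74 CPM in *Foxg1* cKO mice (48.8-fold lower, 95% interval 25.5 to 107-fold). *Foxp1*, a forkhead factor (chromosome 6 from 98925338 to 99522721 on the minus strand), was at 116 CPM in the control and 57.6 CPM in *Foxg1* cKO mice (2.01-fold lower, 95% interval 1.75 to 2.31-fold). *Insm1*, a zinc finger factor of neuronal differentiation (chromosome 2 from 146221921 to 146225020 on the plus strand), was at 213 CPM in the control and 303 CPM in *Foxg1* cKO mice (1.42-fold higher, 95% interval 1.32 to 1.53-fold). Over all principal neurons, the log2 ratio of *Insm1* was 0.94 and that of *Foxp1* -1.07. In interneurons, neural stem cells, endothelial cells and microglia together, *Lmo7* stood at -1.87, *Foxp1* at -0.47 and *Insm1* at 0.75. In this class, 1531 control cells were compared with 1186 *Foxg1* cKO cells.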

*Lmo7* was reported to be required for proper myoblast differentiation by temporally regulating myogenic differentiation genes (*28*), and *Foxp1* was shown to be required for neuronal differentiation in the neocortex and the hippocampus (*29*). Mutations in *Foxp1* are causative for neurodevelopment disorders such as autism spectrum disorders (*30*). *Insm1* was reported to be involved in the postmitotic differentiation of sensory cells (*31*). We also noticed that the peptide hormone cholecystokinin, which regulates neuronal excitability (*32*), was substantially down-regulated in *Foxg1* cKO CA1-PyNs (Fig. 3C). These dysregulated target genes may underlie the progressive establishment of CA1-PyN characteristics.

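Lower *Cck* was not restricted to CA1-PyNs. Its log2 ratio was -3.46 in RSC-PyNs (UL), -3.56 in cluster 4, -5.17 in CA1-PyNs, -4.32 in CA3-PyNs and -2.63 in DG-GCs, and it was -1.60 outside the Nex-Cre lineage. Control CA1-PyNs held 349 CPM of *Cck*, control RSC-PyNs (UL) 182 CPM and control CA3-PyNs 171 CPM.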

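*Elavl2* (chromosome 4 from 91250763 to 91400785 on the minus strand), which encodes a neuronal RNA binding protein of the Hu family, was at 299 CPM in the control and 384 CPM in *Foxg1* cKO mice in CA3-PyNs (1.29-fold higher, 95% interval 1.22 to 1.35-fold). In the other subtypes its log2 ratio was 0.94 in RSC-PyNs (UL), 1.14 in cluster 4, 0.88 in CA1-PyNs and 0.61 in DG-GCs. RSC-PyNs (deep layer) had -0.15, and cells outside the Nex-Cre lineage had 0.27. CA3-PyNs comprised 1353 control and 2059 *Foxg1* cKO cells.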

In *Foxg1* cKO mice, we identified an up-regulated CA3-PyN–specific TF, *Elavl2* (Fig. 3C and fig. S4B), a candidate gene for schizophrenia, which functions as an RNA binding protein to regulate *Mmp-9* mRNA stabilization in hippocampal neurons for electrical activity (*33*). Another CA3-PyN–specific TF, *Klf7*, which was reported to be required for neuronal morphogenesis and axon guidance in several regions, including the hippocampus and neocortex (*34*), was down-regulated after *Foxg1* deletion (Fig. 3C and fig. S4B). Thus, *Elavl2* and *Klf7* may be involved in shaping CA3-PyN identity.

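*Klf7* (chromosome 1 from 64029447 to 64122282 on the minus strand), a Krüppel-like factor, stood at 346 CPM in the control and 159 CPM in *Foxg1* cKO mice in CA3-PyNs (2.18-fold lower, 95% interval 2.05 to 2.32-fold), with a log2 ratio of -0.86 over all principal neurons and -0.68 outside the Nex-Cre lineage.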

For DG-GC–specific TFs, *Prox1*, *Stat3*, *Zfpm2*, *Nhlh2*, *Hmgb3*, and *Nfia*, were found to be substantially up-regulated in the absence of *Foxg1* (Fig. 3C and fig. S4C). 

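All 6 of these transcription factors stood above 0.3 on the log2 scale in the summed principal neurons, but within DG-GCs 2 of them did, and the difference in *Prox1* was within its counting interval. *Prox1* (ENSMUSG00000010175, chromosome 1 from 190118035 to 190170714 on the minus strand) was at 610 CPM in the control and 593 CPM in *Foxg1* cKO mice in DG-GCs (1.03-fold lower, 95% interval 0.953 to 1.11-fold). Its log2 ratio was 2.97 in CA1-PyNs, 3.39 in CA3-PyNs, 4.56 in RSC-PyNs (middle layer) and 1.94 over all principal neurons. In DG-GCs, *Nhlh2*, a basic helix-loop-helix factor (chromosome 3 from 102010076 to 102015492 on the plus strand), was at 103 CPM in the control and 123 CPM in *Foxg1* cKO mice (1.19-fold higher, 95% interval 0.995 to 1.44-fold). *Stat3* was at 0.59, *Zfpm2* at -0.02, *Hmgb3* at 0.23 and *Nfia* at 1.15 in DG-GCs, against 2.00, 1.77, 0.82 and 1.65 over all principal neurons. Outside the Nex-Cre lineage, *Prox1* stood at -0.08, *Stat3* at 0.16, *Zfpm2* at 0.96, *Nhlh2* at 0.53 and *Nfia* at 0.42. DG-GCs comprised 382 control and 1011 *Foxg1* cKO cells.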

*Prox1* has been demonstrated to control DG-GC identity. Loss of *Prox1* deprives the signature of gene expression of DG-GCs (*5*). *Stat3* controls hippocampal neuronal maturation and terminal differentiation (*35*), and *Zfpm2* is involved in the specification of corticothalamic neurons during development (*36*). These dysregulated TFs may contribute to the increased DG-GCs in the *Foxg1* cKO MP. Dysregulated cytoskeletal genes (e.g., *Ezr*), cytokines (e.g., *Gadd45g*), ligands (e.g., *Sema5a*), and receptors (e.g., *Mmd*, *Sstr2*) were consistently identified in *Foxg1*-deficient DG-GCs (Fig. 3C and fig. S4C).

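*Ezr*, *Gadd45g*, *Sema5a*, *Mmd* and *Sstr2* stood above 0.3 over all principal neurons, and 1 of the 5 did so within DG-GCs. The somatostatin receptor gene *Sstr2* (chromosome 11 from 113619342 to 113626028 on the plus strand) was at 131 CPM in the control and 179 CPM in *Foxg1* cKO mice in DG-GCs (1.37-fold higher, 95% interval 1.17 to 1.61-fold). The log2 ratios in DG-GCs were 0.09 for *Ezr*, which links actin to the membrane, -0.20 for *Gadd45g*, 0.21 for the guidance cue *Sema5a* and -0.10 for *Mmd*. Over all principal neurons they were 0.78 for *Sstr2*, 0.86 for *Ezr*, 1.57 for *Gadd45g*, 1.66 for *Sema5a* and 1.33 for *Mmd*, and outside the Nex-Cre lineage 0.88, 0.46, -0.03, 0.82 and 0.31 in the same order.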

It is worth mentioning that we also identified a set of subtype-specific genes with largely unknown functions, such as SubC-PyN–specific *B3gat1* (a glucuronyltransferase gene) and *Lix1* (a limb expression gene), CA1-PyN–specific *Rpp21* (a ribonuclease gene), CA3-PyN–specific *Spats2l* (a stress-responsive gene), and DG-GC–specific *Mmd* (a receptor) (Fig. 3C and fig. S4B). 

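*B3gat1* and *Lix1* stood lower in the SubC-PyN–like cluster 4, while *Rpp21* and *Spats2l* differed little in their subtypes. *B3gat1* (chromosome 9 from 26733728 to 26763101 on the plus strand) was at 185 CPM in the control and 13.3 CPM in *Foxg1* cKO mice in cluster 4 (13.9-fold lower, 95% interval 11.2 to 17.4-fold). *Lix1* (chromosome 17 from 17402672 to 17459387 on the plus strand) was at 250 CPM in the control and 19.6 CPM in *Foxg1* cKO mice (12.7-fold lower, 95% interval 10.6 to 15.4-fold). *Rpp21* (chromosome 17 from 36255645 to 36258069 on the minus strand) was at 129 CPM in the control and 118 CPM in *Foxg1* cKO mice in CA1-PyNs, a log2 ratio of -0.13. *Spats2l* (chromosome 1 from 57774162 to 57948394 on the plus strand) had a log2 ratio of 0.19 in CA3-PyNs and 0.90 over all principal neurons.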

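*S100a10*, which encodes a small calcium-binding protein of the S100 family (ENSMUSG00000041959, chromosome 3 from 93555080 to 93564643 on the plus strand), was at 405 CPM in the control and 100 CPM in *Foxg1* cKO mice in CA3-PyNs (4.04-fold lower, 95% interval 3.76 to 4.33-fold). Its log2 ratio over all principal neurons was -1.70, and it was -1.60 in cells outside the Nex-Cre lineage.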

The CA3-PyN–specific gene *S100a10* (Fig. 3C and fig. S4B), a ligand involved in tumor progression (*37*), has been poorly studied in forebrain development. These subtype-specific genes may also contribute to the identities of distinct neuron subtypes. Collectively, we uncover subtype-specific FOXG1-driven transcriptional networks that define each distinct MP neuron subtype.

### Identification of cross-subtype FOXG1-driven candidate genes

A shared gene expression profile suggests that their activity is driven by the same factors and reflects their developmental and/or functional connections, and the expression levels of coexpressed genes across neuron subtypes need to be precisely controlled. To understand how gene-gene relationships shape MP neuron subtype identities, we next aimed to characterize FOXG1-driven subtype-coexpressed gene networks among 64 candidates. 

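*Id2* and *Pou3f1* stood lower in all 5 subtypes of *Foxg1* cKO mice, and *Mef2c* in 4, with CA3-PyNs as the exception. *Nme1* was below its control level in all 5, but in DG-GCs by less than the counting error (ratio 0.948, 95% interval 0.892 to 1.01). *Id2*, an inhibitor of basic helix-loop-helix factors (chromosome 12 from 25093799 to 25097140 on the minus strand), was 3.63-fold lower (95% interval 3.53 to 3.73-fold) over all principal neurons, at 607 CPM in the control and 167 CPM in *Foxg1* cKO mice. Its log2 ratio lay between -3.07 and -1.23 in the 5 subtypes. *Mef2c*, a MADS-box factor (chromosome 13 from 83504034 to 83667080 on the plus strand), was at 218 CPM in the control and 68.6 CPM in *Foxg1* cKO mice (3.17-fold lower, 95% interval 3.04 to 3.32-fold), with -2.39 in RSC-PyNs (UL), -1.10 in cluster 4 and 0.48 in CA3-PyNs. The nucleoside diphosphate kinase gene *Nme1* (chromosome 11 from 93956979 to 93968521 on the minus strand) ranged from -0.79 to -0.08, and *Pou3f1* from -6.74 to -3.56. In cells that Nex-Cre does not recombine, *Id2* stood at -0.91, *Mef2c* at -0.17, *Nme1* at -0.11 and *Pou3f1* at -1.63.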

The TFs *Id2*, *Mef2c*, *Nme1*, and *Pou3f1*, which were enriched in both RSC-PyNs (UL) and SubC-PyNs, were severely down-regulated in all five subtype neurons in *Foxg1* cKO MPs (Fig. 3D and fig. S5A). 

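*Bcl11b* and *Fezf2*, which specify subcerebral projection neurons, stood lower in cluster 4 and in CA1-PyNs of *Foxg1* cKO mice. *Bcl11b* (chromosome 12 from 107910403 to 108003602 on the minus strand) was at 477 CPM in the control and 196 CPM in *Foxg1* cKO mice in cluster 4 (2.43-fold lower, 95% interval 2.26 to 2.61-fold) and at 336 CPM in the control and 131 CPM in *Foxg1* cKO mice in CA1-PyNs (2.57-fold lower, 95% interval 2.35 to 2.81-fold). *Fezf2* (chromosome 14 from 12342094 to 12348189 on the minus strand) was at 374 CPM in the control and 92.3 CPM in *Foxg1* cKO mice in cluster 4 (4.05-fold lower, 95% interval 3.68 to 4.46-fold). Its log2 ratio in CA1-PyNs was -1.04. In RSC-PyNs (UL) both were higher, with 0.92 for *Bcl11b* and 0.53 for *Fezf2*, from 63 *Foxg1* cKO cells. In the 4 classes outside the Nex-Cre lineage, the log2 ratios were -0.50 and -0.13.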

*Bcl11b* and *Fezf2*, which were coexpressed in SubC-PyNs and CA1-PyNs, were down-regulated in both the two subtypes in *Foxg1* cKO MPs (Fig. 3D and fig. S5B). *Id2*, *Mef2c*, and *Nme1* have been shown to regulate synapse formation and neurite development (*38*–*40*). *Pou3f1* was reported to regulate transcription in differentiated neocortical neurons (*41*). *Bcl11b* and *Fezf2* are known to be the key determinants for cortical subcerebral projection neurons (*10*).

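*Ntm*, an IgLON adhesion molecule, stood lower in each of the 7 principal neuron classes, and *Cadm1*, a synaptic adhesion molecule, in cluster 4, CA3-PyNs and DG-GCs, while in RSC-PyNs (UL) and CA1-PyNs it was lower by less than the counting error. *Ntm* (chromosome 9 from 28994750 to 29963141 on the minus strand) was at 378 CPM in the control and 70.3 CPM in *Foxg1* cKO mice in RSC-PyNs (UL) (5.38-fold lower, 95% interval 3.39 to 9.09-fold). Its log2 ratio was -1.44 in cluster 4, -3.11 in CA1-PyNs, -2.28 in CA3-PyNs, -1.09 in DG-GCs, -2.20 in RSC-PyNs (middle layer) and -1.50 in RSC-PyNs (deep layer). *Cadm1* (chromosome 9 from 47530173 to 47857637 on the plus strand) was at -0.29 in RSC-PyNs (UL), -1.03 in cluster 4, -0.10 in CA1-PyNs, -0.96 in CA3-PyNs and -0.62 in DG-GCs. Among cells outside the Nex-Cre lineage, *Ntm* stood at -1.48 and *Cadm1* at -0.28.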

Cell adhesion genes, for instance, *Ntm* [coexpressed between RSC-PyNs (UL) and SubC-PyNs] was specifically down-regulated in these two subtypes in the absence of *Foxg1*, and *Cadm1* (enriched in both SubC-PyNs and CA3-PyNs) was down-regulated in all five subtype neurons after *Foxg1* deletion (Fig. 3D and fig. S5A). For cytoskeletal genes coexpressed between SubC-PyNs and CA3-PyNs, *Dlagap1*was up-regulated, whereas *Map1b* was down-regulated in all five subtype neurons in *Foxg1* cKO MPs (Fig. 3D and fig. S5C). 

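*Dlgap1*, which encodes a scaffold protein of the postsynaptic density (chromosome 17 from 69969073 to 70821413 on the plus strand), was at 59.1 CPM in the control and 95.5 CPM in *Foxg1* cKO mice over all principal neurons (1.62-fold higher, 95% interval 1.53 to 1.71-fold). Its log2 ratio was 2.19 in RSC-PyNs (UL), 0.05 in cluster 4, 0.66 in CA1-PyNs, 0.32 in CA3-PyNs and 0.84 in DG-GCs. *Map1b*, a microtubule-associated protein (chromosome 13 from 99421446 to 99516540 on the minus strand), was at 1533.9 CPM in the control and 1175.6 CPM in *Foxg1* cKO mice (1.3-fold lower, 95% interval 1.29 to 1.32-fold) and between -0.56 and -0.15 in the 5 subtypes. In interneurons, neural stem cells, endothelial cells and microglia together, *Dlgap1* stood at 0.28 and *Map1b* at -0.19.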

Receptors, *Ptprz1*, and *Tenm3*, which were coexpressed between RSC-PyNs (UL) and SubC-PyNs, were specifically down-regulated in these two subtypes after *Foxg1* deletion (Fig. 3D and fig. S5A). 

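*Tenm3*, a teneurin of homophilic target recognition, stood lower in each of the 7 principal neuron classes, and so did the receptor-type phosphatase *Ptprz1*. In RSC-PyNs (UL), *Tenm3* (chromosome 8 from 48227682 to 48843951 on the minus strand) was at 161 CPM in the control and 19.5 CPM in *Foxg1* cKO mice (8.25-fold lower, 95% interval 3.52 to 25.5-fold), and in cluster 4 its log2 ratio was -3.44. CA1-PyNs had -2.15, CA3-PyNs -1.57 and DG-GCs -0.78 for *Tenm3*. *Ptprz1* (chromosome 6 from 22875502 to 23052916 on the plus strand) was at -1.01 in RSC-PyNs (UL), -0.43 in cluster 4, -0.38 in CA1-PyNs, -0.06 in CA3-PyNs and -0.30 in DG-GCs. Outside the Nex-Cre lineage, the values were -0.53 for *Tenm3* and -0.54 for *Ptprz1*.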

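*Meg3*, a maternally expressed noncoding RNA of the imprinted *Dlk1* region (chromosome 12 from 109541001 to 109571726 on the plus strand), was at 440 CPM in the control and 493 CPM in *Foxg1* cKO mice over all principal neurons (1.12-fold higher, 95% interval 1.1 to 1.15-fold). It stood higher in RSC-PyNs (UL) (log2 ratio 0.73), CA1-PyNs (0.36), CA3-PyNs (0.25) and DG-GCs (0.64) of *Foxg1* cKO mice and lower in cluster 4 (-0.57). When *Foxg1* cKO cells were instead given the class of the control cells they resembled most, the SubC-PyN–like class had 0.13. In cells that Nex-Cre does not recombine, *Meg3* stood at -0.01.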

A long noncoding RNA *Meg3* that showed high expression in both SubC-PyNs and CA3-PyNs was also identified to be up-regulated in all five subtype neurons after *Foxg1* deletion (Fig. 3D and fig. S5C). These dysregulated FOXG1 target genes may contribute to the abnormal identities of RSC-PyNs (UL), SubC-PyNs, CA1-PyNs, and CA3-PyNs in the *Foxg1* cKO MP.

Among TFs enriched in CA1-PyNs and CA3-PyNs, *Carhsp1*, *Zeb2*, and *Zbtb20* were up-regulated in all five subtype neurons in the *Foxg1* cKO MPs (Fig. 3D). 

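*Zbtb20* and *Zeb2* stood higher in RSC-PyNs (UL), cluster 4 and CA1-PyNs of *Foxg1* cKO mice and differed little in the subtypes that express them most. In RSC-PyNs (UL), *Zbtb20* was at 136 CPM in the control and 660 CPM in *Foxg1* cKO mice (4.84-fold higher, 95% interval 4.07 to 5.73-fold), in CA3-PyNs at 1554.9 CPM in the control and 1746.5 CPM in *Foxg1* cKO mice and in DG-GCs at 2047.1 CPM in the control and 2043.0 CPM in *Foxg1* cKO mice. *Zeb2*, a zinc finger E-box factor (chromosome 2 from 44983632 to 45117395 on the minus strand), had log2 ratios of 1.22 in RSC-PyNs (UL), 0.94 in cluster 4, 0.28 in CA1-PyNs, 0.12 in CA3-PyNs and -0.03 in DG-GCs. *Carhsp1* (chromosome 16 from 8658580 to 8672155 on the minus strand) lay between 0.10 and 0.92 in the 5 subtypes, with 0.10 in CA3-PyNs. In the 4 classes outside the Nex-Cre lineage, *Zbtb20* stood at 0.12, *Zeb2* at 0.06 and *Carhsp1* at 0.04.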

*Zeb2* was previously reported to act upstream of Wnt signaling to control the formation of the hippocampus (*42*). However, the TF *Lmo1* was down-regulated in all five subtype neurons in *Foxg1* cKO MPs (Fig. 3D and fig. S6A). 

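*Lmo1*, a LIM-only cofactor (chromosome 7 from 109138572 to 109175207 on the minus strand), was at 481 CPM in the control and 168 CPM in *Foxg1* cKO mice in CA1-PyNs (2.86-fold lower, 95% interval 2.65 to 3.09-fold). The log2 ratio of *Lmo1* was -0.65 in cluster 4, -1.90 in CA3-PyNs and -1.01 in DG-GCs, but 0.73 in RSC-PyNs (UL), at 105 CPM in the control and 176 CPM in *Foxg1* cKO mice. Among cells outside the Nex-Cre lineage, *Lmo1* stood at -1.12.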

We also found that an ephrin receptor *Epha4*, previously shown to function in axon guidance and dendritic spine remodeling (*43*, *44*), was extensively up-regulated in all five subtype neurons in *Foxg1* cKO MPs (Fig. 3D). These data suggest that the expression levels of these subtype-coexpressed genes are precisely controlled by FOXG1 for the establishment of CA1-PyN and CA3-PyN identities.

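*Epha4* (chromosome 1 from 77367185 to 77515088 on the minus strand) stood higher in RSC-PyNs (UL), at 66.5 CPM in the control and 254 CPM in *Foxg1* cKO mice (3.81-fold higher, 95% interval 2.88 to 4.98-fold), in cluster 4 (log2 ratio 1.43) and in CA1-PyNs (0.87). In CA3-PyNs its ratio was -0.20 and in DG-GCs 0.20, with 0.23 outside the Nex-Cre lineage.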

Coexpressed genes in both CA3-PyNs and DG-GCs including TF *Neurod1*, *Nfib*, and *Prdm8*, and the receptor carboxypeptidase E (*45*), cell adhesion molecule *Nrxn1* (*46*), and potassium channel KCNK1 (*47*), which may contribute to the intrinsic excitability of DG-GCs, were up-regulated in all five subtype neurons after *Foxg1* deletion (Fig. 3D and fig. S6B). These up-regulated FOXG1 target genes may underline the severe expansion of the CA3-PyNs and DG-GCs in *Foxg1* cKO MPs.

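All 6 genes stood higher in each of the 5 subtypes of *Foxg1* cKO mice, *Prdm8* in RSC-PyNs (UL) by less than the counting error. *Neurod1*, a basic helix-loop-helix factor of granule neurons (chromosome 2 from 79452521 to 79456751 on the minus strand), was at 243 CPM in the control and 596 CPM in *Foxg1* cKO mice over all principal neurons (2.45-fold higher, 95% interval 2.39 to 2.52-fold). *Kcnk1*, a leak potassium channel (chromosome 8 from 125995170 to 126030685 on the plus strand), was 3.62-fold higher (95% interval 3.46 to 3.78-fold), and *Cpe*, which encodes carboxypeptidase E (chromosome 8 from 64592542 to 64693054 on the minus strand), was 3.31-fold higher (95% interval 3.2 to 3.42-fold). Their log2 ratios in the 5 subtypes lay between 0.39 and 2.27 for *Neurod1*, between 0.38 and 3.60 for *Kcnk1* and between 0.69 and 2.58 for *Cpe*. *Nfib* ranged from 0.28 to 1.51, *Prdm8* from 0.22 to 2.09 and *Nrxn1* from 0.27 to 1.25. In DG-GCs, 3 of the 6 were above 0.3. In interneurons, neural stem cells, endothelial cells and microglia together, *Neurod1* stood at 0.61, *Kcnk1* at 1.30, *Cpe* at 0.59, *Nfib* at 0.19, *Prdm8* at 0.48 and *Nrxn1* at 0.41.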

Similar to the identification of subtype-specific genes with largely unknown functions, we also identified a set of dysregulated subtype-coexpressed candidate FOXG1 target genes with their functions remain unexplored, for instance, *Mpped1* (a metallophosphodiesterase gene) enriched in both RSC-PyNs (UL) and SubC-PyNs, *Rprm* (a tumor-suppressor gene) and *Ina* (a cytoskeletal gene) enriched in both SubC-PyNs and CA3-PyNs, and the TF *Carhsp1* showed high expression levels in both CA1-PyNs and CA3-PyNs. These genes may also orchestrate neuron subtype specification in the developing MP. Collectively, we reveal FOXG1-driven subtype-coexpressed gene networks that orchestrate the specification of MP neuron subtypes.

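*Rprm* (chromosome 2 from 54084093 to 54085552 on the minus strand) stood higher and the neurofilament gene *Ina* (chromosome 19 from 47014698 to 47025327 on the plus strand) stood at similar levels in cluster 4 of *Foxg1* cKO mice. *Rprm* was at 559 CPM in the control and 1087.6 CPM in *Foxg1* cKO mice in cluster 4 (1.95-fold higher, 95% interval 1.85 to 2.05-fold) and at 464 CPM in the control and 845 CPM in *Foxg1* cKO mice in CA3-PyNs (1.82-fold higher, 95% interval 1.75 to 1.9-fold). For *Ina* the log2 ratio was 0.02 in cluster 4, 0.26 in CA3-PyNs and 0.31 over all principal neurons. *Mpped1* had log2 ratios of -2.98 in RSC-PyNs (UL), -3.49 in cluster 4, -1.92 in CA3-PyNs and -1.55 in DG-GCs, and -0.13 in RSC-PyNs (deep layer). Outside the Nex-Cre lineage, *Rprm* stood at 0.89, *Ina* at 0.09 and *Mpped1* at -0.04.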

### Characterization of subtype-nonenriched FOXG1-driven gene networks

We next analyzed 228 subtype-nonenriched candidate FOXG1 target genes. We found that 132 genes, including 14 TFs, were up-regulated, while 96 genes, including 8 TFs, were down-regulated in *Foxg1* cKO MPs (Fig. 3E and table S3). 

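Of the 247 candidate targets outside the top 50 lists, 142 stood higher and 105 stood lower in *Foxg1* cKO principal neurons. Table S2 lists 142 of them as up-regulated and 104 as down-regulated. Since Table S2 was made from the same libraries, the directions are not independent of it.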

Among up-regulated TFs, *Tbr1*, which is reported to regulate the fate of neocortical layer 6 projection neurons (*48*), was up-regulated in all five subtype neurons in the *Foxg1* cKO MP compared to limited expression in SubC-PyNs in the control MP (Fig. 3E and fig. S7A). 

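*Tbr1*, a T-box factor (ENSMUSG00000035033, chromosome 2 from 61802930 to 61814114 on the plus strand), stood above 0.3 on the log2 scale in each of the 5 subtypes of *Foxg1* cKO mice. It was at 21.2 CPM in the control and 102 CPM in *Foxg1* cKO mice in CA1-PyNs (4.79-fold higher, 95% interval 3.94 to 5.86-fold) and at 66.4 CPM in the control and 102 CPM in *Foxg1* cKO mice in cluster 4 (1.53-fold higher, 95% interval 1.32 to 1.79-fold). The log2 ratio was 1.77 in CA3-PyNs and 1.41 in DG-GCs, and 0.61 outside the Nex-Cre lineage.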

*Cxxc5*, *Ier2*, and *Jarid2* were remarkably up-regulated in all five subtype neurons of *Foxg1* cKO MPs (Fig. 3E and fig. S7A). 

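*Cxxc5*, *Ier2* and *Jarid2* stood higher in cluster 4, CA1-PyNs and CA3-PyNs of *Foxg1* cKO mice. *Jarid2* in DG-GCs and *Cxxc5* and *Ier2* in RSC-PyNs (UL) were higher by less than the counting error. *Cxxc5*, a CXXC zinc finger gene (chromosome 18 from 35829397 to 35861688 on the plus strand), was at 27.3 CPM in the control and 60.8 CPM in *Foxg1* cKO mice over all principal neurons (2.23-fold higher, 95% interval 2.06 to 2.41-fold). *Jarid2* (chromosome 13 from 44729474 to 44921643 on the plus strand), a subunit of the polycomb complex that methylates histone H3, was at 39.4 CPM in the control and 72.8 CPM in *Foxg1* cKO mice (1.85-fold higher, 95% interval 1.73 to 1.97-fold), and the immediate early gene *Ier2* (chromosome 8 from 84661331 to 84662852 on the minus strand) at 49.1 CPM in the control and 81.6 CPM in *Foxg1* cKO mice (1.66-fold higher, 95% interval 1.56 to 1.76-fold). In the 5 subtypes, the log2 ratio lay between 0.54 and 1.21 for *Cxxc5*, between 0.42 and 0.91 for *Ier2* and between 0.14 and 1.21 for *Jarid2*, with 0.14 in DG-GCs. In cells that Nex-Cre does not recombine, *Cxxc5* stood at 0.33, *Ier2* at 0.54 and *Jarid2* at 0.20. Of 32 genes that the text gives 1 direction in all 5 subtypes, 24 had that direction in all 5, and 14 were past 0.3 in that direction in all 5.

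**Figure D4:**
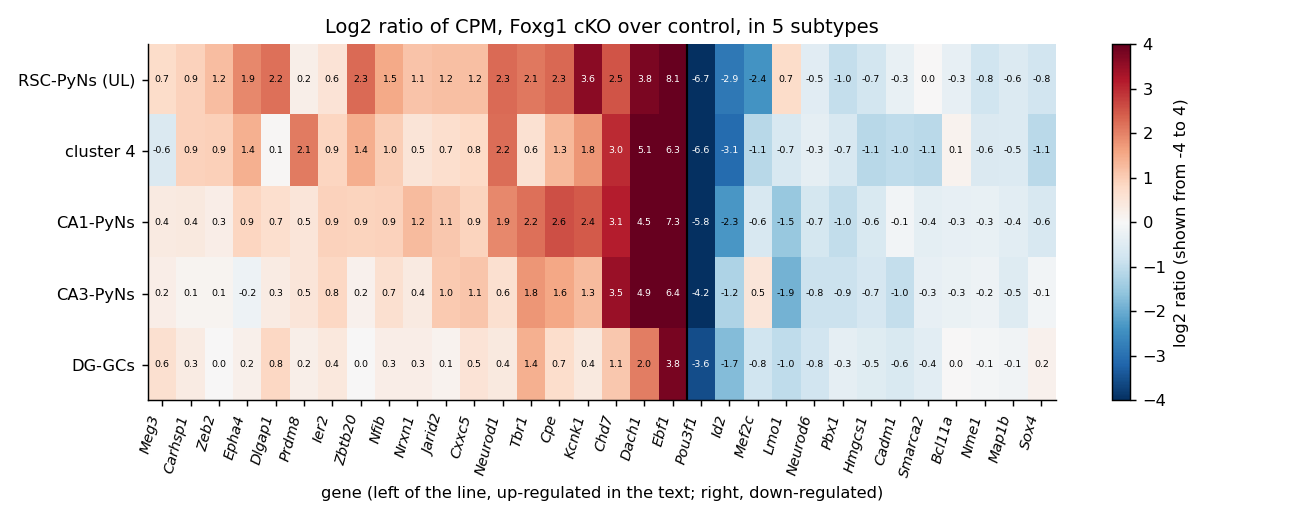
Log2 ratios of *Foxg1* cKO over control (color scale and printed values) for the 32 genes that the text describes in all 5 subtypes (columns), in RSC-PyNs (UL), cluster 4, CA1-PyNs, CA3-PyNs and DG-GCs (rows). *Ebf1*, *Dach1* and *Kcnk1* are red and *Pou3f1* and *Id2* are blue in every row, while *Lmo1* is red in RSC-PyNs (UL) (0.73) and *Mef2c* in CA3-PyNs (0.48).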

CXXC5 is reported to be involved in hippocampal development by acting as an inhibitor of Wnt signaling (*49*). Jumonji, AT rich interactive domain 2 (JARID2) is a regulator of histone methyltransferase complexes that inhibit transcriptional activity to allow the progression of embryonic cardiomyocyte differentiation (*50*). 

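*Neurod6*, *Pbx1* and *Hmgcs1* were below -0.3 on the log2 scale in each of the 5 subtypes of *Foxg1* cKO mice, *Smarca2* in 4, *Sox4* in 3 and *Bcl11a* in 2. *Neurod6*, the gene whose locus carries Cre (chromosome 6 from 55677822 to 55681263 on the minus strand), was at 943 CPM in the control and 510 CPM in *Foxg1* cKO mice over all principal neurons (1.85-fold lower, 95% interval 1.82 to 1.88-fold). Only *Foxg1* cKO mice carry Cre at this locus, so that an effect of the Cre allele on *Neurod6* cannot be told apart from one of *Foxg1* loss. *Pbx1*, a TALE homeodomain factor (chromosome 1 from 168119364 to 168432270 on the minus strand), was at 171 CPM in the control and 96.4 CPM in *Foxg1* cKO mice (1.77-fold lower, 95% interval 1.7 to 1.85-fold). *Hmgcs1*, an enzyme of cholesterol synthesis (chromosome 13 from 119690379 to 119708260 on the plus strand), was at 176 CPM in the control and 104 CPM in *Foxg1* cKO mice (1.69-fold lower, 95% interval 1.62 to 1.76-fold), and *Smarca2* at -0.53 on the log2 scale, with -0.03 in RSC-PyNs (UL). *Bcl11a* (-0.49 over all principal neurons) stood at 0.13 in cluster 4 and 0.01 in DG-GCs, and *Sox4* (-0.38 over all) at 0.16 in DG-GCs. In the 4 classes outside the Nex-Cre lineage, *Neurod6* stood at -0.73, *Pbx1* at -0.18, *Hmgcs1* at -0.27, *Smarca2* at -0.26, *Bcl11a* at -0.32 and *Sox4* at -0.18.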

Among down-regulated TFs, *Bcl11a*, *Hmgcs1*, *Neurod6*, *Pbx1*, *Smarca2*, and *Sox4* were down-regulated in all five subtype neurons in *Foxg1* cKO MPs (Fig. 3E and fig. S7B). 

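The POU-domain genes *Pou3f2* and *Pou3f3* stood lower in *Foxg1* cKO mice and remained detected. *Pou3f2* (chromosome 4 from 22482780 to 22488366 on the minus strand) was at 92.9 CPM in the control and 48.8 CPM in *Foxg1* cKO mice over all principal neurons (1.9-fold lower, 95% interval 1.8 to 2.01-fold), with log2 ratios of -1.77 in RSC-PyNs (UL), -0.94 in RSC-PyNs (middle layer) and -0.48 in RSC-PyNs (deep layer). *Pou3f3* (chromosome 1 from 42695768 to 42703176 on the plus strand) was at 200 CPM in the control and 132 CPM in *Foxg1* cKO mice over all principal neurons (1.52-fold lower, 95% interval 1.47 to 1.57-fold), with -0.39 in RSC-PyNs (UL), -0.23 in cluster 4 and -0.47 in CA1-PyNs. Among cells outside the Nex-Cre lineage, the log2 ratios were 0.02 and -0.01.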

*Pou3f2*, which is expressed in RSC-PyNs, and *Pou3f3*, which is coexpressed in RSC-PyNs, SubC-PyNs and CA1-PyNs, were absent after *Foxg1* disruption (Fig. 3E and fig. S7B). These data suggest that FOXG1 orchestrates the expression of subtype-nonenriched FOXG1 target genes across MP neuron subtypes.

It is also worth mentioning that *Chd7*, *Dach1*, and *Ebf1*, which are usually expressed in MP progenitors, were substantially up-regulated in the entire *Foxg1* cKO MP (Fig. 3E and fig. S7A), which suggests that FOXG1 represses the progenitor molecular profile in postmitotic neurons. 

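*Ebf1*, *Dach1* and *Chd7* stood above 0.3 on the log2 scale in all 7 principal neuron classes of *Foxg1* cKO mice, and outside the Nex-Cre lineage *Ebf1* and *Dach1* stood higher as well. *Ebf1*, an early B cell factor (ENSMUSG00000057098, chromosome 11 from 44617317 to 45008091 on the plus strand), was at 9.55 CPM in the control and 610 CPM in *Foxg1* cKO mice over all principal neurons (63.9-fold higher, 95% interval 57.2 to 71.6-fold), with log2 ratios from 3.45 in RSC-PyNs (deep layer) to 8.10 in RSC-PyNs (UL). *Dach1*, a nuclear cofactor (chromosome 14 from 97786853 to 98169765 on the minus strand), was at 2.41 CPM in the control and 59.8 CPM in *Foxg1* cKO mice (24.8-fold higher, 95% interval 19.9 to 31.4-fold). *Chd7*, a chromatin remodeler (chromosome 4 from 8690406 to 8867659 on the plus strand), was at 16.9 CPM in the control and 110 CPM in *Foxg1* cKO mice (6.53-fold higher, 95% interval 5.98 to 7.14-fold). After thinning, *Ebf1* was detected in 2.38% (95% interval 2.13 to 2.65%) of control cells and 42.1% (41.2 to 42.9%) of *Foxg1* cKO cells, against 7.75% and 27.5% of endothelial-like and microglia-like cells. In cells outside the lineage, the log2 ratio was 2.72 for *Ebf1*, 0.82 for *Dach1* and 0.04 for *Chd7*.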

To examine whether *Foxg1* cKO postmitotic neurons acquired progenitor properties and to exclude the possibility that the impaired postmitotic subtype specification was caused by proliferation and neurogenesis defects, we performed immunostaining against KI67 and 5-bromo-2′-deoxyuridine (BrdU), and no notable differences were detected between the control and *Foxg1* cKO mice (fig. S8, A to C). Cell cycle exit did not change either when measured by the percentage of KI67^−^BrdU^+^ cells among total BrdU^+^ cells at E14.5 (fig. S8, D and E). We next performed a birth-dating experiment to trace neurogenesis and found no obvious changes (fig. S8, D and F). These results suggest that the proliferation and neurogenesis were not substantially affected after *Foxg1* deletion and that *Foxg1* cKO postmitotic neurons did not acquire progenitor properties. Together, we identified MP subtype-specific, subtype-coexpressed, and subtype-nonenriched candidate FOXG1 target genes that orchestrate the specification of neuron subtypes.

### Transcriptional repression at the *Zbtb20*, *Prox1*, and *Epha4* loci by FOXG1

Among candidate DEGs, *Zbtb20*, *Prox1*, *Epha4*, *Nr4a2*, and *Tbr1* exhibit unique expression patterns in the developing MP and have been shown to be involved in subtype specification, making these genes potential downstream targets of FOXG1. *Zbtb20* expression is first detected in the hippocampal primordium as early as E12.5 and maintained to adulthood. In the absence of *Zbtb20*, the molecular border between the RSC, SubC, and hippocampal fields is progressively shifted ventrally with a reduced size of hippocampal fields (*6*), whereas ectopic expression of *Zbtb20* forces SubC-PyNs and RSC-PyNs (UL) into a hippocampus-like identity (*7*). Eph receptor A4 (EPHA4) is normally expressed throughout the entire developing hippocampus from early embryonic development. Previous studies have shown that EPHA4 functions in axon guidance and dendritic spine remodeling (*43*, *44*). NR4A2 is intensely expressed in the developing SubC and is reported to regulate SubC-PyN identity (*8*). T-box brain transcription factor 1 (TBR1) has been shown to be a master regulator of neocortical projection neurons (*48*). We then selected *Prox1* and *Nr4a2* from subtype-specific genes, *Zbtb20* and *Epha4* from subtype-coexpressed genes, and *Tbr1* from subtype-nonenriched genes for further assessments of FOXG1 transcriptional regulation. We first performed anti-ZBTB20 immunostaining at P0 and confirmed the substantially increased number of ZBTB20^+^ neurons in *Foxg1*-deficient MPs (Fig. 4A). Because *Foxg1* deletion also impairs neuron migration (*51*), to investigate whether FOXG1 cell-autonomously regulates *Zbtb20*, we then performed IUE to delete *Foxg1* at the RSC region locally. *pNeuroD1-Cre-GFP* DNA was delivered into the *Foxg1^fl/fl^* RSC at E13.5, and brains were examined at E18.5. We performed triple immunostaining against green fluorescent protein (GFP), FOXG1, and ZBTB20 and demonstrated that FOXG1 was efficiently deleted in *pNeuroD1-Cre-GFP*–transfected RSC-PyNs compared to its strong expression in the control MP (Fig. 4B). Notably, ZBTB20 was strongly up-regulated in *Foxg1-*deficient RSC-PyNs (Fig. 4B), demonstrating that ZBTB20 up-regulation was a cell-autonomous consequence of *Foxg1* deletion but not due to migration defects.

**Fig. 4.**
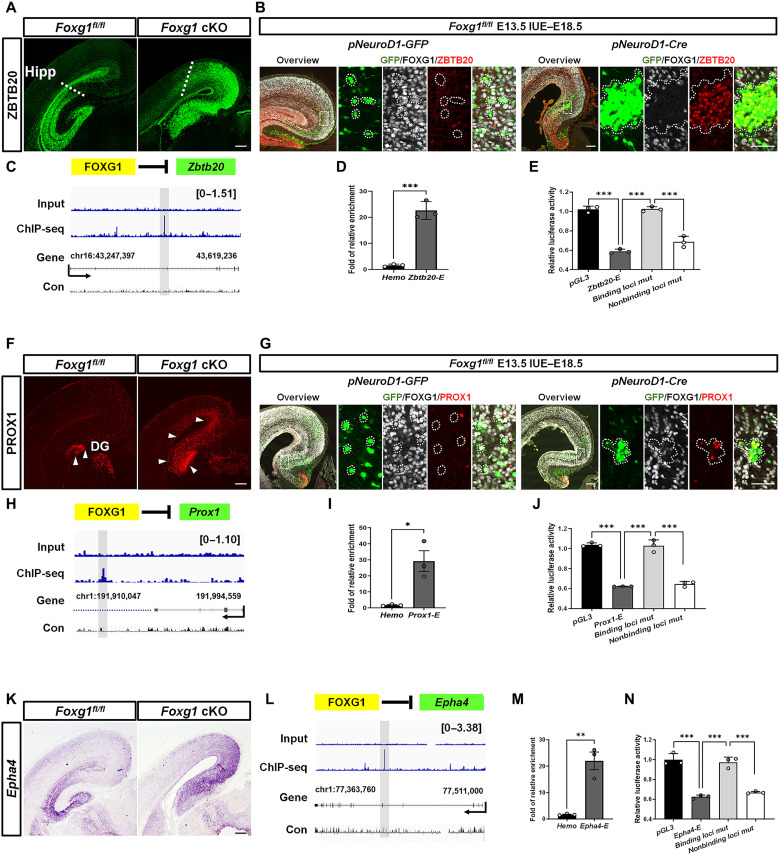
Transcriptional repression of FOXG1 at *Zbtb20*, *Prox1*, and *Epha4* loci. (**A**) Immunostaining at P0 showing ZBTB20 accumulation in the *Foxg1* cKO RSC and SubC. (**B**) Triple immunostaining at E18.5 showing efficient FOXG1 deletion and ZBTB20 accumulation in GFP^+^ neurons. (**C**) Genome browser view of FOXG1 ChIP-seq data at *Zbtb20* locus. (**D**) ChIP-qPCR showing high FOXG1 occupancy at *Zbtb20* locus. (**E**) Luciferase assay showing that FOXG1 directly represses *Zbtb20* and point mutations in the FOXG1-binding site weakens this repression. (**F**) Immunostaining at P0 showing PROX1 up-regulation in the entire *Foxg1* cKO MP. (**G**) Triple immunostaining at E18.5 after IUE, showing efficient deletion of FOXG1 and PROX1 accumulation in GFP^+^ neurons. (**H**) Genome browser view of FOXG1 ChIP-seq data at *Prox1* locus. (**I**) ChIP-qPCR showing high FOXG1 occupancy at *Prox1* locus. (**J**) Luciferase assay showing that FOXG1 directly represses *Prox1* and that point mutations at the FOXG1-binding site weaken this repression. (**K**) In situ hybridization at P0 showing *Epha4* up-regulation in the RSC and SubC of *Foxg1* cKO mice. (**L**) Genome browser view of FOXG1 ChIP-seq data at *Epha4* locus. (**M**) ChIP-qPCR showing high FOXG1 occupancy at *Epha4* locus. (**N**) Luciferase assay showing that FOXG1 directly represses *Epha4* and that point mutations in the FOXG1-binding site weaken this repression. Data are presented as the means ± SEM. (D, E, I, J, M, and N) Unpaired Student’s *t* test, *P < 0.05, **P < 0.01, and ***P < 0.001. Scale bars, 200 μm (A, B, F, G, and K) and 50 μm (B and G).

We then explored whether FOXG1 directly represses transcription from the *Zbtb20* locus. We conducted a bioinformatics analysis using the UCSC Genome Browser and identified apparent conservation of a putative FOXG1 motif binding site in the second intron of *Zbtb20* (Fig. 4C). ChIP-qPCR of E16.5 wild-type MPs with a FOXG1 antibody detected strong occupancy of FOXG1 at this site (Fig. 4D). A 24–base pair (bp) fragment containing the binding site for FOXG1 was cloned into a luciferase reporter plasmid and then transfected into N2A cells together with an expression plasmid for FOXG1. Luciferase assays showed that FOXG1 can directly suppress *Zbtb20* transcriptional activity. Point mutations in the binding site weakened the repression of FOXG1 on *Zbtb20* (Fig. 4E). These results support the notion that FOXG1 functions as a repressor of *Zbtb20*.

We next carried out immunostaining against PROX1 and confirmed its extensive expansion in the *Foxg1* cKO MP (Fig. 4F). Similarly, using IUE to delete *Foxg1* locally at the SubC area showed notable PROX1 up-regulation in *Foxg1*-deficient SubC-PyNs (Fig. 4G). We identified a putative consensus FOXG1-binding site within a distal 28-kb region of the *Prox1* locus (Fig. 4H). ChIP-qPCR revealed strong FOXG1 occupancy at this site at E16.5 (Fig. 4I). Furthermore, we cloned a 98-bp sequence containing a binding site for FOXG1 into the luciferase reporter plasmid and then transfected it into N2A cells together with the *Foxg1* expression plasmid. Luciferase assays revealed that FOXG1 functions as a direct repressor of *Prox1* transcription and that a point mutation in the FOXG1-binding site weakened this repression (Fig. 4J). These results demonstrate that FOXG1 directly represses *Prox1* transcription.

Similarly, in situ hybridization verified the remarkable expansion of *Epha4* to the SubC and RSC regions after *Foxg1* deletion (Fig. 4K). We identified a putative consensus FOXG1-binding site within the fourth intron of the *Epha4* locus (Fig. 4L). ChIP-qPCR detected a high enrichment of FOXG1 at the binding site (Fig. 4M). We cloned an 80-bp sequence containing a binding site for FOXG1 into the luciferase reporter plasmid and then transfected it into N2A cells together with the *Foxg1* expression plasmid. Luciferase assays revealed that FOXG1 represses *Epha4* transcriptional activity and that a point mutation in the FOXG1-binding site weakened this repression (Fig. 4N). Together, our results establish that FOXG1 transcriptionally represses *Zbtb20*, *Prox1*, and *Epha4* to prohibit the identities of CA3-PyNs and DG-GCs.

### Direct activation of *Nr4a2* by FOXG1 during the specification of SubC-PyNs

To explore whether FOXG1 directly activates *Nr4a2*, we conducted immunostaining and confirmed the loss of NR4A2 expression in *Foxg1* cKO SubC-PyNs (Fig. 5A). Similarly, IUE demonstrated that the loss of NR4A2 in SubC-PyNs was a cell-autonomous consequence of *Foxg1* deletion but not due to migration defects (Fig. 5B). Using the UCSC Genome Browser, we identified an apparent conservation of the putative FOXG1-binding site in the first intron of *Nr4a2* (Fig. 5C). ChIP-qPCR with a FOXG1 antibody using E16.5 wild-type MP detected strong enrichment at the binding site (Fig. 5D). Luciferase assays further demonstrated that FOXG1 directly activated *Nr4a2*, and point mutations in binding motifs weakened the activating effect of FOXG1 on *Nr4a2* (Fig. 5E). These results demonstrate that FOXG1 directly activates *Nr4a2*.

**Fig. 5.**
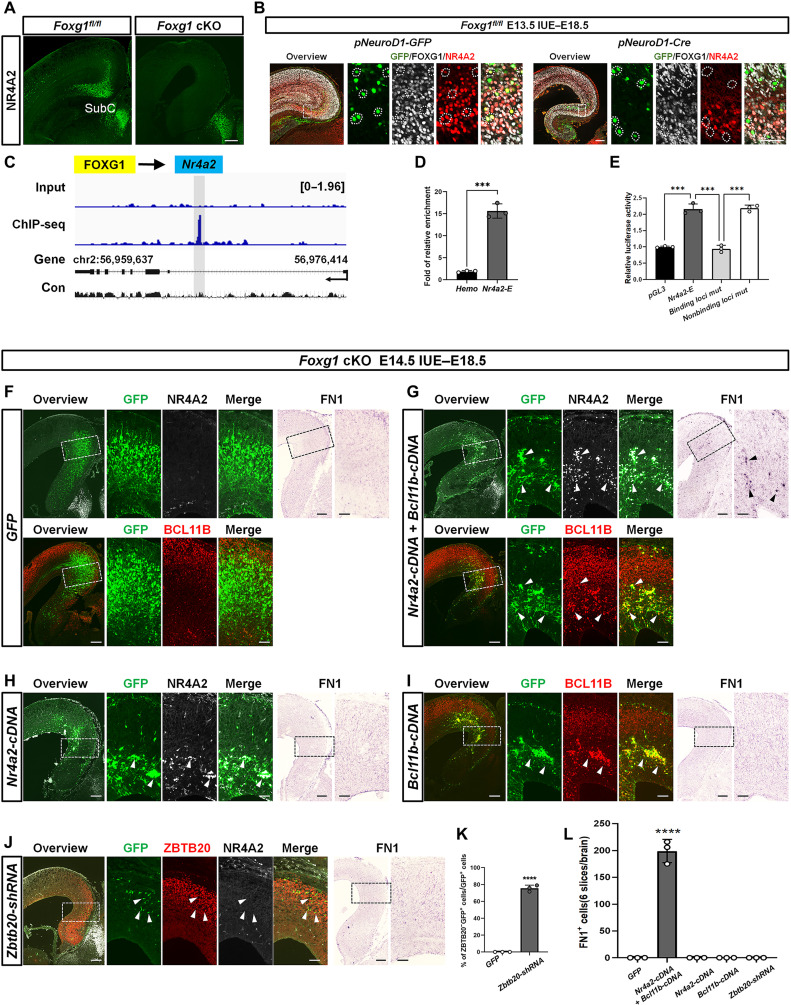
FOXG1 directly activates *Nr4a2.* (**A**) Immunostaining at P0 showing that NR4A2 level was remarkably reduced in *Foxg1* cKO SubC-PyNs. (**B**) Triple immunostaining at E18.5 after IUE showing the loss of NR4A2 in *Foxg1*-deficient GFP^+^ neurons. (**C**) Genome browser view of FOXG1 ChIP-seq data at *Nr4a2* locus. (**D**) ChIP-qPCR showing high FOXG1 occupancy at *Nr4a2* locus. (**E**) Luciferase assay showing that FOXG1 directly activates *Nr4a2* and point mutations in the FOXG1-binding site weaken this activation. (**F** and **G**) Immunostaining at E18.5 showing the restoration of NR4A2 and BCL11B after E14.5 IUE in *Foxg1* cKO mice. In situ hybridization showing *Fn1* expression is induced. (**H**) Immunostaining at E18.5 showing NR4A2 restoration alone after IUE in *Foxg1* cKO mice fail to induce *Fn1* expression. (**I**) Immunostaining at E18.5 showing BCL11B restoration alone after IUE in *Foxg1* cKO mice fail to induce *Fn1* expression. (**J**) Triple immunostaining at E18.5 showing that efficient *Zbtb20* knockdown after IUE in *Foxg1* cKO mice, no NR4A2 was detected. In situ hybridization showing that no *Fn1* was induced either. (**K**) Quantification analysis of the percentage of ZBTB20^−^GFP^+^ neurons among GFP^+^ cells showing that ZBTB20 was efficiently knocked down in *Zbtb20-shRNA–*transfected cells. (**L**) Quantification analysis of the number of *Fn1*^+^ neurons showing *Fn1* restoration. *n* = 3 brains and 6 slices per brain. Data are presented as the means ± SEM. (D, E, J, and K) Unpaired Student’s *t* test, ***P < 0.001 and ****P < 0.0001. Scale bars, 200 μm (A, B, F, G, H, I, and J) and 50 μm (B, F, G, H, I, and J).

It has been reported that forced expression of *Nr4a2* together with *Bcl11b* in RSC-PyNs induces SubC-PyN–specific *Fn1* expression (*8*). Recall that *Bcl11b* was substantially decreased in the *Foxg1* cKO MP (Fig. 3C and fig. S4B); we restored these two genes simultaneously into the *Foxg1* cKO SubC-PyNs by IUE. Strong *Fn1* expression was induced in SubC-PyNs, as shown by in situ hybridization (Fig. 5, F, G, and L). However, restoring either *Nr4a2* or *Bcl11b* alone failed to induce *Fn1* expression (Fig. 5, H, I, and L). These results suggest that FOXG1 and the downstream *Nr4a2 and Bcl11b* transcriptional networks are essential for the specification of SubC-PyN identity, and the cooperation of NR4A2 with BCL11B is required during this process.

A previous study showed that forced ectopic expression of *Zbtb20* results in the transformation of SubC-PyNs into a hippocampus-like identity (*7*), while loss of *Zbtb20* leads to NR4A2 up-regulation (*52*). To explore whether knockdown of *Zbtb20* in the *Foxg1* cKO MP could restore *Nr4a2* expression and could rescue SubC-PyN identity, *Zbtb20-shRNA* was electroporated into *Foxg1* cKO SubC-PyNs at E14.5 by IUE (Fig. 5I) after its knockdown efficiency was evaluated in cultured N2A cells (fig. S9A). Neither NR4A2 nor *Fn1* was detected in GFP^+^-*Zbtb20* knockdown cells (Fig. 5, J to L), indicating that ZBTB20 does not directly repress *Nr4a2* transcription. Our results suggest that FOXG1 may play a prominent role in regulating *Nr4a2* transcription during the specification of SubC-PyNs.

To further verify the activation of FOXG1 on *Nr4a2* and the repression on *Zbtb20*, *Prox1*, and *Epha4*, we quantified the fluorescence intensities of FOXG1 and its targets in NR4A2^+^ SubC-PyNs, PROX1^+^ DG-GCs, ZBTB20^+^ CA1-PyNs, CA3-PyNs, and DG-GCs. As expected, the expression level of FOXG1 was higher in NR4A2^+^ SubC-PyNs than that in PROX1^+^ DG-GCs (fig. S10, A to C). Notably, EPHA4 and ZBTB20 displayed a DG^high^-CA1^low^ gradient expression level when assessed by in situ hybridization and immunostaining, respectively, whereas FOXG1 exhibited a CA1^high^-DG^low^ complementary expression pattern (fig. S10, A, D, and E). We also carried out a gain of function of *Foxg1* by crossing *Nex-Cre* mice with a *CAG-loxp-stop-loxp-Foxg1-IRES-EGFP* line that we previously generated (*53*). We observed an obvious decrease in the expression levels of ZBTB20 and PROX1 as well as a slightly increased NR4A2 expression levels in the *Nex-Cre; CAG-loxp-stop-loxp-Foxg1-IRES-EGFP* MP (fig. S11A). Western blotting at P0 further confirmed the down-regulation of ZBTB20 and PROX1 and the up-regulation of NR4A2 after *Foxg1* overexpression (fig. S11B). These results collectively support the activation of FOXG1 on *Nr4a2* and the repression on *Zbtb20*, *Prox1*, and *Epha4*.

### Down-regulation of *Tbr1* during the specification of CA1-PyN

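Over all principal neurons at E17.5, *Tbr1* stood at 33.6 CPM in the control and 96.2 CPM in *Foxg1* cKO mice (2.86-fold higher, 95% interval 2.68 to 3.06-fold), with a log2 ratio of 2.02 in RSC-PyNs (middle layer) and 0.49 in RSC-PyNs (deep layer). After thinning to 1500 UMIs per cell, a *Tbr1* UMI was found in 5.08% (95% interval 4.72 to 5.46%) of control cells and 11.7% (11.2 to 12.3%) of *Foxg1* cKO cells, and in 3.51% and 2.5% of endothelial-like and microglia-like cells of the control and *Foxg1* cKO libraries. *Tbr1* was found together with the hippocampal factor *Zbtb20* in 2.51% (2.18 to 2.87%) of thinned control principal neurons and 9.98% (9.38 to 10.6%) of *Foxg1* cKO principal neurons. The products of the separate shares were 2.44% and 10.1%.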

Among identified DEGs, *Tbr1* was severely up-regulated in *Foxg1* cKO mice (Fig. 3E and fig. S7A). Previous studies have shown that TBR1 regulates the regional and laminar identity of postmitotic neurons in the neocortex (*48*). In the control, developing MP TBR1 was expressed in RSC-PyNs and SubC-PyNs but not the CA region or the DG. However, we detected severe expansion of TBR1 to the entire *Foxg1* cKO MP at P0 by immunostaining (Fig. 6A). ZBTB20 is reported to define a hippocampal identity through direct repression of *Tbr1* (*54*). Notably, the two TFs, TBR1 and ZBTB20, exhibited a complementary expression pattern without overlap in the control mice; however, TBR1 displayed abnormal colocalization with ZBTB20 in the *Foxg1* cKO mice (Fig. 6A). It has been shown that deletion of *Tbr1* leads to up-regulation of *Pou3f1* (*55*), a commonly used marker for CA1-PyNs. At P0, immunostaining showed that the specific expression of POU3F1 was absent in the *Foxg1* cKO MP (Fig. 6A). These observations suggest that for the establishment of CA1-PyN identity, TBR1 needs to be down-regulated.

**Fig. 6.**
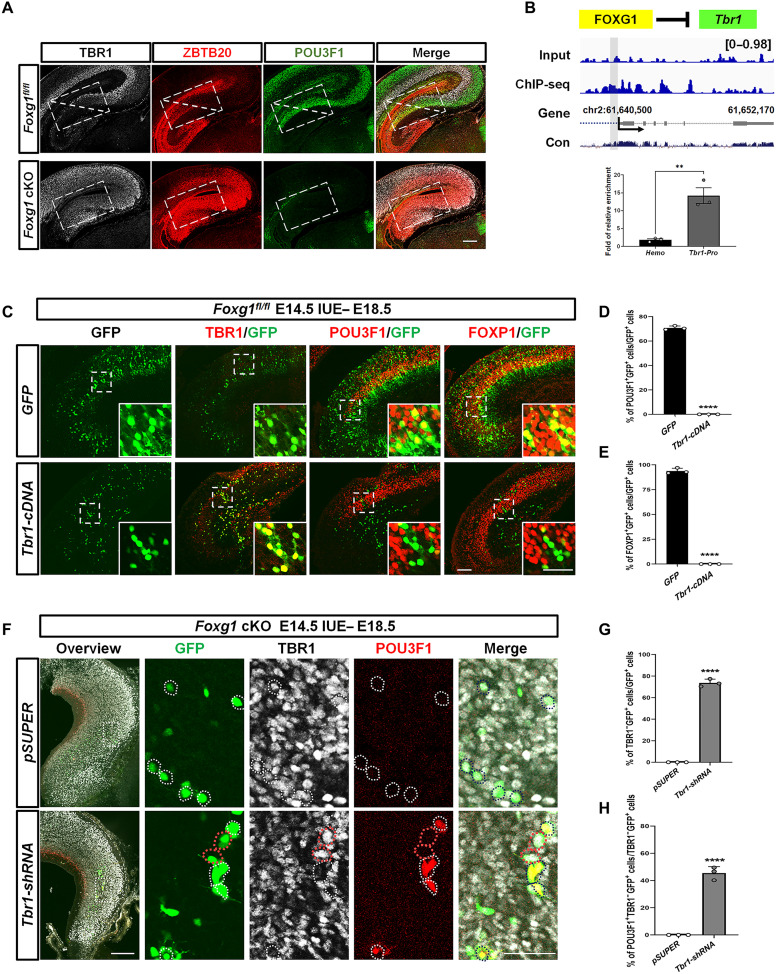
TBR1 should be down-regulated during the specification of CA1-PyNs. (**A**) Triple immunostaining against TBR1, ZBTB20, and POU3F1 at P0 showed the complementary expression pattern of TBR1 and ZBTB20 without overlapping and the strong expression of POU3F1 in CA1-PyNs in the control mice, whereas in *Foxg1* cKO MP, TBR1 was colocalized with ZBTB20, both TBR1 and ZBTB20 were substantially up-regulated, and POU3F1 was completely lost. (**B**) Genome browser view of FOXG1 ChIP-seq data for the binding site at 700-bp upstream of the *Tbr1* transcription start site. ChIP-qPCR with E16.5 MP samples showing high FOXG1 occupancy at the promotor of *Tbr1*. (**C**) Immunostaining against GFP, TBR1, POU3F1, and FOXP1 at E18.5 showing successful misexpression of TBR1 in CA1-PyNs and the down-regulation of POU3F1 and FOXP1 in *Tbr1-*misexpressing GFP^+^ cells. (**D**) Quantification analysis of the percentage of POU3F1^+^GFP^+^ neurons among GFP^+^ neurons at E18.5 showing that no POU3F1 was detectable in *Tbr1-cDNA*–transfected cells. (**E**) Quantification analysis of the percentage of FOXP1^+^GFP^+^ neurons among GFP^+^ neurons at E18.5 showing that no FOXP1 was detectable in *Tbr1-cDNA*–transfected cells. (**F**) Triple immunostaining against GFP, TBR1, and POU3F1 in MP at E18.5 showing POU3F1 up-regulation in *Tbr1* knockdown neurons by IUE in *Foxg1* cKO mice. (**G**) Quantification analysis of the percentage of TBR1^−^GFP^+^ neurons among GFP^+^ neurons showing that *Tbr1* was knocked down in approximately 80% of total transfected cells. (**H**) Quantification analysis of the percentage of POU3F1^+^TBR1^−^GFP^+^ neurons among TBR1^−^GFP^+^ neurons showing that total *Tbr1* knockdown POU3F1 cells were restored in 45% of cells. Data were presented as the means ± SEM. (D, E, G, and H) Unpaired Student’s *t* test, **P < 0.01, ****P < 0.0001. Scale bars, 200 μm (in overview of A, C, and F) and 50 μm (the magnification of C and F).

To explore whether FOXG1 directly represses *Tbr1* during the specification of CA1-PyNs, we first performed ChIP-qPCR and detected a strong FOXG1 occupancy at a putative binding site 700 bp upstream of the *Tbr1* transcription start site, as previously reported (*10*) (Fig. 6B). We then misexpressed *Tbr1* in the control CA1-PyNs by IUE at E14.5 to mimic TBR1 up-regulation in the *Foxg1* cKO MP. As expected, both POU3F1 and FOXP1 (another marker for CA1-PyNs) were lost in cells in which *Tbr1* was misexpressed, as viewed by immunostaining at E18.5 (Fig. 6, C to E), suggesting that TBR1 prohibits CA1-PyN identity. Given that we previously demonstrated that FOXG1 directly represses *Tbr1*, it is possible that establishing CA1-PyN identity requires the repression of FOXG1 on *Tbr1*. We next delivered *Tbr1-shRNA* to knock down *Tbr1* in *Foxg1* cKO CA1-PyNs by IUE at E14.5. When brains were examined at E18.5, we found that POU3F1 was restored in 45% of *Tbr1* knockdown CA1-PyNs (Fig. 6, F to H, and fig. S7B). Collectively, these results demonstrate that the establishment of CA1-PyN identity requires TBR1 down-regulation, which is controlled by FOXG1. Altogether, we demonstrate that FOXG1 specifies MP principal neuron subtypes by controlling subtype-specific, subtype-coexpressed, and subtype-nonenriched transcriptional programs (fig. S12).

## DISCUSSION

To date, great progress has been made in the establishment of neuronal diversity in the neocortex and the ventral pallium; however, few studies have examined the specification of MP principal neuron subtypes. Here, we show evidence that FOXG1 orchestrates the postmitotic specification of MP neuron subtypes. We uncovered FOXG1-driven transcriptomic networks and identified genes whose roles have not yet been examined in developing MP. The present data therefore expand our understanding of the mechanism underlying MP development.

In the present study, we identified a set of previously unidentified candidate FOXG1 target TFs that are specifically expressed in distinct MP neuron subtypes and showed severe changes after *Foxg1* deletion. For example, *Myt1l*, *Lmo4*, and *Zfp462* in RSC-PyNs (UL); *Ssbp2* in SubC-PyN; *Lmo7*, *Insm1*, and *Foxp1* in CA1-PyNs; and *Zfpm2*, *Nhlh2*, and *Hmgb3* in DG-GCs. Future studies exploring the roles of these TFs in distinct neuron subtypes would provide more insights into the TF regulatory network controlling MP development. We also identified a set of genes, such as *Chd7*, *Ebf1*, and *Dach1*, which are usually expressed in MP progenitors and were remarkably up-regulated in postmitotic neurons in the *Foxg1* cKO MP, suggesting a prominent suppression of FOXG1 on progenitor properties to specify the postmitotic neurons. Our findings thus provide important molecular clues for future studies on MP development.

In this study, scRNA-seq was performed at E17.5, a time point at which the majority of MP principal neurons have already been born and undergone postmitotic specification (*14*). Candidate genes identified at this developmental stage would represent the most important transcriptomic networks orchestrating MP neuron specification regulated by FOXG1. In the absence of FOXG1, many target genes—such as *Zbtb20*, *Prox1*, *Epha4*, *Nr4a2*, *Tbr1*, and *Satb2*—were consistently up-regulated/down-regulated from the embryonic to postnatal stages, suggesting their prominent roles in the postmitotic subtype specification. However, given that the expression of genes during neural development is highly dynamic and occurs within a fine spatial and temporal regulation framework, whether some DEGs identified at E17.5 that remain differentially expressed at other time points remains to be explored in the future.

Previous studies have shown that SATB2 is required for the specification of RSC neurons. RSC-PyNs (UL) are absent in *Satb2* mutant mice (*8*). Here, we showed a loss of RSC-PyNs (UL) and marked down-regulation of SATB2 in *Foxg1* cKO mice. When viewed alongside our earlier findings that FOXG1 specifies neocortical callosal projection neurons through direct activation of *Satb2* (*10*), our data support the notion that FOXG1 may also specify RSC-PyNs (UL) by acting as a transcriptional activator of *Satb2*.

Although SubC, CA1, CA3, and the DG are all components of the archicortex, our results reveal that FOXG1 prohibits the identities of CA3-PyNs and DG-GCs but promotes SubC-PyNs and CA1-PyNs. FOXG1 also promotes the identity of intermediate cortical RSC-PyNs (UL). Because SubC functionally constitutes a relay point between the hippocampus CA1 (archicortex) and the RSC (intermediate cortex) and the coexpressed genes in SubC-PyNs with RSC-PyNs (UL) and CA1-PyNs reflect closely linked developmental and evolutionary interconnections among these principal neuron subtypes, it seems likely that further exploration of the roles of these coexpressed genes could yield insights into the developmental and evolutionary correlations of the circuit of CA1-PyNs–SubC-PyNs–RSC-PyNs (UL).

CA1-PyNs and CA3-PyNs share higher gene expression similarities than other principal neuron subtypes in the MP, which is in line with their similar morphology, function, and regional localization. It is quite informative that in the absence of *Foxg1*, the majority of genes specific to CA1-PyNs were severely down-regulated, whereas genes specific to CA3-PyNs were massively up-regulated. 

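Most CA1-PyN genes stood lower in *Foxg1* cKO CA1-PyNs, and more CA3-PyN genes stood lower than higher in CA3-PyNs. Among the 16 candidate targets of Table S3 within the top 50 CA1-PyN genes, 11 were below -0.3 on the log2 scale and 4 above 0.3 in CA1-PyNs (median -1.05). Among the 27 within the top 50 CA3-PyN genes, 9 were above 0.3, 13 below -0.3 and 5 between in CA3-PyNs (median -0.20). In the summed principal neurons, 14 of these CA3-PyN genes were above 0.3 and 12 below -0.3 (median 0.34). Over the whole top 50, CA1-PyN genes had 29 below -0.3 and 6 above 0.3 in CA1-PyNs, and CA3-PyN genes had 28 below -0.3 and 10 above 0.3 in CA3-PyNs. Of the candidate targets in no other top 50 list, 5 of 8 CA1-PyN genes were below -0.3 and 2 above 0.3 in CA1-PyNs, and 8 of 12 CA3-PyN genes were below -0.3 and 2 above 0.3 in CA3-PyNs. These 5 subtypes have 78 such genes, which is not the paper's own set of subtype-specific genes. The paper chose the lists for high levels in the same control library, which favors lower values in *Foxg1* cKO cells of the same subtype. In its own subtype each whole top 50 had a median below 0, from -1.9 for SubC-PyN genes in cluster 4 to -0.0624 for DG-GC genes.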

Among the eight genes coexpressed between the two subtypes, four were up-regulated, whereas four were down-regulated. It should also be noted that the earliest CA1-PyN– and CA3-PyN–specific markers appear first at the poles of the hippocampus and move inward (*56*). Future studies using cell type–specific loss-of-function strategies would address how these subtype-specific genes and subtype-coexpressed genes shape CA1-PyNs and CA3-PyNs, respectively.

Previously, we showed severe up-regulation of *Bcl11b* in the neocortex after postmitotic deletion of *Foxg1* using the same *Nex-Cre* line used in the present study and demonstrated that FOXG1 directly represses *Bcl11b* by binding to its distal repressor site during specification of neocortical neurons (*10*). Although we consistently detected severe up-regulation of BCL11B in the neocortex in the present study, intriguingly, BCL11B was substantially decreased in the *Foxg1* cKO MP. This observation suggests that FOXG1 may drive two different mechanisms to shape the neocortical and MP principal neuron subtypes, and there are some as-yet-unknown partners cooperating with FOXG1 to precisely regulate *Bcl11b* transcription during the specification of MP principal neuron subtypes. Future works using liquid chromatography–tandem mass spectrometry to characterize different partners would be particularly interesting and could help to elucidate the mechanisms underlying neocortical and MP neuron subtype specification.

ZBTB20 is normally expressed in the hippocampus in a DG^high^-CA1^low^ manner. Previous studies have shown that ZBTB20 is required for the establishment of archicortical arealization. Deletion of *Zbtb20* causes a progressive ventral displacement and molecular misspecification of all MP domains, and hippocampal fields including CA1, CA3, and DG are severely reduced in size (*6*). In the present study, despite the notable up-regulation of ZBTB20 in the *Foxg1* cKO MP, the majority of genes specific to CA1-PyNs were down-regulated. In contrast, genes specific to CA3-PyN were substantially up-regulated. It seems that during the specification of CA1-PyNs and CA3-PyNs, ZBTB20 may promote genes coexpressed between CA1-PyNs and CA3-PyNs, whereas activation of genes specific to CA1-PyNs may require FOXG1. It should also be noted that *Zbtb20* expression extensively spreads to the SubC and RSC regions, and SubC-PyNs and RSC-PyNs were lost in the *Foxg1* cKO MP. Our results are consistent with previous studies showing that forced ectopic expression of *Zbtb20* enforces SubC-PyNs into a hippocampus-like identity (*7*).

EPHA4 was selectively expressed in the hippocampus. EPHA4 plays an important role in axon guidance and synaptic plasticity. In *Epha4* KO mice, the dendritic spines of CA1-PyNs and CA3-PyNs were irregular in shape and exhibited a disorganized appearance (*43*), and mossy fiber was much thinner and less robust than that of the control mice (*44*). In the present study, EPHA4 was substantially up-regulated in *Foxg1* cKO MPs, which may contribute to the abnormal development of projections of MP principal neurons. PROX1 is specifically expressed in DG-GCs and is a key cell fate determinant for DG-GCs. Postmitotic *Prox1* KO deprives the DG-GC signature of gene expression. Ectopic *Prox1* expression favors DG-GC differentiation over the pyramidal cell fate (*5*). In *Foxg1* cKO MPs, *Prox1* expression expanded into the deep SubC and RSC regions, coincident with the increased DG-GCs. Our data provide evidence that FOXG1 functions upstream of *Prox1* to specify DG-GCs.

Cytoarchitectonic changes in the hippocampus, SubC and RSC, were reported in a postmortem study of autism spectrum disorders (*57*). Dysfunctions in the hippocampus, SubC or RSC, have also been repeatedly found in patients with schizophrenia and epilepsy (*58*). *FOXG1* has been implicated in a wide spectrum of congenital brain disorders, including autism spectrum disorder, schizophrenia, and epilepsy (*59*). We uncover a set of genes that are identified to be closely linked to developmental disorders. For instance, *Tbr1*, *Chd7*, and *Hdac2* are autism spectrum disorder risk genes (*48*, *60*, *61*). *Nrxn1* and *Meg3* are specifically linked to schizophrenia (*46*, *62*). *Zeb2*, *Pcdh19*, and *Bcl11a* are epilepsy-associated genes (*63*–*65*). Thus, our study sheds light on the pathogenesis of MP-associated high brain function deficits and related neurodevelopmental disorders.

## MATERIALS AND METHODS

### Animals

*Foxg1^fl/fl^* mice and *CAG-loxp-stop-loxp-Foxg1-IRES-EGFP* mice were generated as previously described (*53*). *Nex-Cre* mice (stock: 2668659) were purchased from The Jackson Laboratory. *Nex-Cre; Foxg1^fl/fl^* mice were referred to as *Foxg1* cKO, and *Foxg1^fl/fl^* mice were referred to as control. The day of the vaginal plug detection was assigned as E0.5, and the day of birth was assigned as P0. Unless noted otherwise, all experiments were performed using mice maintained on a CD1 background. No notable differences based on sex were observed, and data were pooled between sexes. All mouse studies were approved by the Southeast University Institutional Animal Care and Use Committee and were performed in accordance with institutional and national guidelines.

### Immunofluorescence and in situ hybridization analyses

Mice at E16.5, P0, and P4 were perfused with 4% paraformaldehyde (PFA), and brains were then dissected out, postfixed overnight, cryoprotected in 30% sucrose, and sectioned on a cryostat (Leica, CM 3050S). Immunofluorescence staining was performed as previously described (*10*): Briefly, sections were permeabilized in phosphate-buffered saline (PBS) containing 0.1% Triton X-100 for 0.5 hours, blocked with 10% calf serum for 2 hours at room temperature (RT), and incubated in primary antibody diluted in blocking solution overnight at 4°C. Sections were then incubated in secondary antibody for 2 hours at RT. Images were captured with a confocal microscope (FLUOVIEW FV1000, Olympus). Antibodies for immunofluorescence were listed in table S4.

For in situ hybridization, simply, probes were obtained by PCR amplification, and primers for PCR amplification are listed in table S5. Brain sections were hybridized with digoxigenin-labeled antisense RNA probes at 65°C overnight, incubated with anti–digoxigenin–alkaline phosphatase antibody for 2 hours at RT, and then subjected to color development.

### Cell tracing and BrdU immunofluorescence

For BrdU (Sigma-Aldrich, catalog no. B5002) labeling, timed pregnant females were intraperitoneally administered with a dose of 50 mg/kg bodyweight at E14.5. Brains of paired littermates were examined at 0.5 and 24 hours after injection or at P0. As for BrdU immunofluorescence, sections were fixed in 4% PFA for 20 min at RT after aforementioned incubation, treated with 2 N HCl at 37°C for 0.5 hours, rinsed three times in PBS, and then incubated with anti-BrdU antibody overnight at 4°C followed by secondary antibody incubation for 2 hours at RT.

### Nissl staining

Nissl staining was performed as previously described (*66*). Brain slices were first immersed in distilled water for 2 min, transferred to Nissl staining solution for 30 min, and immersed in 95% alcohol for 5 s. The slices were then dipped in xylene for 5 min and sealed with rhamsan gum.

### Western blotting analyses

Western blotting was performed according to a standard protocol. MP extracts at P0 were separated on 10% SDS–polyacrylamide gel electrophoresis gel and transferred to polyvinylidene fluoride membranes. The membranes were blocked for 2 hours in 5% nonfat dry milk containing 20 mM tris-HCl (pH 7.5), 150 mM NaCl, and 0.1% Tween 20 and incubated with primary antibodies for overnight at 4°C followed by secondary horseradish peroxidase–linked anti-rabbit immunoglobulin G (IgG) incubation for 2 hours at RT. Proteins were detected using the Chemiluminescent SuperSignal West Dura Kit (Thermo Fisher Scientific).

### Tissue processing for scRNA-seq

E17.5 brains from *Foxg1^fl/fl^* (control) and *Nex-Cre; Foxg1* cKO mice were dissected out and immediately submerged in fresh ice-cold Hanks’ balanced salt solution (Gibco, 12175-095). MPs were then cut into pieces and dissociated into a single-cell suspension using the Papain Cell Dissociation Kit (Miltenyi Biotec, catalog no. 130-092-628) by following the manufacturer’s instruction. The Chromium droplet-based sequencing platform (10X Genomics) was used to generate scRNA-seq libraries, following the manufacturer’s instructions (manual document part number: CG00052 Rev C). The cDNA libraries were purified, quantified using an Agilent 2100 Bioanalyzer, and sequenced on an Illumina HiSeq 4000.

### scRNA-seq analysis

High-quality sequences (clean reads) of two samples, *Foxg1^fl/fl^* (control) and *Nex-Cre; Foxg1* cKO (exp), were processed by Cell Ranger to obtain quantitative information of gene expression. Cell quality control thresholds were set to 750 to 5000 genes per cells and <10% of mitochondrial transcripts. A global-scaling normalization method “log normalize” was applied to the raw read counts. Find Integration Anchors and Integrate Data function were then used to combine the two normalized datasets. Statistically significant principal components determined by a resampling test were kept for UMAP analysis. The Wilcoxon rank sum test was used to identify enriched genes (adjusted *P* value < 0.05, |log_2_FC| > 0.25) in MP principal neuron subtype clusters. For cluster annotation, the most comprehensive and reliable cell type marker was sought through extensive literature review. Within DEG analysis (adjusted *P* value < 0.05, |log_2_FC| > 0.3) between genotypes, neurons identified as either PyNs or GCs regardless of cluster were combined into pools of cells (*67*). All these analyses were performed in the Seurat package v4.0.6 (https://satijalab.org/seurat/).

### Functional annotation GO term analysis

ClusterProfiler, GO.db, DOSE, org Mm.eg.db, and org.Hs.eg.db packages in R were used for functional annotation of the list of expressed genes, and Benjamini-Hochberg algorithm was used to control *P* value adjustment. After the adjustment, GO item with *P* value < 0.05 was judged as significant item.

### Annotation of genes using existing datasets

Integration of TF annotations with three databases, TRRUST2, TFdb, and GO. TRRUST2, (www.grnpedia.org/trrust/) is a manual management of human and mouse across the regulation network of text database. TFdb (http://gerg.gsc.riken.jp/TFdb/) is a database of mouse TF genes and related genes. These genes are labeled GO:0003700, “DNA binding TF activity”, in the GO database.

### Identification of FOXG1-binding sites

Binding sites of FOXG1 at *Zbtb20*, *Prox1*, *Epha4*, and *Nr4a2* loci were identified by publicly available FOXG1 ChIP-seq data (GEO database, GSE96070) (*16*), and the conservation of the consensus binding sites of RYAAAYA of FOXG1 at each putative regulatory locus was further evaluated across species at the UCSC database (http://genome.ucsc.edu/) as previously reported (*10*).

### ChIP-qPCR assay

ChIP was carried as described previously with some modification (*10*). Briefly, E16.5 wild-type mouse MPs were mechanically homogenized, and samples were cross-linked with 1% formaldehyde for 10 min and quenched with 2.5 M glycine for 5 min. The cross-linked chromatin was sonicated to generate fragments with an average length of 300 to 400 bp. The chromatin was subjected to immunoprecipitation using 3 μg of anti-FOXG1 antibodies or anti-IgG antibodies. After reversal of cross-links, DNA and 10% input samples were purified using a QIA quick PCR purification kit (QIAGEN, 28106). For quantitative reverse transcription PCR analyses, primers (listed in table S5) were designed within 300 to 500 bp of the FOXG1-binding sites, the *Hemo* gene served as a negative control for ChIP-qPCR. All experiments were run in duplicate and repeated three independent times.

### Luciferase assay

The luciferase assay was performed as previously described (*10*). The overexpression vector of *pCAG-Foxg1* (mouse, NM_008241) was customized from SYNBIO TECH (www.synbio-tech.com; Beijing, China). Reporter vectors of *pGL3-Zbtb20-Pro* (chr16:43,525,750-43,525,873), *pGL3-Prox1-Pro* (chr1:191,994,541-191,994,626), *pGL3-Epha4-Pro* (chr1:77,423,646-77,423,725), and *pGL3-Nr4a2-Pro* (chr2:56,973,221-56,973,316) were homemade, in which fragments containing FOXG1-binding site were cloned into the *pGL3-Promoter* vector (primers listed in table S5). The point-mutated reporter constructs were generated using the Mut Express II Fast Mutagenesis Kit V2 (Vazyme, catalog no. C214-01). Mutation information was presented in table S6. All of the constructs were verified by sequencing.

Neuro2a cells (RRID: CVCL0470, the cell bank of the Chinese Academy of Science, Shanghai, China) were cultured in Dulbecco’s modified Eagle’s medium/F12 (Gibco, catalog no. 11320082) containing 10% fetal bovine serum (Gibco, catalog no. 10099141C), penicillin (100 U/ml), and streptomycin (100 μg/ml) (Millipore, catalog no. 1516104-M). A total of 1 × 10^5^ cells were seeded for transfection. The transfection complex was prepared including *pCAG* vector (control) or overexpression vector *pCAG-Foxg1*(300 ng per cell), reporter vectors or mutation reporter vector (300 ng per cell), *pRL-SV40* plasmid containing Renilla luciferase gene (30 ng per cell), and Lipofectamine 2000 (2.5 μl per cell) (Thermo Fisher Scientific, catalog no. 11668-019). For normalization of luciferase activity, the *pRL-SV40* plasmid encoding Renilla luciferase was used as an internal control reporter and was used to combination with any experimental reporter vector to cotransfect mammalian cells. Cells were harvested 24 hours after transfection. Firefly and Renilla luciferase activities were measured using a Dual Luciferase Reporter Assay System (Promega, E1910). The ratio of firefly luciferase readouts and Renilla luciferase readout was calculated to represent the activity of reporter vector. Three replicate wells were made for each transfection. Each experiment was repeated at least three times, and all results are shown as the means ± SEM.

### RNA isolation, reverse transcription, and qPCR analysis

RNA isolation, reverse transcription, and qPCR were performed as previously described (*10*). Neuro2a cells were harvested 72 hours after *Zbtb20-shRNA* or *Tbr1-shRNA* transfection. Total RNA was extracted using the RNeasy Plus Mini Kit (QIAGEN, 74104) and was reverse-transcribed using the PrimeScript RT reagent Kit with gDNA Eraser (Takara, RR047A). qPCR reactions were performed using SYBR Green fluorescent master mix (Roche, catalog no. 04707516001) on a Step One-Plus Real-Time System (Applied Biosystems). Relative mRNA expression levels were normalized with the expression of glyceraldehyde-3-phosphate dehydrogenase. The primers for qPCR were listed in table S5. Three replicate wells were made for each transfection, and samples were run in three duplicates. All of *P* values were presented as means ± SEM.

### In utero electroporation

To disrupt *Foxg1* in RSC-PyNs or SubC-PyNs locally, pregnant *Foxg1^fl/fl^* female mice (E13.5) were deeply anesthetized by 0.8% pelltobarbitalum natricum (Merck, TF110), and embryos were surgically manipulated as described previously (*10*). *pNeuroD1-Cre-HA-IRES-GFP* plasmid (*pNeuroD1-Cre*) and control plasmid *pNeuroD1-IRES-GFP* (*pNeuroD1-GFP*) (2 μg/μl) were injected directly into the lateral ventricles of the *Foxg1^fl/fl^* embryonic brains. To restore NR4A2/BCL11B or knock down *Zbtb20* in *Foxg1* cKO SubC-PyNs, plasmids of *pCAG-Nr4a2*-cDNA (1 μg/μl) or/and *pCAG-Bcl11b*-cDNA (1 μg/μl) or *Zbtb20-shRNA* (2 μg/μl) were injected directly into the lateral ventricles of E14.5 *Foxg1* cKO embryos. *pCAG-GFP* (1 μg/μl) was used as the control reporter vector. For ectopic expressing TBR1 in CA1-PyNs, plasmid *pCAG-Tbr1-cDNA* (1 μg/μl) or control *pCAG-GFP* was injected into the lateral ventricles of the wild-type embryonic brains at E14.5. For knocking down *Tbr1* at E14.5 in *Foxg1* cKO CA1-PyNs, control *pSURPER* (2 μg/μl) or *Tbr1-shRNA* plasmids (2 μg/μl) were injected.

For construction of IUE plasmids, *Zbtb20*-shRNA was targeted against 5′-GCAAAGGGTGCAGATCCTAGA-3′ (nucleotides 1561 to 1583 of NM_019778); *Tbr1-shRNA* was targeted against 5′-GGAGGCAAATGGGTTCCTTGT-3′ (nucleotides 1057 to 1078 of NM_009322.3). The complementary oligonucleotides were annealed and inserted into the *pSUPER-EGFP* vector (*pSUPER* for short), which itself alone was used as the control. *pCAGIG-Tbr1-cDNA* plasmid (*Tbr1-cDNA*, NM_009322) was customized from the You Bio Company (www.youbio.cn/; ChangSha, China). Plasmids of *pCAG-Nr4a2-cDNA* (NM_013613) and *pCAG-Bcl11b-cDNA* (NM_001079883) were gifts from Y.-Q. Ding at Fudan University.

Electroporation was performed using Tweezertrodes (diameter, 5 mm; BTX, Holliston, MA, USA) with five pulses (34 V for E13.5 embryos and 36 V for E14.5 embryos) for 50-ms duration and 950-ms intervals using a square wave pulse generator (ECM830, BTX). The uterus was then returned to the abdominal cavity, and the inner skin and outer skin were sutured. The surgically manipulated pregnant mice were put on an electric heating plate (50°C) until waking up. Progenies were euthanized at E18.5 for analysis. Three animals for each genotype were used.

### Statistical analyses

The confocal images for quantitative analyses were acquired using FLUOVIEW FV1000 confocal microscopy (Olympus) with a 20× objective lens. A minimum of six successive coronal sections crossing the MP were selected. Quantitative analyses of neurons were consistently performed in the same area in the MP by direct comparisons of brain sections. At least three brains of each genotype were used. The experiments of cell counting all were cross-quantified blindly (i.e., the investigator was unaware of which of the sections and areas were collected from). All results are shown as means ± SEM, except indicated otherwise. GraphPad Prism 7 software was used for statistical analyses, and the unpaired Student’s *t* test was used for two group comparisons. The following convention was used: *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; and ns, not significant.

The data of ChIP-qPCR and luciferase assay were analyzed with Student’s *t* test for two-group comparisons (Figs. 4, D, E, I, J, M, and N, and 5, D and E).

For quantification of electroporated cell number in MPs, all ZBTB20^−^GFP^+^ cells, GFP^+^ cells, *Fn1*^+^ cells, POU3F1^+^GFP^+^ cells, FOXP1^+^GFP^+^ cells, TBR1^−^GFP^+^ cells, and POU3F1^+^TBR1^−^GFP^+^ cells were counted, and respective ratios were calculated (Figs. 5, J and K, and 6, D, E, G, and H).

For quantitation of the proliferation number and differentiation ratios of MP progenitors, cells were counted in a radial column within a 200-μm-wide area in MP each section. The number of KI67^+^ cells, BrdU^+^ cells, KI67^−^BrdU^+^ cells, and TUJ1^+^BrdU^+^ cells was counted, and respective ratios were calculated (fig.S8, B, C, E, and F).

For quantification of fluorescence intensity, sections were imaged with the same confocal acquisition parameters at the same level for each of the individual protein assessed with immunostaining. The mean fluorescence intensities were analyzed using FV10-ASW4.2 software, with the same settings. The mean fluorescence intensities of FOXG1 and NR4A2 in SubC-PyNs, FOXG1 and PROX1 in DG-GCs, FOXG1 and ZBTB20 in CA1-PyNs, CA3-PyNs, and DG-GCs at P0 were measured, respectively. At least 500 neurons from three control brains for each population were analyzed (fig. S10, B to E).

## Notes

View/request a protocol for this paper from *Bio-protocol*.

## References

[1] N. Matsumoto, T. Kitanishi, K. Mizuseki, The subiculum: Unique hippocampal hub and more. Neurosci. Res. 143, 1–12 (2019).3012128510.1016/j.neures.2018.08.002

[2] S. D. Vann, J. P. Aggleton, E. A. Maguire, What does the retrosplenial cortex do? Nat. Rev. Neurosci. 10, 792–802 (2009).1981257910.1038/nrn2733

[3] A. J. Nelson, A. L. Powell, J. D. Holmes, S. D. Vann, J. P. Aggleton, What does spatial alternation tell us about retrosplenial cortex function? Front. Behav. Neurosci. 9, 126 (2015).2604200910.3389/fnbeh.2015.00126PMC4435072

[4] J. B. Angevine Jr., Time of neuron origin in the hippocampal region. An autoradiographic study in the mouse. Exp. Neurol. Suppl. Suppl 2, 1–70 (1965).5838955

[5] T. Iwano, A. Masuda, H. Kiyonari, H. Enomoto, F. Matsuzaki, Prox1 postmitotically defines dentate gyrus cells by specifying granule cell identity over CA3 pyramidal cell fate in the hippocampus. Development 139, 3051–3062 (2012).2279189710.1242/dev.080002

[6] E. H. Rosenthal, A. B. Tonchev, A. Stoykova, K. Chowdhury, Regulation of archicortical arealization by the transcription factor Zbtb20. Hippocampus 22, 2144–2156 (2012).2268945010.1002/hipo.22035

[7] J. V. Nielsen, F. H. Nielsen, R. Ismail, J. Noraberg, N. A. Jensen, Hippocampus-like corticoneurogenesis induced by two isoforms of the BTB-zinc finger gene Zbtb20 in mice. Development 134, 1133–1140 (2007).1730108810.1242/dev.000265

[8] L. Zhang, N.-N. Song, Q. Zhang, W.-Y. Mei, C.-H. He, P. Ma, Y. Huang, J.-Y. Chen, B. Mao, B. Lang, Y.-Q. Ding, Satb2 is required for the regionalization of retrosplenial cortex. Cell Death Differ. 27, 1604–1617 (2020).3166668510.1038/s41418-019-0443-1PMC7206047

[9] B. Martynoga, H. Morrison, D. J. Price, J. O. Mason, Foxg1 is required for specification of ventral telencephalon and region-specific regulation of dorsal telencephalic precursor proliferation and apoptosis. Dev. Biol. 283, 113–127 (2005).1589330410.1016/j.ydbio.2005.04.005

[10] J. Liu, M. Yang, M. Su, B. Liu, K. Zhou, C. Sun, R. Ba, B. Yu, B. Zhang, Z. Zhang, W. Fan, K. Wang, M. Zhong, J. Han, C. Zhao, FOXG1 sequentially orchestrates subtype specification of postmitotic cortical projection neurons. Sci. Adv. 8, eabh3568 (2022).3561327410.1126/sciadv.abh3568PMC9132448

[11] S. Goebbels, I. Bormuth, U. Bode, O. Hermanson, M. H. Schwab, K.-A. Nave, Genetic targeting of principal neurons in neocortex and hippocampus of NEX-Cre mice. Genesis 44, 611–621 (2006).1714678010.1002/dvg.20256

[12] C.-M. Chen, H.-Y. Wang, L.-R. You, R.-L. Shang, F.-C. Liu, Expression analysis of an evolutionarily conserved metallophosphodiesterase gene, Mpped1, in the normal and beta-catenin-deficient malformed dorsal telencephalon. Dev. Dyn. 239, 1797–1806 (2010).2050337510.1002/dvdy.22293

[13] K. Bermudez-Hernandez, Y.-L. Lu, J. Moretto, S. Jain, J. J. LaFrancois, A. M. Duffy, H. E. Scharfman, Hilar granule cells of the mouse dentate gyrus: Effects of age, septotemporal location, strain, and selective deletion of the proapoptotic gene BAX. Brain Struct. Funct. 222, 3147–3161 (2017).2831492810.1007/s00429-017-1391-5PMC5601016

[14] E. Nakahira, S. Yuasa, Neuronal generation, migration, and differentiation in the mouse hippocampal primoridium as revealed by enhanced green fluorescent protein gene transfer by means of in utero electroporation. J. Comp. Neurol. 483, 329–340 (2005).1568239210.1002/cne.20441

[15] T. Stuart, A. Butler, P. Hoffman, C. Hafemeister, E. Papalexi, W. M. Mauck III, Y. Hao, M. Stoeckius, P. Smibert, R. Satija, Comprehensive integration of single-cell data. Cell 177, 1888–1902.e21 (2019).3117811810.1016/j.cell.2019.05.031PMC6687398

[16] G. Godbole, A. S. Shetty, A. Roy, L. D’Souza, B. Chen, G. Miyoshi, G. Fishell, S. Tole, Hierarchical genetic interactions between FOXG1 and LHX2 regulate the formation of the cortical hem in the developing telencephalon. Development 145, dev154583 (2018).2922977210.1242/dev.154583PMC5825872

[17] M. Mall, M. S. Kareta, S. Chanda, H. Ahlenius, N. Perotti, B. Zhou, S. D. Grieder, X. Ge, S. Drake, C. Euong Ang, B. M. Walker, T. Vierbuchen, D. R. Fuentes, P. Brennecke, K. R. Nitta, A. Jolma, L. M. Steinmetz, J. Taipale, T. C. Sudhof, M. Wernig, Myt1l safeguards neuronal identity by actively repressing many non-neuronal fates. Nature 544, 245–249 (2017).2837994110.1038/nature21722PMC11348803

[18] Z. Qin, X. Zhou, M. Gomez-Smith, N. R. Pandey, K. F. Lee, D. C. Lagace, J.-C. Béïque, H. H. Chen, LIM domain only 4 (LMO4) regulates calcium-induced calcium release and synaptic plasticity in the hippocampus. J. Neurosci. 32, 4271–4283 (2012).2244208910.1523/JNEUROSCI.6271-11.2012PMC6621222

[19] B. Wang, Y. Zheng, H. Shi, X. Du, Y. Zhang, B. Wei, M. Luo, H. Wang, X. Wu, X. Hua, M. Sun, X. Xu, Zfp462 deficiency causes anxiety-like behaviors with excessive self-grooming in mice. Genes Brain Behav. 16, 296–307 (2017).2762122710.1111/gbb.12339

[20] S. Jauhiainen, J. P. Laakkonen, K. Ketola, P. I. Toivanen, T. Nieminen, T. Ninchoji, A. L. Levonen, M. U. Kaikkonen, S. Ylä-Herttuala, Axon guidance-related factor FLRT3 regulates VEGF-signaling and endothelial cell function. Front. Physiol. 10, 224 (2019).3093079110.3389/fphys.2019.00224PMC6423482

[21] V. Danelon, R. Goldner, E. Martinez, I. Gokhman, K. Wang, A. Yaron, T. S. Tran, Modular and distinct plexin-A4/FARP2/Rac1 signaling controls dendrite morphogenesis. J. Neurosci. 40, 5413–5430 (2020).3249937710.1523/JNEUROSCI.2730-19.2020PMC7343331

[22] K. Y. Kwan, M. M. Lam, Z. Krsnik, Y. I. Kawasawa, V. Lefebvre, N. Sestan, SOX5 postmitotically regulates migration, postmigratory differentiation, and projections of subplate and deep-layer neocortical neurons. Proc. Natl. Acad. Sci. U.S.A. 105, 16021–16026 (2008).1884068510.1073/pnas.0806791105PMC2572944

[23] H. Wang, J. Kim, Z. Wang, X.-X. Yan, A. Dean, W. Xu, Crystal structure of human LDB1 in complex with SSBP2. Proc. Natl. Acad. Sci. U.S.A. 117, 1042–1048 (2020).3189253710.1073/pnas.1914181117PMC6969494

[24] M. C. Hernandez, P. J. Andres-Barquin, S. Martinez, A. Bulfone, J. L. Rubenstein, M. A. Israel, ENC-1: A novel mammalian kelch-related gene specifically expressed in the nervous system encodes an actin-binding protein. J. Neurosci. 17, 3038–3051 (1997).909613910.1523/JNEUROSCI.17-09-03038.1997PMC6573641

[25] L. Shi, N. Muthusamy, D. Smith, C. Bergson, Dynein binds and stimulates axonal motility of the endosome adaptor and NEEP21 family member, calcyon. Int. J. Biochem. Cell Biol. 90, 93–102 (2017).2873483410.1016/j.biocel.2017.07.005PMC5774023

[26] M. D. David, A. Yeramian, M. Dunach, M. Llovera, C. Canti, A. G. de Herreros, J. X. Comella, J. Herreros, Signalling by neurotrophins and hepatocyte growth factor regulates axon morphogenesis by differential beta-catenin phosphorylation. J. Cell Sci. 121, 2718–2730 (2008).1866449110.1242/jcs.029660

[27] G. Osaki, S. Mitsui, K. Yuri, The distribution of the seizure-related gene 6 (Sez-6) protein during postnatal development of the mouse forebrain suggests multiple functions for this protein: An analysis using a new antibody. Brain Res. 1386, 58–69 (2011).2133431510.1016/j.brainres.2011.02.025

[28] X. Shen, Y. Wei, W. Liu, G. You, S. Tang, Z. Su, M. Du, J. He, J. Zhao, Y. Tian, Y. Zhang, M. Ma, Q. Zhu, H. Yin, A novel circular RNA circITSN2 targets the miR-218-5p/LMO7 axis to promote chicken embryonic myoblast proliferation and differentiation. Front. Cell Dev. Biol. 9, 748844 (2021).3469270110.3389/fcell.2021.748844PMC8526564

[29] M. Co, A. G. Anderson, G. Konopka, FOXP transcription factors in vertebrate brain development, function, and disorders. Wiley Interdiscip. Rev. Dev. Biol. 9, e375 (2020).3199907910.1002/wdev.375PMC8286808

[30] S.-Z. Lin, X.-Y. Zhou, W.-Q. Wang, K. Jiang, Autism with dysphasia accompanied by mental retardation caused by *FOXP1* exon deletion: A case report. World J. Clin. Cases 9, 6858–6866 (2021).3444783510.12998/wjcc.v9.i23.6858PMC8362507

[31] Y. He, X. Lu, F. Qian, D. Liu, R. Chai, H. Li, *Insm1a* is required for zebrafish posterior lateral line development. Front. Mol. Neurosci. 10, 241 (2017).2882437210.3389/fnmol.2017.00241PMC5539400

[32] S. Shinohara, K. Kawasaki, Electrophysiological changes in rat hippocampal pyramidal neurons produced by cholecystokinin octapeptide. Neuroscience 78, 1005–1016 (1997).917406910.1016/s0306-4522(96)00653-7

[33] K. Zybura-Broda, M. Wolder-Gontarek, M. Ambrozek-Latecka, A. Choros, A. Bogusz, J. Wilemska-Dziaduszycka, M. Rylski, HuR (Elavl1) and HuB (Elavl2) Stabilize Matrix Metalloproteinase-9 mRNA During Seizure-Induced Mmp-9 Expression in Neurons. Front. Neurosci. 12, 224 (2018).2968660610.3389/fnins.2018.00224PMC5900018

[34] F. Laub, L. Lei, H. Sumiyoshi, D. Kajimura, C. Dragomir, S. Smaldone, A. C. Puche, T. J. Petros, C. Mason, L. F. Parada, F. Ramirez, Transcription factor KLF7 is important for neuronal morphogenesis in selected regions of the nervous system. Mol. Cell. Biol. 25, 5699–5711 (2005).1596482410.1128/MCB.25.13.5699-5711.2005PMC1157008

[35] X. Ma, Y. Zhou, Y. Chai, X. Wang, X. Huang, Stat3 controls maturation and terminal differentiation in mouse hippocampal neurons. J. Mol. Neurosci. 61, 88–95 (2017).2778575710.1007/s12031-016-0820-x

[36] M. J. Galazo, J. G. Emsley, J. D. Macklis, Corticothalamic projection neuron development beyond subtype specification: *Fog2* and intersectional controls regulate intraclass neuronal diversity. Neuron 91, 90–106 (2016).2732192710.1016/j.neuron.2016.05.024PMC5094453

[37] J.-S. Seo, P. Svenningsson, Modulation of ion channels and receptors by p11 (S100A10). Trends Pharmacol. Sci. 41, 487–497 (2020).3241864410.1016/j.tips.2020.04.004

[38] Z. Huang, J. Liu, J. Jin, Q. Chen, L. B. E. Shields, Y.-P. Zhang, C. B. Shields, L. Zhou, B. Zhou, P. Yu, Inhibitor of DNA binding 2 promotes axonal growth through upregulation of Neurogenin2. Exp. Neurol. 320, 112966 (2019).3114589810.1016/j.expneurol.2019.112966

[39] M. Adachi, P. Y. Lin, H. Pranav, L. M. Monteggia, Postnatal loss of *Mef2c* results in dissociation of effects on synapse number and learning and memory. Biol. Psychiatry 80, 140–148 (2016).2664273910.1016/j.biopsych.2015.09.018PMC4826326

[40] J. Anantha, S. R. Goulding, S. L. Wyatt, R. M. Concannon, L. M. Collins, A. M. Sullivan, G. W. O’Keeffe, STRAP and NME1 mediate the neurite growth-promoting effects of the neurotrophic factor GDF5. iScience 23, 101457 (2020).3285399210.1016/j.isci.2020.101457PMC7452236

[41] M. H. Dominguez, A. E. Ayoub, P. Rakic, POU-III transcription factors (Brn1, Brn2, and Oct6) influence neurogenesis, molecular identity, and migratory destination of upper-layer cells of the cerebral cortex. Cereb. Cortex 23, 2632–2643 (2013).2289242710.1093/cercor/bhs252PMC3792741

[42] A. Miquelajauregui, T. Van de Putte, A. Polyakov, A. Nityanandam, S. Boppana, E. Seuntjens, A. Karabinos, Y. Higashi, D. Huylebroeck, V. Tarabykin, Smad-interacting protein-1 (Zfhx1b) acts upstream of Wnt signaling in the mouse hippocampus and controls its formation. Proc. Natl. Acad. Sci. U.S.A. 104, 12919–12924 (2007).1764461310.1073/pnas.0609863104PMC1929013

[43] K. K. Murai, L. N. Nguyen, F. Irie, Y. Yamaguchi, E. B. Pasquale, Control of hippocampal dendritic spine morphology through ephrin-A3/EphA4 signaling. Nat. Neurosci. 6, 153–160 (2003).1249676210.1038/nn994

[44] N. J. Xu, M. Henkemeyer, Ephrin-B3 reverse signaling through Grb4 and cytoskeletal regulators mediates axon pruning. Nat. Neurosci. 12, 268–276 (2009).1918279610.1038/nn.2254PMC2661084

[45] Y. Cheng, N. X. Cawley, T. Yanik, S. R. Murthy, C. Liu, F. Kasikci, D. Abebe, Y. P. Loh, A human carboxypeptidase E/NF-α1 gene mutation in an Alzheimer’s disease patient leads to dementia and depression in mice. Transl. Psychiatry 6, e973 (2016).2792263710.1038/tp.2016.237PMC5315563

[46] C. Pak, T. Danko, V. R. Mirabella, J. Wang, Y. Liu, M. Vangipuram, S. Grieder, X. Zhang, T. Ward, Y. A. Huang, K. Jin, P. Dexheimer, E. Bardes, A. Mitelpunkt, J. Ma, M. McLachlan, J. C. Moore, P. Qu, C. Purmann, J. L. Dage, B. J. Swanson, A. E. Urban, B. J. Aronow, Z. P. Pang, D. F. Levinson, M. Wernig, T. C. Sudhof, Cross-platform validation of neurotransmitter release impairments in schizophrenia patient-derived *NRXN1*-mutant neurons. Proc. Natl. Acad. Sci. U.S.A. 118, e2025598118 (2021).3403517010.1073/pnas.2025598118PMC8179243

[47] O. Yarishkin, D. Y. Lee, E. Kim, C. H. Cho, J. H. Choi, C. J. Lee, E. M. Hwang, J.-Y. Park, TWIK-1 contributes to the intrinsic excitability of dentate granule cells in mouse hippocampus. Mol. Brain 7, 80 (2014).2540658810.1186/s13041-014-0080-zPMC4240835

[48] F. Bedogni, R. D. Hodge, G. E. Elsen, B. R. Nelson, R. A. Daza, R. P. Beyer, T. K. Bammler, J. L. Rubenstein, R. F. Hevner, Tbr1 regulates regional and laminar identity of postmitotic neurons in developing neocortex. Proc. Natl. Acad. Sci. U.S.A. 107, 13129–13134 (2010).2061595610.1073/pnas.1002285107PMC2919950

[49] T. Andersson, E. Sodersten, J. K. Duckworth, A. Cascante, N. Fritz, P. Sacchetti, I. Cervenka, V. Bryja, O. Hermanson, CXXC5 is a novel BMP4-regulated modulator of Wnt signaling in neural stem cells. J. Biol. Chem. 284, 3672–3681 (2009).1900136410.1074/jbc.M808119200

[50] K. Nakajima, M. Inagawa, C. Uchida, K. Okada, S. Tane, M. Kojima, M. Kubota, M. Noda, S. Ogawa, H. Shirato, M. Sato, R. Suzuki-Migishima, T. Hino, Y. Satoh, M. Kitagawa, T. Takeuchi, Coordinated regulation of differentiation and proliferation of embryonic cardiomyocytes by a jumonji (Jarid2)-cyclin D1 pathway. Development 138, 1771–1782 (2011).2144755710.1242/dev.059295

[51] F. Cargnin, J. S. Kwon, S. Katzman, B. Chen, J. W. Lee, S.-K. Lee, FOXG1 orchestrates neocortical organization and cortico-cortical connections. Neuron 100, 1083–1096.e5 (2018).3039279410.1016/j.neuron.2018.10.016PMC6428593

[52] Z. Xie, X. Ma, W. Ji, G. Zhou, Y. Lu, Z. Xiang, Y. X. Wang, L. Zhang, Y. Hu, Y. Q. Ding, W. J. Zhang, Zbtb20 is essential for the specification of CA1 field identity in the developing hippocampus. Proc. Natl. Acad. Sci. U.S.A. 107, 6510–6515 (2010).2030856910.1073/pnas.0912315107PMC2851958

[53] B. Liu, K. Zhou, X. Wu, C. Zhao, Foxg1 deletion impairs the development of the epithalamus. Mol. Brain 11, 5 (2018).2939490110.1186/s13041-018-0350-2PMC5797387

[54] J. V. Nielsen, M. Thomassen, K. Møllgard, J. Noraberg, N. A. Jensen, Zbtb20 defines a hippocampal neuronal identity through direct repression of genes that control projection neuron development in the isocortex. Cereb. Cortex 24, 1216–1229 (2014).2328368610.1093/cercor/bhs400

[55] H. C. Chuang, T. N. Huang, Y. P. Hsueh, T-brain-1--A potential master regulator in autism spectrum disorders. Autism Res. 8, 412–426 (2015).2560006710.1002/aur.1456

[56] S. Tole, C. Christian, E. A. Grove, Early specification and autonomous development of cortical fields in the mouse hippocampus. Development 124, 4959–4970 (1997).936245910.1242/dev.124.24.4959

[57] M. M. Haznedar, M. S. Buchsbaum, T. C. Wei, P. R. Hof, C. Cartwright, C. A. Bienstock, E. Hollander, Limbic circuitry in patients with autism spectrum disorders studied with positron emission tomography and magnetic resonance imaging. Am. J. Psychiatry 157, 1994–2001 (2000).1109796610.1176/appi.ajp.157.12.1994

[58] D. Wegrzyn, G. Juckel, A. Faissner, Structural and functional deviations of the hippocampus in Schizophrenia and Schizophrenia animal models. Int. J. Mol. Sci. 23, 5482 (2022).3562829210.3390/ijms23105482PMC9143100

[59] J. Mariani, G. Coppola, P. Zhang, A. Abyzov, L. Provini, L. Tomasini, M. Amenduni, A. Szekely, D. Palejev, M. Wilson, M. Gerstein, E. L. Grigorenko, K. Chawarska, K. A. Pelphrey, J. R. Howe, F. M. Vaccarino, FOXG1-dependent dysregulation of GABA/glutamate neuron differentiation in autism spectrum disorders. Cell 162, 375–390 (2015).2618619110.1016/j.cell.2015.06.034PMC4519016

[60] R. Zhang, H. He, B. Yuan, Z. Wu, X. Wang, Y. Du, Y. Chen, Z. Qiu, An intronic variant of *CHD7* identified in autism patients interferes with neuronal differentiation and development. Neurosci. Bull. 37, 1091–1106 (2021).3394888510.1007/s12264-021-00685-wPMC8353028

[61] L. Qin, K. Ma, Z.-J. Wang, Z. Hu, E. Matas, J. Wei, Z. Yan, Publisher correction: Social deficits in Shank3-deficient mouse models of autism are rescued by histone deacetylase (HDAC) inhibition. Nat. Neurosci. 21, 1139 (2018).10.1038/s41593-018-0110-8PMC587614429531362

[62] J. Li, L. Zhu, F. Guan, Z. Yan, D. Liu, W. Han, T. Chen, Relationship between schizophrenia and changes in the expression of the long non-coding RNAs Meg3, Miat, Neat1 and Neat2. J. Psychiatr. Res. 106, 22–30 (2018).3024313310.1016/j.jpsychires.2018.09.005

[63] S. Wang, D. Wang, X. Cai, Q. Wu, Y. Han, Identification of the *ZEB2* gene as a potential target for epilepsy therapy and the association between rs10496964 and *ZEB2* expression. J. Int. Med. Res. 48, 300060520980527 (2020).3387074810.1177/0300060520980527PMC8061191

[64] L. Smith, N. Singhal, C. M. El Achkar, G. Truglio, B. Rosen Sheidley, J. Sullivan, A. Poduri, *PCDH19*-related epilepsy is associated with a broad neurodevelopmental spectrum. Epilepsia 59, 679–689 (2018).2937709810.1111/epi.14003PMC6264912

[65] G. C. Korenke, B. Schulte, S. Biskup, J. Neidhardt, M. Owczarek-Lipska, A novel de novo frameshift mutation in the *BCL11A* gene in a patient with intellectual disability syndrome and epilepsy. Mol. Syndromol. 11, 135–140 (2020).3290387810.1159/000508566PMC7445578

[66] M. Su, J. Liu, B. Yu, K. Zhou, C. Sun, M. Yang, C. Zhao, Loss of *Calretinin* in L5a impairs the formation of the barrel cortex leading to abnormal whisker-mediated behaviors. Mol. Brain 14, 67 (2021).3384585710.1186/s13041-021-00775-wPMC8042711

[67] A. G. Anderson, A. Kulkarni, M. Harper, G. Konopka, Single-cell analysis of Foxp1-driven mechanisms essential for striatal development. Cell Rep. 30, 3051–3066.e7 (2020).3213090610.1016/j.celrep.2020.02.030PMC7137930

# Supplementary material for: FOXG1 drives transcriptomic networks to specify principal neuron subtypes during the development of the medial pallium
**Source:** Sci Adv. 2023 Feb 15;9(7):eade2441. doi: 10.1126/sciadv.ade2441
**Supplement:** Supplementary file 1 — Figs. S1 to S12 Legends for tables S1 to S6

Supplementary Materials for
**FOXG1 drives transcriptomic networks to specify principal neuron subtypes
during the development of the medial pallium**

Ru Ba *et al.*

Sci. Adv. **9**, eade2441 (2023)
DOI: 10.1126/sciadv.ade2441

The PDF file includes:

Figs. S1 to S12
Legends for tables S1 to S6

Other Supplementary Material for this manuscript includes the following:

Tables S1 to S6

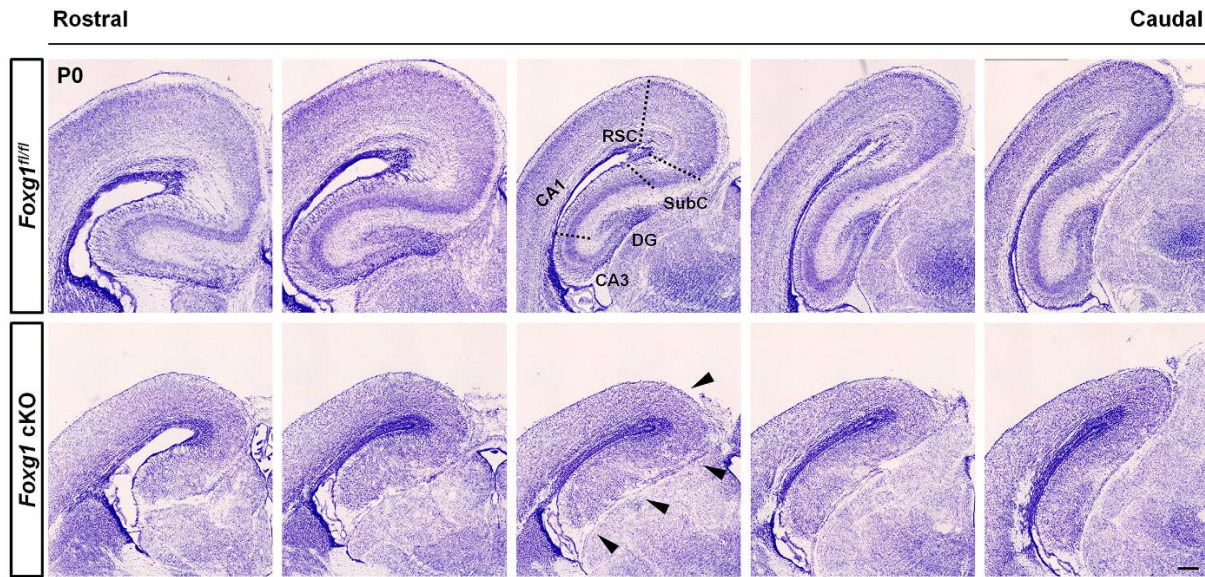

fig. S1. Postmitotic deletion of *Foxg1* disrupts MP structures.

(A) Nissl staining of serial coronal brain sections at P0 showing that the typical features of the RSC, SubC, CA1-CA3 and DG disappeared in *Foxg1* cKO mice.

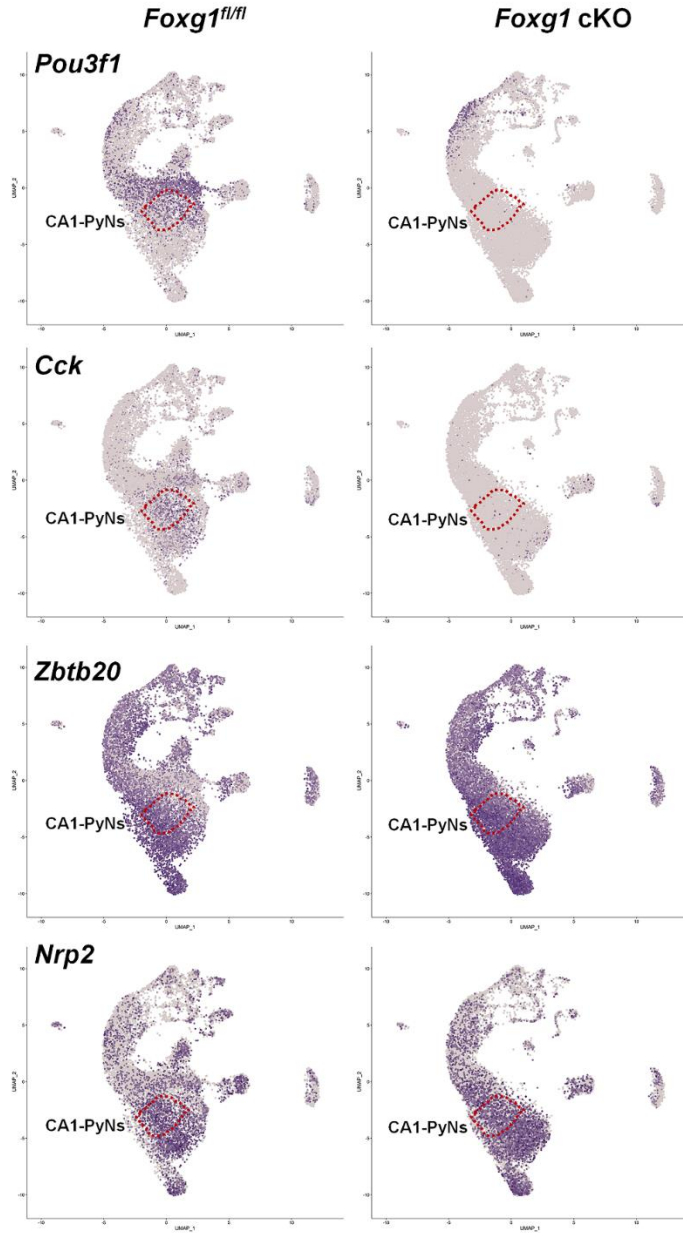

fig. S2. Expression of gene markers specific to CA1-PyNs and markers coexpressed between CA1-PyNs and CA3-PyNs.

(A) UMAP plots showing the expression of gene markers, *Pou3f1*, and *Cck*, which are specific to CA1-PyNs, and markers, *Zbtb20*, and *Nrp2*, which are coexpressed between CA1-PyNs and CA3-PyNs in control and *Foxg1* cKO mice. The color key indicates expression levels (purple, high; gray, low).

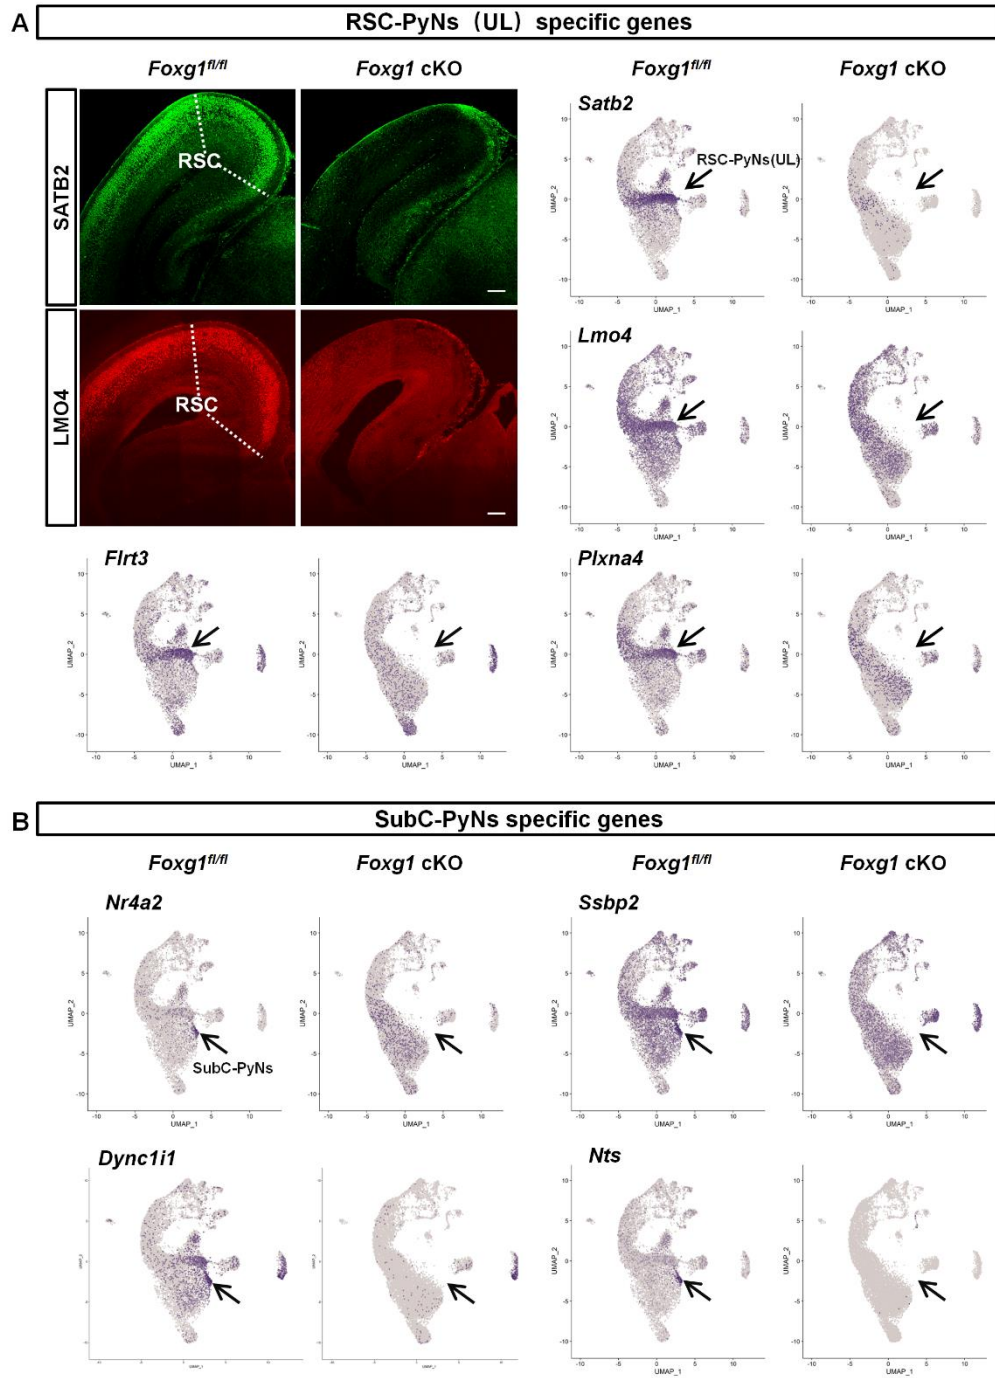

fig. S3. Identification of RSC-PyNs(UL) and SubC-PyNs specific genes by scRNA-seq between the two genotypes.

(A) Immunostaining against SATB2 and LMO4 at P0, showing loss of SATB2 and LMO4 in the RSC-PyNs (UL) in *Foxg1* cKO mice. UMAP plots showing the expression of *Satb2*, *Lmo4*,

Flrt3, and *Plxna4* in control and *Foxg1* cKO mice. The color key indicates expression levels (purple, high; gray, low).

(B) UMAP plots showing the expression of SubC-PyNs-specific genes *Nr4a2*, *Ssbp2*, *Dync1i1*, and *Nts* in control and *Foxg1* cKO mice.

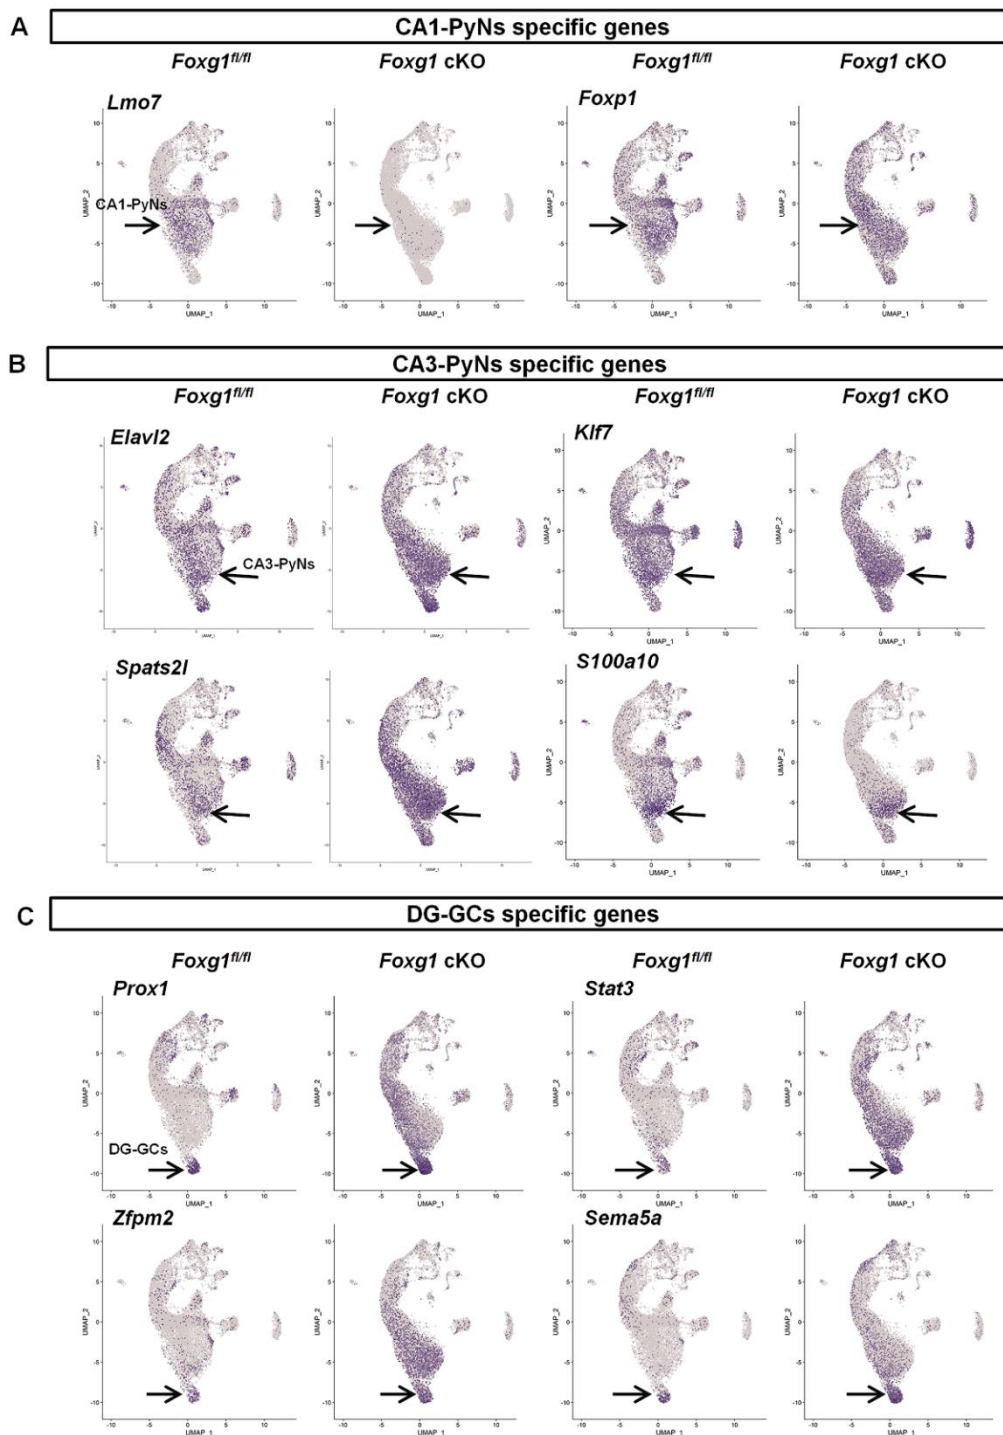

fig. S4. Identification of hippocampal neuron subtype-specific genes by scRNA-seq between the two genotypes.

(A) UMAP plots showing the expression of the CA1-PyN-specific genes *Lmo7* and *Foxp1* in control and *Foxg1* cKO mice.

(B) UMAP plots showing the expression of the CA3-PyN-specific genes *Elavl2*, *Klf7*, *S100a10*, and *Spats2l* in control and *Foxg1* cKO mice.

(C) UMAP plots showing the expression of the DG-GC-specific genes *Prox1*, *Stat3*, *Zfp2* and *Sema5a* in control and *Foxg1* cKO mice.

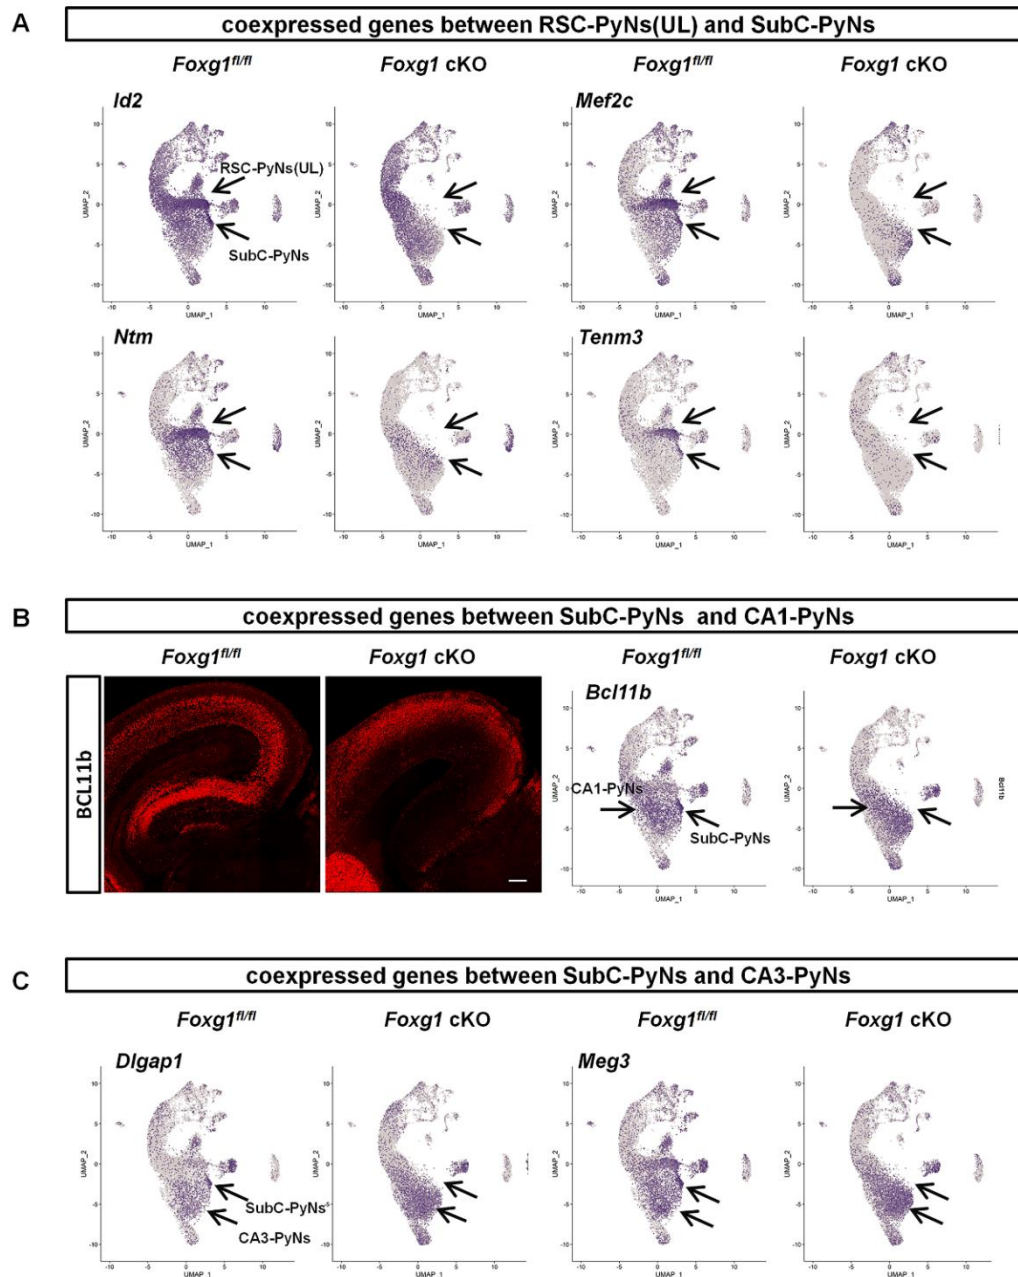

fig. S5. Identification of coexpressed genes between SubC-PyNs and RSC-PyNs (UL), SubC-PyNs and CA1-PyNs, and SubC-PyNs and CA3-PyNs by scRNA-seq between the two genotypes.

(A) UMAP plots showing the expression of coexpressed genes between SubC-PyNs and RSC-PyNs (UL) *Id2*, *Mef2c*, *Ntm*, and *Tenm3* in control and *Foxg1* cKO mice.

(B) Immunostaining against BCL11B at P0, showing Bcl11B downregulated in *Foxg1* cKO MP.

UMAP plots showing *Bcl11b* downregulation in the MP but upregulation in the neocortex in *Foxg1* cKO mice.

(C) UMAP plots showing the expression of the coexpressed genes *Dlgap1* and *Meg3* between SubC-PyNs and CA3-PyNs in control and *Foxg1* cKO mice.

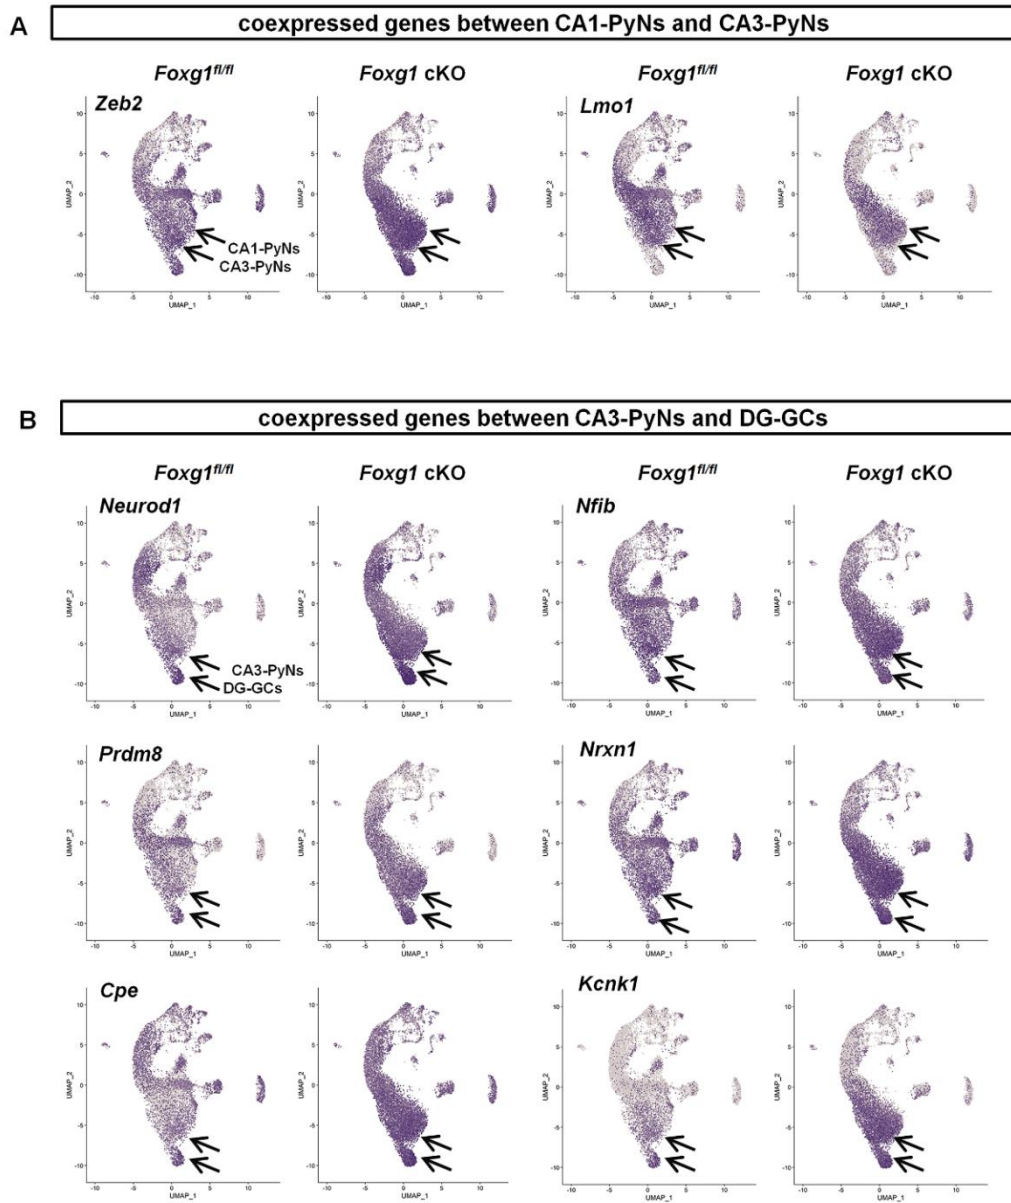

fig. S6. Identification of coexpressed genes between CA3-PyNs and CA1-PyNs and CA3-PyNs and DG-GCs by scRNA-seq between the two genotypes.

(A) UMAP plots showing the expression of the coexpressed genes *Zeb2* and *Lmo1* between CA3-PyNs and CA1-PyNs in control and *Foxg1* cKO mice.

(B) UMAP plots showing the expression of the coexpressed genes *Neurod1*, *Nfib*, *Prdm8*, *Nrnx1*, *Cpe*, and *Kcnk1* between CA3-PyNs and DG-GCs in control and *Foxg1* cKO mice.

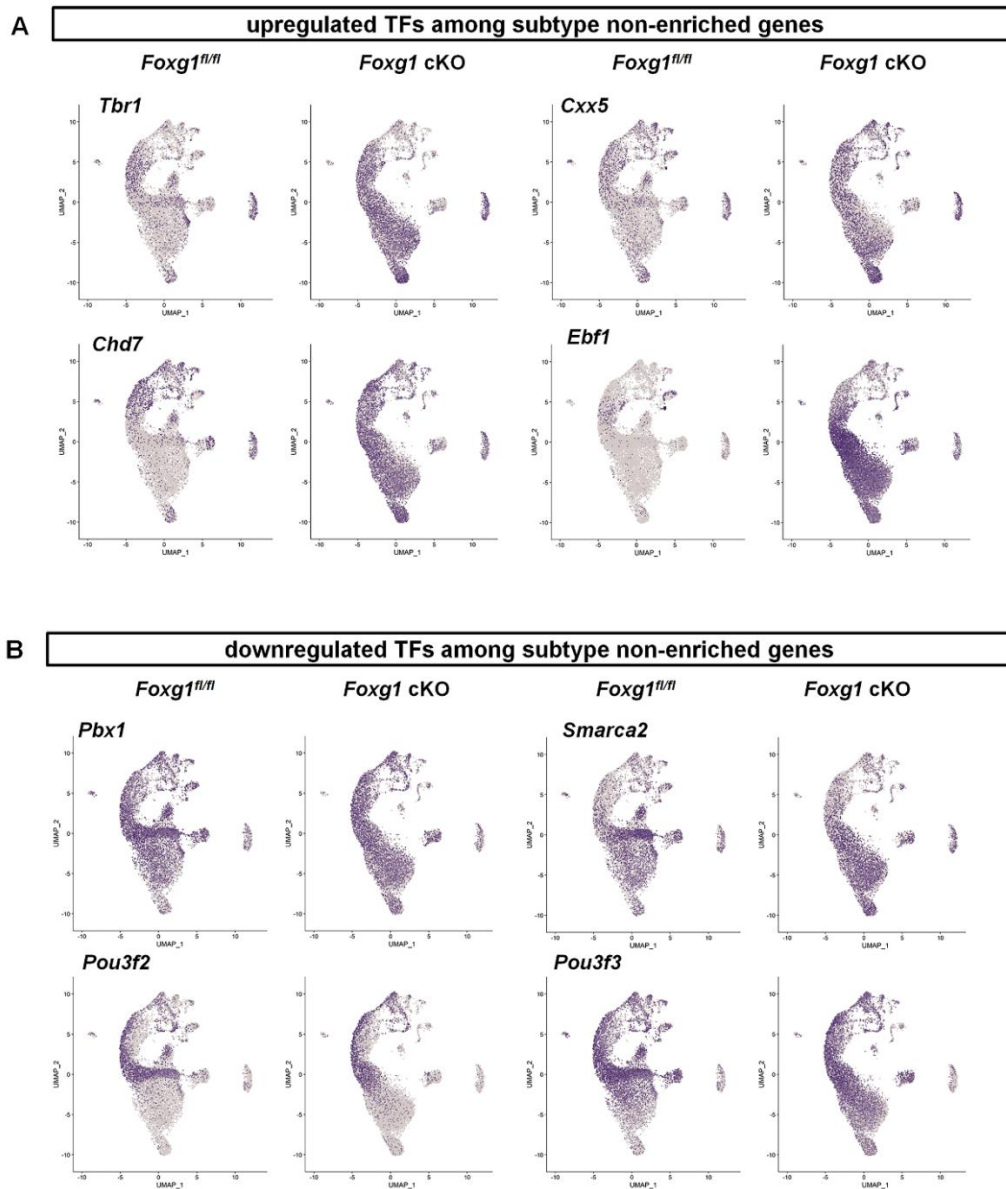

fig. S7. Identification of subtype-nonenriched genes by scRNA-seq between the two genotypes.

(A) UMAP plots showing the upregulation of subtype-nonenriched genes *Tbr1*, *Cxx5*, *Chd7*, and *Ebf1* in the *Foxg1* cKO MP.

(B) UMAP plots showing the downregulation of subtype-nonenriched genes *Pbx1*, *Smarca2*, *Pou3f2*, and *Pou3f3* in the *Foxg1* cKO MP.

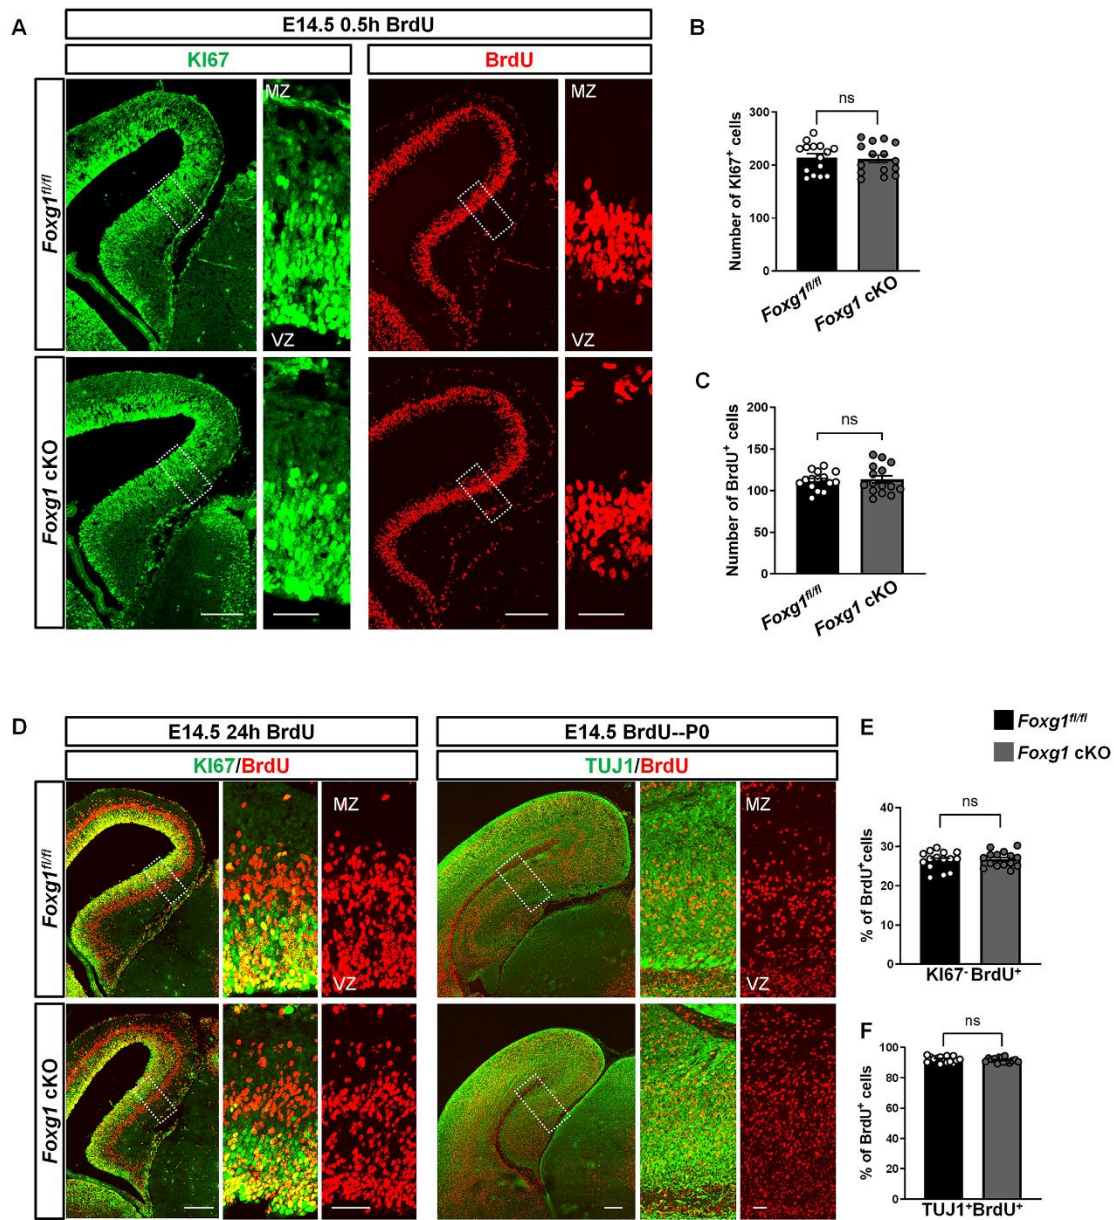

fig. S8. Postmitotic deletion of *Foxg1* does not alter the proliferation and differentiation in the MP.

(A) Immunostaining against cell cycle marker KI67 and BrdU after 0.5h pulse at E14.5 showing the proliferation is comparable between the control and *Foxg1* cKO mice.

(B) Quantification analysis of the number of KI67⁺ cells at E14.5 showing no significant difference between the control and *Foxg1* cKO mice.

(C) Quantification analysis of the number of BrdU⁺ cells at E14.5 showing no significant differences between the control and *Foxg1* cKO mice.

(D) Immunostaining against KI67 and BrdU after 24h BrdU injection at E14.5, and immunostaining against TUJ1 and BrdU at P0 after BrdU injection at E14.5 showing that the differentiation is not changed in *Foxg1* cKO mice.

(E) Quantification analysis of the ratio of KI67⁺BrdU⁺ cells/ BrdU⁺ cells showing cell cycle exit is not altered in *Foxg1* cKO mice.

(F) Quantification analysis of the ratio of TUJ1⁺BrdU⁺ cells/ BrdU⁺ cells showing no significant differences between the control and the *Foxg1* cKO mice.

Data are presented as the mean $\pm$ SEM, B, C, E, F, unpaired Student's *t* test, ns: not significant.

Scale bar=200 μ m in overview of A, D, the magnification of A, D, scale bar=50 μ m.

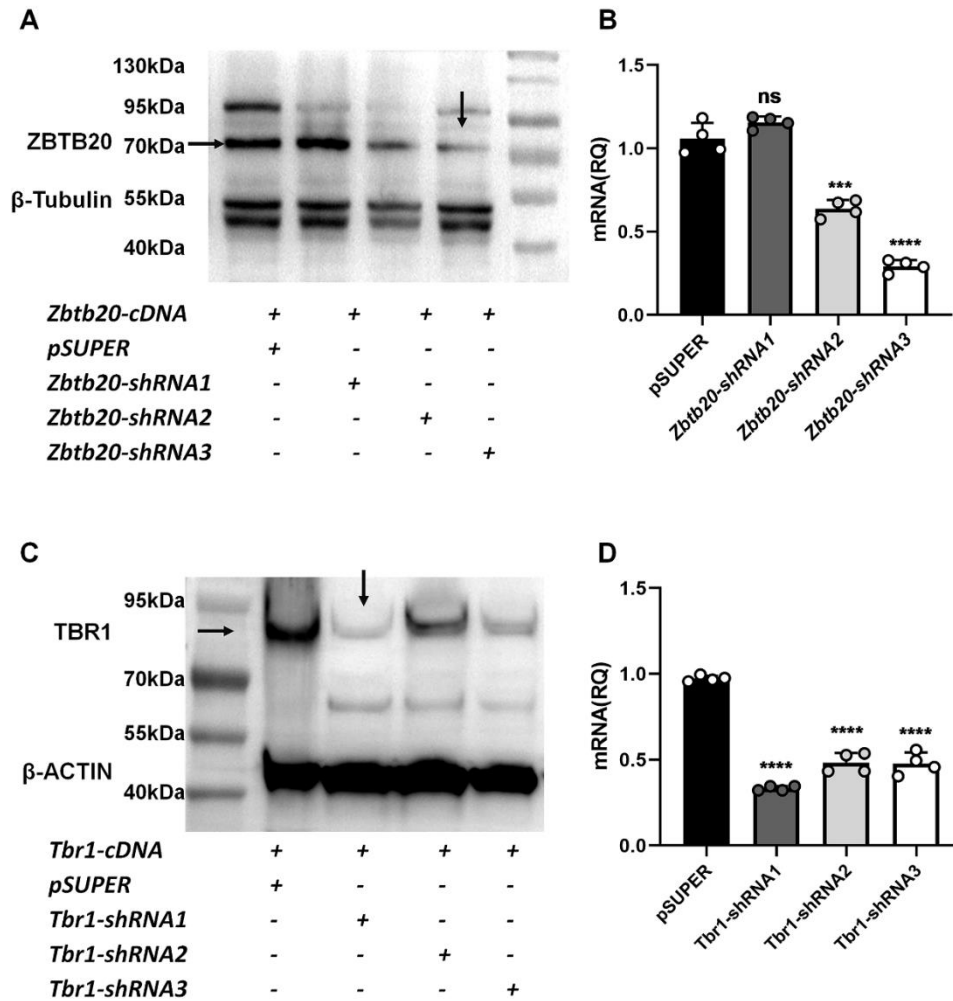

fig. S9. Assessment of ZBTB20 and TBR1 knockdown efficiency.

(A) Western blots of N2A cells transfected with *Zbtb20*-shRNA showing efficient ZBTB20 knockdown by *Zbtb20*-shRNA3.

(B) qPCR of N2A cell samples transfected with *Zbtb20*-shRNA showing efficient ZBTB20 knockdown by *Zbtb20*-shRNA3.

(C) Western blots of N2A cells transfected with *Tbr1*-shRNA showing efficient TBR1 knockdown by *Tbr1*-shRNA1.

(D) qPCR of N2A cell samples transfected with *Tbr1*-shRNA showing efficient TBR1 knockdown by *Tbr1*-shRNA1.

Data are presented as the mean $\pm$ SEM, B, D unpaired Student's t test, *** $P < 0.001$, **** $P < 0.0001$, ns: not significant.

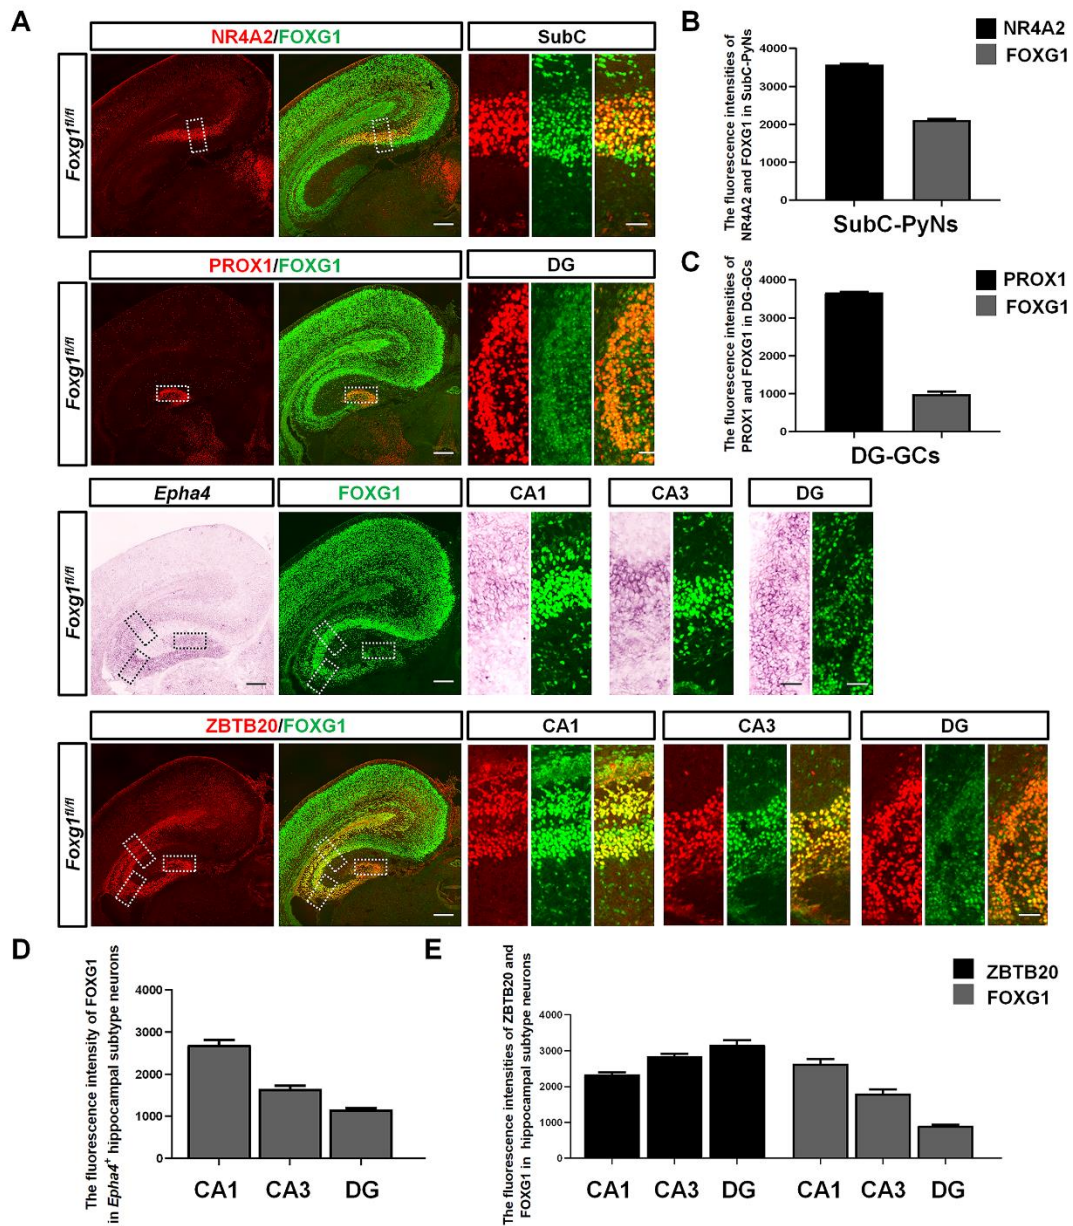

fig. S10. Assessment of the expression levels of FOXG1 in MP different neuron subtypes.

(A) Immunostaining against FOXG1 with NR4A2, PROX1 and ZBTB20, and *Epha4* *in situ* hybridization at P0 in control mice.

(B) Quantification analysis of the fluorescence intensities of NR4A2 and FOXG1 showing high expression level of FOXG1 in SubC-PyNs.

(C) Quantification analysis of the fluorescence intensities of PROX1 and FOXG1 showing low expression level of FOXG1 in DG-GCs.

(D) Quantification analysis of the fluorescence intensities of FOXG1 showing that the expression of FOXG1 exhibits a CA1^{high}-DG^{low} pattern which is complementary to that of *Epha4*.

(E) Quantification analysis of the fluorescence intensities of ZBTB20 and FOXG1 showing that the expression of FOXG1 exhibits a CA1^{high}-DG^{low} pattern which is complementary to that of ZBTB20.

Data are presented as the mean $\pm$ SEM, B, C, D, E

Scale bar=200 μ m in overview of A, the magnification of A, scale bar=50 μ m.

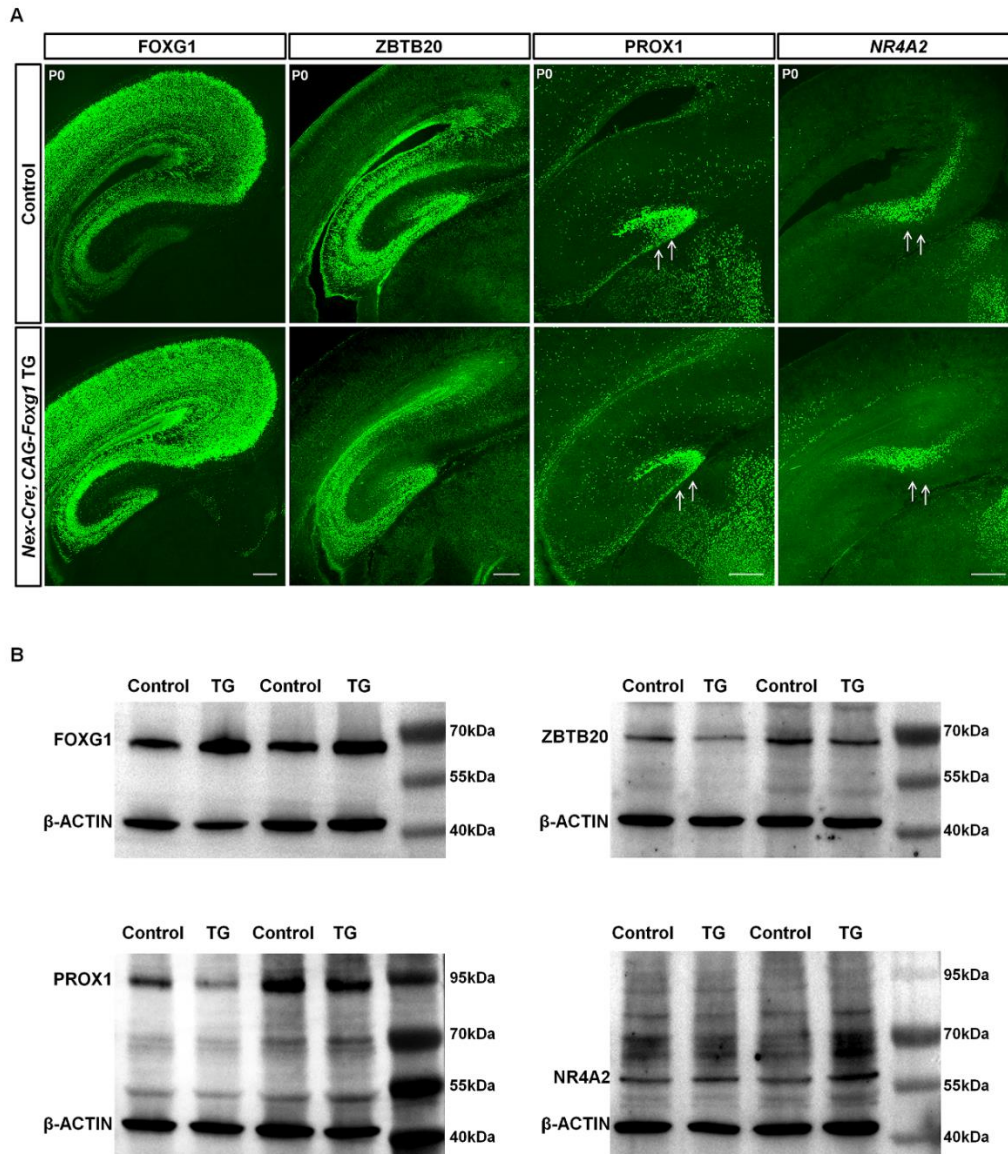

fig. S11. Overexpression of FOXG1 is capable to repress *Zbtb20*, *Prox1*, and promote *Nr4a2*.

(A) immunostaining against FOXG1, ZBTB20, PROX1, and NR4A2 in P0 *Nex-Cre; CAG-loxp-stop-loxp-Foxg1-IRES-EGFP* mice showing an obvious decrease in the expression levels of ZBTB20 and PROX1 and a slightly increased NR4A2 level in the *Foxg1* overexpressed MP.

(B) Western blots at P0 confirm the downregulation of ZBTB20 and PROX1, the upregulation of NR4A2 after *Foxg1* overexpression in *Nex-Cre; CAG-loxp-stop-loxp-Foxg1-IRES-EGFP* mice.

Scale bar=200μm in overview of A.

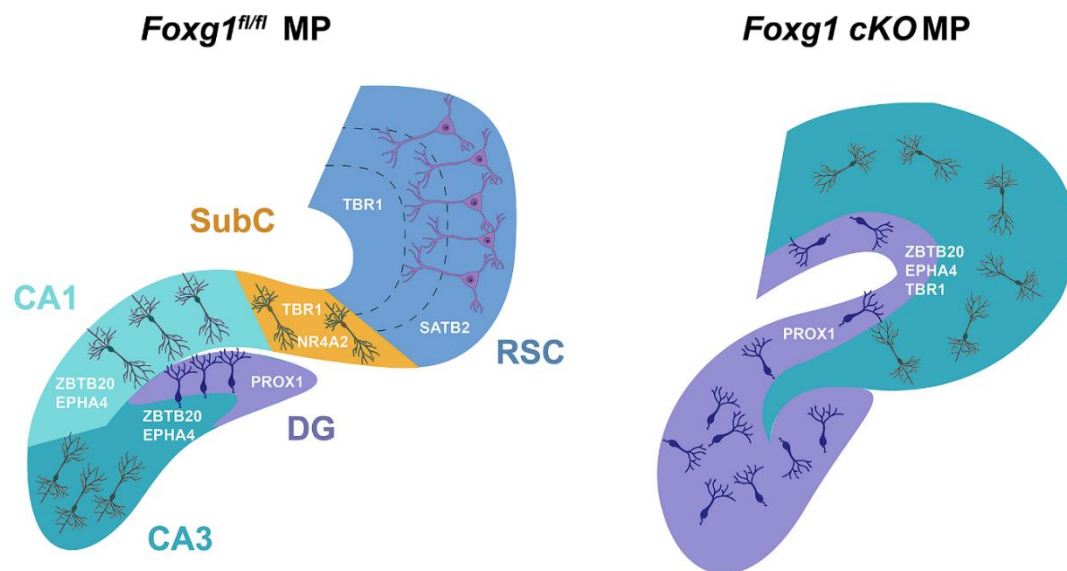

fig. S12. Summary model of the FOXG1-regulated transcriptional mechanism controlling MP principal neuron subtype specification.

Supplementary tables

*Note: All supplementary tables have been provided as separate files.

table S1: MP 7 subtypes enriched genes

table S2: MP-DEGs

table S3: MP-DEGs vs FOXG1 candidate target genes

table S4: The antibodies for immunofluorescence and western blotting analyses

table S5: The primers for *in situ* probes and qPCR

table S6: List of construction carrying point mutation in FOXG1-binding loci

# Supplementary material for: FOXG1 drives transcriptomic networks to specify principal neuron subtypes during the development of the medial pallium
**Source:** Sci Adv. 2023 Feb 15;9(7):eade2441. doi: 10.1126/sciadv.ade2441
**Supplement:** Supplementary file 2 — Tables S1 to S6

**Table S4. The antibodies for immunofluorescence and western blotting analyses**

| Rabbit anti-FOXG1 | Abcam | Cat. #AB18259; RRID: AB_732415 |
| --- | --- | --- |
| Rabbit anti-CALRETININ | Millipore | Cat. # AB5054; RRID: AB_2068506 |
| Mouse anti-SYNAPTOPORIN | Santa Cruz | Cat. # sc-376761; RRID: AB_564017 |
| Rabbit anti-ZBTB20 | Synaptic System | Cat. #262003; RRID: AB_2739245 |
| Mouse anti-ZBTB20 | Santa Cruz | Cat. #sc-515370; RRID: AB_2924763 |
| Chicken anti-GFP | Abcam | Cat. #ab13970; RRID: AB_300798 |
| Goat anti-PROX1 | R&D | Cat. #AF2727; RRID: AB_2170716 |
| Mouse anti-NR4A2 | Abcam | Cat. #ab41917; RRID: AB_776887 |
| Rat anti-BCL11B | Abcam | Cat. #ab18462; RRID: AB_2064130 |
| Guinea pig anti-TBR1 | Synaptic System | Cat. #328005; RRID: AB_2620072 |
| Rabbit anti-POU3F1 | GeneTex | Cat. #GTX134063; RRID: AB_2887197 |
| Rabbit anti-FOXP1 | Abcam | Cat. #ab16645; RRID: AB_732428 |
| Mouse anti-SATB2 | Santa Cruz | Cat. # sc-81376; RRID: AB_1129287 |
| Goat anti-LMO4 | Santa Cruz | Cat. # sc-11122; RRID: AB_648429 |
| Rabbit anti-KI67 | Abcam | Cat. #ab16667; RRID: AB_302459 |
| Rat anti-BrdU | Abcam | Cat. #ab6326; RRID: AB_305426 |
| Mouse anti-TUJ1 | Abcam | Cat. #ab78078; RRID: AB_2256751 |
| Mouse anti-PAX6 | Santa Cruz | Cat. #sc-81649; RRID: AB_1127044 |
| Rabbit anti-CASPASE3 | Millipore | Cat. #AB3623; RRID: AB_303959 |
| Rabbit anti-GAPDH | Abcam | Cat. #2251-1; RRID:AB_126717 |
| Rabbit anti-β-ACTIN | Cell signaling Technology | Cat. #4967; RRID: AB_330288 |
| Rabbit anti-β-TUBULIN | Cell signaling Technology | Cat. #15115; RRID: AB_2798712 |
| anti-digoxigenin-alkaline phosphatase | Roche | Cat. #11093274910; RRID: AB_514497 |
| Rabbit anti-IgG | Millipore | Cat. #12-370; RRID: 145841 |

**Table S5. The primers for *in situ* probes and qPCR**

| Mouse *Nef3* (*in situ*) | F: 5’- GATGAAGGTGAGCAGGAAGAA-3’ |
| --- | --- |
|  | R: 5’- CTGGGTGACTTCCTTGACTATG-3’ |
| Mouse *Fn1* (*in situ*) | F: 5’- CCCTTACAGTTCCAAGTTCCTG-3’ |
|  | R: 5’- AAAGGCTTAAGGGTGAAAGGAC-3’ |
| Mouse *Mpped1* (*in situ*) | F: 5’- GACCAGCCAGCAACGAGT-3’ |
|  | R: 5’- GGAACCCTCGGAAGGAAA-3’ |
| Mouse *Grik4* (*in situ*) | F: 5’- GGAAGGCAATGACCGATATGA-3’ |
|  | R: 5’- GTACTGGTTGACCAGGAGATTAC-3’ |
| Mouse *EphA4* (*in situ*) | F: 5’- CGCGAATGAAGTTACTTT A-3’ |
|  | R: 5’- TATCAGGAAACTGGGCTAGAT-3’ |
| Mouse *Zbtb20* (ChIP-qPCR) | F: 5’- TTCCTCCAGAAGCCTGTCTA-3’ |
|  | R: 5’- CGGCAACCTCTTGCATTTG-3’ |
| Mouse *Prox1*(ChIP-qPCR) | F: 5’- TCTAGGCTGATGGCGTTGTGCTG-3’ |
|  | R: 5’- ACACTGGCTGCTCTGGAAGGGAA-3’ |
| Mouse *Epha4*(ChIP-qPCR) | F: 5’- GTGTCTAACTCACTGGGTTCTG-3’ |
|  | R: 5’- CCCTTCCACAAAGGCAACTA-3’ |
| Mouse *Nr4a2* (ChIP-qPCR) | F: 5’- AGCCAGCGGGGCCGGAGAGAGGGAC-3’ |
|  | R: 5’- TGCATGTTGGCAGCAGCAGCTCGA-3’ |
| Mouse *Tbr1*(ChIP-qPCR) | F: 5’- GCTAGCTGCTCTTCAGATGAT-3’ |
|  | R: 5’- GCGCTGAAGTGCTTTAATGTAT-3’ |
| Mouse *Hemo* (ChIP-qPCR) | F: 5’- CTCCCTTGCACCTGTACCTC-3’ |
|  | R: 5’- CTTTACTGCCCCATGGCTAA-3’ |
| Mouse *Zbtb20*  (Vector contruction) | F: 5’- TCAGGGTACCTTCCTCCAGAAGCCTGTCTA-3’ |
|  | R: 5’- AAAGAGCTCCGGCAACCTCTTGCATTTG-3’ |
| Mouse *Prox1*  (Vector contruction) | F: 5’- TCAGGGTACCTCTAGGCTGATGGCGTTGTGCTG -3’ |
|  | R: 5’- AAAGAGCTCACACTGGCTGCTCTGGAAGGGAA-3’ |
| Mouse *Epha4*  (Vector contruction) | F: 5’- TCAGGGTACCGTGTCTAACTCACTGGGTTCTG-3’ |
|  | R: 5’- AAAGAGCTCCCCTTCCACAAAGGCAACTA-3’ |
| Mouse *Nr4a2*  (Vector contruction) | F: 5’- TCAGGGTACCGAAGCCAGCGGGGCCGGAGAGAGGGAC-3’ |
|  | R: 5’- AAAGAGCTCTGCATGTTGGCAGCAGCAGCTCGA-3’ |
| Mouse *Zbtb20* (qPCR) | F: 5’- CTGTCAGTAACAGCTCCGATAAG-3’ |
|  | R: 5’- GGGTTTCTGTCTGGCGTAAATA-3’ |
| Mouse *Tbr1* (qPCR) | F: 5’- GCTTCGTCACAGTTTCGATGG -3’ |
|  | R: 5’- CCGTTGGTAATGACCGGGTG -3’ |

**Table S6. List of construction carrying point mutation in FOXG1-binding loci**

| Construct name | Primers | Point mutation loci |
| --- | --- | --- |
| Mouse *Zbtb20*  (binding loci mut) | F: 5’- AACCTTTTTGAGGGGGGACAGGCAACA  TGACTCAACAGAATGCT-3’ | G**TA**AACA  G**GC**AACA |
|  | R: 5’-AGCATTCTGTTGAGTCATGTTTGCCTGT  CCCCCCTCAAAAAGGTT-3’ |  |
| Mouse *Zbtb20*  (non-binding loci mut) | F: 5’- TTTTGGAACCTTTTGCGGGGGGACAGTA  AACATGACTCAA-3’ | TTT**TA**G  TTT**GC**G |
|  | R: 5’-TTGAGTCATGTTTACTGTCCCCCCCGAA  AAGGTTCCAAAA-3’ |  |
| Mouse *Prox1*  (binding loci mut) | F: 5’- TAAGGAAGGAGACATGACTCAGCAATAA  GGTGCTGGGAAC-3’ | A**TA**AATA  A**GC**AACA |
|  | R: 5’-GTTCCCAGCACCTTCGTTATGAGTCATGT  CTCCTTCCTTA-3’ |  |
| Mouse *Prox1*  (non-binding loci mut) | F: 5’- CGTTGTGCTGAGGCAGGAAGGAGACATG  ACTCATAAATA-3’ | G**TA**AGG  G**GC**AGG |
|  | R: 5’-TATTTATGAGTCATGTCTCCTTCCTCGCTC  AGCACAACG-3’ |  |
| Mouse *Epha4*  (binding loci mut) | F: 5’- TTCTACTTCCAGTGCAAAGCAACATGCC  ACTTAGAGACAGA-3’ | A**TA**AACA  A**GC**AACA |
|  | R: 5’-TCTGTCTCTAAGTGGCATGTTCGTTTGCA  CTGGAAGTAGAA-3’ |  |
| Mouse *Epha4*  (non-binding loci mut) | F: 5’- AAATAAACATGCCACTGCGAGACAGAC  ATGAAACCACTC-3’ | CT**TA**GAG    CT**GC**GAG |
|  | R: 5’-GAGTGGTTTCATGTCTGTCTCCGAGTGG  CATGTTTATTT-3’ |  |
| Mouse *Nr4a2*  (binding loci mut) | F: 5’- TGGCCCTGGCCGCCAATGTGCCTTTGTT  GCTGTGGCTCGA-3’ | A**TA**AACA  A**GC**AACA |
|  | R: 5’-TCGAGCCACATAAACAAAGGCACATTG  GCGGCCAGGGCCA-3’ |  |
| Mouse *Nr4a2*  (non-binding loci mut) | F: 5’- TGCCTTTGTTTATGTGGCTCGAGCTGCT  GCTGCCAACCGGCA-3’ | C**AT**GCA  C**CG**GCA |
|  | R: 5’-TGCCGGTTGGCAGCAGCAGCTCGAGCC  ACATAAACAAAGGCA-3’ |  |

How the deposited data were processed for this re-analysis (not part of the article)

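Dissociated cells of the MP at E17.5 were profiled as 1 droplet library of control mice and 1 library of *Foxg1* cKO mice. The authors aligned the reads to the mouse genome build mm10 and counted UMIs with Cell Ranger (version 5.0.0 in the header of the deposited matrices), and the deposited values are raw counts of UMIs per gene and barcode, with no normalization. The submitters' processing notes also name Seurat 4.0.6. Gene coordinates were taken from the GENCODE vM21 annotation of GRCm38 (mm10). No replicate libraries, GO terms or ChIP-seq data were analysed here.

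Cells with 750 to 5000 genes and under 10% mitochondrial UMIs were kept. Of 28033 barcodes in both libraries this left 27239 cells, where the paper's reported number is 27198, with a median of 3424 UMIs per control cell and 4164 per *Foxg1* cKO cell. Clustering used Seurat 5.3.0 in R 4.3.3, with counts scaled to 10000 per cell and log-transformed, 2000 variable genes per library, integration by canonical correlation anchors over 30 dimensions, 30 components and Louvain clustering at a resolution of 0.8. The paper's methods kept the components that passed a resampling test, which was not repeated here, and its text gives neither their number nor the variable genes nor the resolution. Clusters were named from marker lists fixed in advance, by at least 3 markers among their 30 leading genes in control cells. Classes were checked for clusters with more markers of other classes than of their own among the top 10 genes of each genotype. In the clustering used for the values given, the SubC-PyN–like cluster failed this in *Foxg1* cKO cells and is compared by its number. Under the alternatives, it was failed in *Foxg1* cKO cells by SubC-PyNs without the genes of Table S2, RSC-PyNs (UL) with 20 components, a DG-GC cluster at resolution 1.2, CA1-PyNs without a filter and deep-layer RSC-PyNs without integration, so that their shares are those of clusters named from control cells. Clusters led by *Olig1* and *Olig2*, by *Calb2* and *Ppp1r14c*, and by *Ttr* stayed unnamed and held 3.2%, 0.912% and 1.38% of control cells and 2.03%, 3.04% and 0.318% of *Foxg1* cKO cells. Doublets were called with Scrublet in scanpy 1.11.5. An expected rate of 6% called none, and a rate of 10%, chosen after that, called 655 control and 508 *Foxg1* cKO cells, which were kept and left out in 1 alternative.

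UMIs were summed per class and library, divided by the class total and given as CPM. Log2 ratios took a pseudocount of 1 CPM, and intervals are exact at 95% and cover counting error only. With 1 library per genotype no p-values, standard errors or counts of changed genes were computed. Shares of cells with a UMI were taken after thinning each cell to 1500 UMIs without replacement, which left out no cell, and endothelial-like and microglia-like cells were taken as the background of free RNA. This background is approximate, since it may hold transcripts of these cells themselves. Free RNA can also make up a larger part of shallow cells, and these cells had a median of 2522 UMIs in the control and 5242 in *Foxg1* cKO mice. Interneurons, neural stem cells, endothelial cells and microglia, which Nex-Cre does not recombine, served as a comparison of the libraries. The 25 gene lists were fixed in advance, members counted as measured at 5 CPM or more in 1 library, and each median was ranked among 10000 random lists matched on expression in 20 bins. Several lists hold genes of Table S2, such as *Satb2*, *Pou3f1*, *Reln* and *Pcdh19*, which the paper chose on the same libraries. The percentiles of such lists are therefore not independent evidence of direction. The genes named are 84 that the text of the paper names, the 10 with the highest and the 10 with the lowest log2 ratio in principal neurons among genes with at least 20 CPM in 1 library and 1 direction in all classes with 50 cells, and 2 to 4 members of each list with the largest log2 ratios. Values in the paper's tables had been seen when this rule was written. Genes named as leading a cluster or as differing alike in all cells were chosen after their values were seen.

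The steps were tested on simulated counts for 5898 genes with the means and library sizes of the principal neurons. Genes simulated at log2 ratios of -2, -1, 1 and 2 were estimated at medians of -1.94, -0.968, 0.974 and 1.98, with all 50 of each past 0.3, and 0 of 5698 unchanged genes passed 0.3. A planted list of higher genes lay at percentile 100, and 9 of 200 unchanged lists lay in the outer 5% of percentiles. The simulated counts held Poisson counting noise only. They had no variation between animals or library preparations, no free RNA and no change in class mix. The simulation therefore checks the computation and gives no false-positive rate for the real libraries. Alternatives covered the genes and parameters of the clustering, the integration, the filter, doublets, thinning, scaling, the pseudocount, the weighting of cells and classes and the minimum level. Scaling by the median gene ratio would shift log2 ratios by 0.02. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.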

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

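The test that uses *Ndnf* was chosen only after its result was seen, and the others below were written down before theirs. Genes and gene lists that stood above their control levels in *Foxg1* cKO principal neurons are given below. The text of the paper reports the genes of Table S2 together and names *Ebf1*, *Satb2* and *Neurod6*, but it does not name *Xist*, *Olig3*, *Cdh22*, *Fibin*, *Rmst*, *Camk2d*, *Rpl29* or *Gm10260*.

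*Xist*, which coats the inactive X chromosome in female cells, stood at 0.0904 CPM in the control and 1055.2 CPM in *Foxg1* cKO mice (chromosome X from 103460366 to 103483254 on the minus strand), a log2 ratio of 9.92. Principal neurons with an *Xist* UMI numbered 3 (0.0367%) in the control and 5588 (60.7%) in the *Foxg1* cKO library, and a UMI of a Y-linked gene was found in 33.4% and 21.2%. The lowest log2 ratio of *Xist* among interneurons, neural stem cells, endothelial cells and microglia was 8.92, which is consistent with embryos of different sex in the 2 libraries, with male cells in the control and cells of both sexes in the *Foxg1* cKO library. Against an effect of *Foxg1* on *Xist* within the Nex-Cre lineage, the log2 ratio outside the lineage was 0.936 of that in principal neurons. The paper states that data were pooled between sexes, and the number and sex of the embryos behind each library were not given in the sources used here.

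The genes of Table S2 also differed outside the Nex-Cre lineage, where *Foxg1* should be intact. Signed by their direction in principal neurons, their median log2 ratio was 0.868 there and 0.383 outside the lineage, which is 0.441 of it and lies between the bounds set in advance for a difference shared by all cells of a library and for none. Embryo sex as the main cause was argued against, since within the *Foxg1* cKO library the ratio between principal neurons with *Xist* and those with a Y-linked gene was 0.00317 of that between the libraries, and between cells with a Y-linked gene in both libraries 430 genes kept the listed direction (median 0.875). Free RNA from principal neurons could not be tested as planned, since 0 genes of Table S2 were held at a low enough level outside the lineage, but *Satb2* was found there at 20.6% of its level in control principal neurons and *Neurod6* at 25.7%, and such a share of free RNA alone would give a median of 0.225. Free RNA, a difference between litters or library preparations, and signals from *Foxg1* cKO neurons to other cells, which were not tested, all stay open.

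Of 11 CR genes, *Reln*, *Ebf1*, *Ebf3*, *Calb2* and *Nhlh2* reached 5 CPM and stood higher in *Foxg1* cKO principal neurons, with a median log2 ratio of 2.47 and a sum of 133.3 CPM in the control and 1061 CPM in *Foxg1* cKO mice. The other 6, *Trp73*, *Lhx1*, *Lhx5*, *Ebf2*, *Cacna2d2* and *Ndnf*, lay between -0.38 and 0.18, and the median of all 11 was 0.179. RNA of CR cells, as free RNA or doublets, was argued against as the main source, because *Ndnf*, at 978 CPM in *Foxg1* cKO CR cells and 2.42 CPM in principal neurons, allows CR RNA to make up 0.942% (median) of the level of the members, although the 5 most abundant CR genes had a median of 1.67, as such RNA would need. *Ebf1* stood at 610 CPM in principal neurons and 146 CPM in CR cells. Outside the Nex-Cre lineage the members reached 0.552 of their median in principal neurons, which is consistent with a part shared by all cells of the library, through free RNA of principal neurons or otherwise. *Calb2* also leads control DG-GCs, and the paper names *Nhlh2* as a DG-GC gene. DG-GCs held 382 of 8178 control and 1011 of 9205 *Foxg1* cKO principal neurons. How far this change in class mix adds to the ratios of these 2 genes was not tested. A higher level of the 5 CR genes in neurons without *Foxg1* is a hypothesis that this part leaves open.

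Other values stood out without an explanation being tested. *Olig3* had a log2 ratio of 6.66, with 4.31 outside the Nex-Cre lineage. *Cdh22*, a cadherin, had 3.99 (1.17 outside), *Fibin* 3.88 (3.14 outside), *Rmst* 3.56 (0.66 outside) and *Camk2d* 3.48 (0.03 outside). *Rpl29* had 4.11 and *Gm10260* 4.71, with 4.20 and 4.94 outside the lineage. The ratio of *Rpl29*, a ribosomal protein gene with near-identical copies, is uncertain, and so is that of the predicted gene *Gm10260*. The 6 measured cortical hem genes had a median of 1.5 with 2 members below -0.3, and all 13 a median of -0.0162. Delta protocadherins had a median of 1.32 and immediate early genes of 0.435, the last with 0.34 outside the lineage.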

How the results depend on the processing

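Alternatives were fixed before the data were examined, except 3 that were chosen after seeing the data: counting the unnamed *Calb2* cluster among principal neurons, leaving out cluster 4, and keeping only cells above the lowest UMI count of *Foxg1* cKO mice. The doublet rate of 10% was also chosen after 6% called none. No paired analysis was possible because each genotype has 1 library, and for the same reason no replicate could be left out. The number of genes of Table S2 with the listed direction, of named genes past 0.3 and of markers more frequent in *Foxg1* cKO mice stayed within 1.5 times the values given under all alternatives run on them. Depth limits the *Foxg1* cKO values of RSC-PyNs (UL), which rest on 63 cells, and control cells under 2769 UMIs have no counterpart in the other library.

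The share of RSC-PyNs (UL) differed by -8.24 percentage points, and by -9.13 at resolution 1.2, -1.71 without the genes of Table S2, -5.43 with 20 components (where its *Foxg1* cKO cells had more markers of other classes than their own), -12.3 without integration and -11.2 above the lowest UMI count of *Foxg1* cKO mice. For the SubC-PyN–like class the difference of 7.03 became 0.618 at resolution 0.4, 2.85 with 20 components, 5.77 above that UMI count and 1.1 without the genes of Table S2, and it reversed to -0.165 at resolution 1.2 (within counting error), -2.78 without integration, -3.36 when *Foxg1* cKO cells took the class of the nearest control cells, and -0.705 without a filter on cells. The CA1-PyN difference of -2.4 was -7.12 with nearest control cells and -4.07 above the UMI count, and it reversed to 2.83 with 20 components and 4.41 without a filter (where its *Foxg1* cKO cells had more markers of other classes). No CA1-PyN–like class formed without the genes of Table S2, at resolution 0.4 or without integration. CA3-PyNs (5.35) had 10 at resolution 0.4, 2.17 at resolution 1.2, 12.3 without integration, 15 with nearest control cells, 4.37 without a filter and 1.85 above the UMI count. DG-GCs (4.69) had 10.2 at resolution 1.2 (with 1182 of its 2314 *Foxg1* cKO cells in a cluster with more markers of other classes), 7.16 without integration, 9.08 with nearest control cells, 5.41 without a filter, 4.03 above the UMI count and 3.16 without the genes of Table S2. The 8 classes that are not principal neurons (-8.28) had -11.1 at resolution 0.4, -11.7 without integration, -2.83 without a filter and -3.07 above the UMI count. RSC-PyNs (middle layer) reversed from 2.5 to -6.71 with nearest control cells and -5.54 without a filter, and above the UMI count interneurons reversed from -1.04 to 1.44 and CR cells from 0.52 to -0.162. RSC-PyNs (deep layer) differed by -0.534, within counting error. This became 8.64 with nearest control cells, 2.49 above the UMI count, 1.72 at resolution 0.4 and 0.669 without the genes of Table S2. Without integration it was 1.82, but there the *Foxg1* cKO cells had more markers of other classes. At resolution 1.2 the sign changed within counting error. It stayed negative with 20 components (-0.411), no filter (-0.0645), the stricter filter (-0.688) and called doublets left out (-0.706). The cause of these shifts was not tested, apart from the UMI count, which removes control cells only.

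Among gene levels, *Axin2* reversed from 0.30 to -0.20 and *Nr4a2* from -0.33 to 0.07 with the mean over classes, *Nr4a2* to 0.42 without cluster 4, and *Meg3* in the SubC-PyN–like class from -0.57 to 0.13 with nearest control cells. The mean over cells compresses log2 ratios by its construction, since it adds 1 to counts per 10000, and gave list medians of 0.623 for CR genes, 0.312 for hem genes, -0.0297 for radial glia genes, 0.0283 for immediate early genes, -0.481 for upper-layer genes, -0.141 for deep-layer genes, 0.231 for hippocampal factors, -0.0901 for Eph receptors and ephrins, 0.397 for delta protocadherins, -0.147 for teneurins, latrophilins and FLRTs, -0.105 for cholesterol synthesis genes, -0.866 for haemoglobin genes, -0.0579 for sex-linked genes and -0.0453 for interneuron genes. A pseudocount of 5 CPM gave 2.14 for CR genes and 1.11 for delta protocadherins. The mean over classes gave -0.239 for deep-layer genes and -0.423 for teneurins, latrophilins and FLRTs, and deep-layer genes had -0.32 without cluster 4. With no minimum level, which adds members near 0, the medians were 0.179 for CR genes, -0.0162 for hem genes (reversed) and -0.528 for haemoglobin genes, and haemoglobin genes had -2.37 in principal neurons grouped without the genes of Table S2. Of the values of single genes in principal neurons under the alternatives, 1270 stayed within the counting interval, 520 moved beyond it in the same direction and 3 reversed. The alternatives differed widely. Of 163 genes, 155 moved with the mean over cells and 112 with the mean over classes, where 2 more reversed. A pseudocount of 5 CPM moved 79, and leaving out cluster 4 moved 68 and reversed 1. A pseudocount of 0.1 CPM left all 163 in place, and each remaining alternative moved between 1 and 37. Of the differences in the share of cells with a UMI, 34 stayed and 54 moved, all of the latter with another thinning or none. Those of *Nrp2* (-0.652), *Crym* (-0.105) and *Nr4a2* (-0.115), within counting error of 0, changed sign, to 5.37, 4.1 and 1.64 without thinning and 0.642, 0.514 and 0.201 at 2500 UMIs, and for *Nr4a2* to 0.0267 with the stricter filter, and no other did. In the subtypes, 246 stayed, 80 moved and 1 reversed.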

Differences from the paper's values

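The restriction to cells above the lowest UMI count of *Foxg1* cKO mice, the doublet rate of 10%, the count of genes in no other top 50 list and the comparison of a share of 0 by its upper bound were chosen after seeing the data. The paper's cell classes were rebuilt here by clustering, and shares are of all cells kept.

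The paper's reported share of RSC-PyNs (UL) is 0.1% in *Foxg1* cKO mice and 13.8% in control mice, against 0.466% and 8.71% here. For *Foxg1* cKO mice each of the alternatives set before the data were examined also differed, from 0% without integration and with nearest control cells (upper bound 0.0273%) to 11.1% without the genes of Table S2. For control mice the value came within 1.5 times of the paper's without the genes of Table S2 (12.8%), at resolution 1.2 (11.9%), with 20 components (12.3%) and without integration (12.3%), and it did not at resolution 0.4 (8.72%), with nearest control cells (8.71%), without a filter (9.05%), with the stricter filter (8.72%) or without called doublets (9.02%). Above the lowest UMI count of *Foxg1* cKO mice, a restriction chosen after seeing the values that leaves cells in each class, it was 11.6%. For SubC-PyNs the paper reports 0.03% in *Foxg1* cKO mice and 2.8% in control mice. Cluster 4, named from its control cells, held 11.3% and 4.24% here, but its *Foxg1* cKO cells had no SubC-PyN marker among their top 10 genes, so that the 11.3% is not a share of the cell type that the paper names. Without integration, 0 of 13529 *Foxg1* cKO cells fell in the class, with an upper bound of 0.0273% (exact 95% interval), which comes within 1.5 times of the paper's value. The cells so named made up 0.88% with nearest control cells, 2.78% without a filter and 3.55% to 11.5% under the other alternatives, which did not. In control mice, resolution 1.2 (3.71%), no integration (2.78%), no filter (3.49%) and the stricter filter (4.14%) came within 1.5 times, and the other alternatives (4.24% to 6.46%) did not. For CA3-PyNs in *Foxg1* cKO mice the paper reports 28.3%, against 15.2% here. Without the genes of Table S2 (20.6%), at resolution 0.4 (27.7%), without integration (31.7%) and with nearest control cells (24.9%) the value came within 1.5 times, and at resolution 1.2 (10.1%), with 20 components (13.8%), without a filter (10.2%), with the stricter filter (15.2%) and without called doublets (15.5%) it did not. For CA1-PyNs the paper reports a share 1.5 times that of control mice, and here the ratio was 0.785. It was 1.38 with 20 components and 1.35 without a filter, which come within 1.5 times, although without a filter the *Foxg1* cKO cells of the class had more markers of other classes than of CA1-PyNs, and 0.754 at resolution 1.2, 0.363 with nearest control cells, 0.795 with the stricter filter and 0.781 without called doublets. No CA1-PyN–like class formed without the genes of Table S2, at resolution 0.4 or without integration.

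Several statements of the text on single genes also differed. The text gives 32 genes 1 direction in all 5 subtypes. Of these, 24 had it in all 5, 14 were past 0.3 in that direction in all 5, and 32 had it in the summed principal neurons. The exceptions by sign, some of them near 0, were *Mef2c* in CA3-PyNs (0.48), *Meg3* in cluster 4 (-0.57), *Zeb2* in DG-GCs (-0.03), *Zbtb20* in DG-GCs (a ratio of 0.998), *Lmo1* in RSC-PyNs (UL) (0.73), *Epha4* in CA3-PyNs (-0.20), *Bcl11a* in cluster 4 and DG-GCs (0.13 and 0.01) and *Sox4* in DG-GCs (0.16). Over all pairs of gene and subtype given a direction, 195 of 208 had it. The text describes *Insm1* as down-regulated in CA1-PyNs, where it stood at 0.50, while the paper's Table S2 lists it as up-regulated, the direction found here. The text gives *Nrp2* as up-regulated in CA1-PyNs, where it stood at -0.60, while *Lmo7* (-4.97) and *Zbtb20* (0.90) had the direction of the text. *Pou3f2* and *Pou3f3*, described as absent, stood at 48.8 and 132 CPM in *Foxg1* cKO principal neurons, of which 6.81% and 17.7% had a UMI after thinning, against 2.5% and 6.25% of endothelial-like and microglia-like cells. *Ntm*, *Ptprz1* and *Tenm3*, described as lower in 2 subtypes specifically, had log2 ratios of -3.11, -0.38 and -2.15 in CA1-PyNs as well. Their ratios outside the Nex-Cre lineage were -1.48, -0.54 and -0.53, so that the CA1-PyN value of *Ptprz1* did not exceed that of cells with intact *Foxg1*. *Prox1* and *Zfpm2*, described as up-regulated DG-GC genes, stood at 1.94 and 1.77 over all principal neurons, the pool in which the paper compared the genotypes, and so had its direction. Within DG-GCs they stood at -0.04 and -0.02.

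The text states that cell types without *Foxg1* deletion did not differ in share. Here microglia differed by -0.556 and interneurons by -1.04 percentage points, and above the lowest UMI count of *Foxg1* cKO mice, a restriction chosen after seeing the values, by -0.523 and 1.44, while neural stem cells differed by 0.317 and -1.79 and intermediate progenitors by 2.06 and 1.05. It describes genes specific to CA3-PyNs as up-regulated. The paper's own set of these genes was not rebuilt here. Of the 12 candidate targets in the top 50 CA3-PyN genes and in no other top 50 list, 2 were above 0.3 and 8 below -0.3 in CA3-PyNs, and 5 and 7 in the summed principal neurons. Of all 27 candidate targets in that top 50, coexpressed genes included, the tallies were 9 and 13 in CA3-PyNs and 14 and 12 in the summed principal neurons. The top 50 was chosen for high levels in CA3-PyNs of the same control library, which favors lower values in *Foxg1* cKO CA3-PyNs. The tallies in CA3-PyNs are therefore not an even test of the paper's statement. The methods give a minimum log2 fold change of 0.3, and 141 genes of Table S2 are listed with a smaller one.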

Other observations

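No test below was chosen after its result was seen, but the genes that differed alike outside the Nex-Cre lineage were named after their values were seen. Immediate early genes, which respond to activity and to cell dissociation, stood higher by their median in *Foxg1* cKO principal neurons (0.43, percentile 99.8 among 10000 random lists). Of 9 measured members, 5 were above 0.3 and 4 between -0.3 and 0.3. Their summed level differed little, at 644 CPM in the control and 680.9 CPM in *Foxg1* cKO mice. *Fos* stood at 6.27 CPM in the control and 25 CPM in *Foxg1* cKO mice and *Junb* at 13.8 and 30.1 CPM, with log2 ratios of 1.58 and 1.02 outside the Nex-Cre lineage. Haemoglobin genes, which erythrocytes express, stood lower in principal neurons (median -1.89, percentile 0) and summed to 870.4 CPM in the control and 208.4 CPM in *Foxg1* cKO mice. Interneuron genes had a median of -0.68 over 5 measured members (percentile 0.375), and none of the 7 endothelial and 9 microglial genes reached the minimum level. Of 4 measured Wnt target genes, 2 were above 0.3 and none below -0.3 (median 0.21, percentile 81.6).

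Mitochondrially encoded genes had a median of 0.16 (percentile 99.3), with 0.17 outside the lineage, and all 13 lay between -0.3 and 0.3. Of 95 genes whose symbols open with Rpl or Rps and a digit, which include S6 kinases such as *Rps6ka3* and pseudogenes such as *Rps18-ps3* besides ribosomal protein genes, 5 were above 0.3, 9 below -0.3 and 81 between (median -0.10, percentile 0.045). Reference genes had a median of -0.04 (percentile 32.5), and the 6 sex-linked genes, of which *Xist* and *Tsix* were higher and the Y-linked ones lower, -0.56 (percentile 0.09). Of genes that had at least 20 CPM in 1 library and a log2 ratio past 1 both in principal neurons and outside the Nex-Cre lineage, 13 had ratios of 1 direction within 0.3 of each other, 8 of them higher and 5 lower. They include *Cpne4* (3.09 and 3.01 outside), the CA3-PyN marker *Grp* (-1.67 and -1.39) and *Tpm3-rs7* (-3.30 and -3.09).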
